# Targeting IRG1 reverses the immunosuppressive function of tumor-associated macrophages and enhances cancer immunotherapy

**DOI:** 10.1126/sciadv.adg0654

**Published:** 2023-04-28

**Authors:** Yu-Jia Chen, Guan-Nan Li, Xian-Jing Li, Lin-Xing Wei, Min-Jie Fu, Zhou-Li Cheng, Zhen Yang, Gui-Qi Zhu, Xu-Dong Wang, Cheng Zhang, Jin-Ye Zhang, Yi-Ping Sun, Hexige Saiyin, Jin Zhang, Wei-Ren Liu, Wen-Wei Zhu, Kun-Liang Guan, Yue Xiong, Yong Yang, Dan Ye, Lei-Lei Chen

## Abstract

Immune-responsive gene 1 (IRG1) encodes aconitate decarboxylase (ACOD1) that catalyzes the production of itaconic acids (ITAs). The anti-inflammatory function of IRG1/ITA has been established in multiple pathogen models, but very little is known in cancer. Here, we show that IRG1 is expressed in tumor-associated macrophages (TAMs) in both human and mouse tumors. Mechanistically, tumor cells induce *Irg1* expression in macrophages by activating NF-κB pathway, and ITA produced by ACOD1 inhibits TET DNA dioxygenases to dampen the expression of inflammatory genes and the infiltration of CD8^+^ T cells into tumor sites. Deletion of *Irg1* in mice suppresses the growth of multiple tumor types and enhances the efficacy of anti–PD-(L)1 immunotherapy. Our study provides a proof of concept that ACOD1 is a potential target for immune-oncology drugs and *IRG1*-deficient macrophages represent a potent cell therapy strategy for cancer treatment even in pancreatic tumors that are resistant to T cell–based immunotherapy.

## INTRODUCTION

Cancer immunotherapy has revolutionized cancer treatment. Exemplified by the success of immune checkpoint inhibition using antibodies against PD-1 and PD-L1 and chimeric antigen receptor-T (CAR-T) cell therapies, cancer immunotherapy has achieved remarkably effective and durable responses in a subset of patients with different cancer types. However, most patients receiving these therapies, even in combination, do not derive clinical benefit (*1*). Further development of agents, including small molecules (*2*), and strategies targeting additional immune checkpoints is critical.

Macrophages are crucial innate immune effector cells that perform a multitude of functions in response to pathogens and tissue inflammatory signals, including tumor development. Tumor-associated macrophages (TAMs) represent one of the most abundant immune cell types in the tumor stroma, and infiltration of macrophages is associated with poor prognosis and correlates with chemotherapy resistance in most cancers (*3*). In a widely used model, TAMs undergo polarization into two forms: the “classical” (or M1-polarized) form that is involved in the responses of T helper 1 (T_H_1) cells and produces proinflammatory antitumor effects, and the “alternative” (or M2-polarized) form that is involved in T_H_2-type responses and produces anti-inflammatory mediators to contribute many protumorigenic outcomes in cancer (*4*). A better understanding of the regulation of TAM polarization may identify additional immune checkpoint targets to achieve more durable antitumor immunity in broader patient populations.

The rapid proliferation of cancer cells in growing tumors results in a local change of oxygen, nutrients, and metabolites in the tumor microenvironment (TME). The alterations of TME cause a metabolic reprogramming of tumor-associated immune cells, such as T cells and macrophages (*5*). One marked metabolic change is the rapid accumulation of a previously understudied metabolite, itaconic acid (ITA), from a barely detectable low level in resting cells to 3 to 4 mM in classically activated macrophages (*6*). This is resulted from transcriptional activation of the immune-responsive gene (*IRG1*), which encodes the metabolic enzyme aconitate decarboxylase (ACOD1) that catalyzes the production of ITA (*6*, *7*). Genetic analyses of *Irg1*-deficient mice have established the anti-inflammatory function of IRG1/ITA in multiple pathogen models, including sepsis, viral infections, psoriasis, gout, ischemia/reperfusion injury, and pulmonary fibrosis (*8*–*13*). Emerging evidence suggests that IRG1 exhibits tumor-promoting properties by activating MAPK cascade in tumor cells (*14*), but very little is known about its biological function in tumor immunity in vivo.

In this study, we present evidence that tumor cells induce IRG1 expression in TAM subsets by nuclear factor κB (NF-κB) activation, underlying the cross-talk between tumor cells and macrophages. Irg1 regulates TAM polarization and promotes their immune suppressive function to potentiate tumor outgrowth. *Irg1*-deficient mice are resistant to tumor growth and have enhanced responses to anti–PD-(L)1 immunotherapy. Infusion of *Irg1*-deficient macrophages into wild-type mice inhibits syngeneic tumor growth. These results thus identify ACOD1 as a potential target for cancer immunotherapy and *IRG1*-deficient macrophages as a potent cell therapy strategy for cancer treatment.

## RESULTS

### *Irg1* deficiency inhibits tumor growth in immune-competent mice

The broad induction of *IRG1* transcription by various pathogens and the anti-inflammatory activity of ITA prompted us to explore the function of IRG1 in tumorigenesis. We first analyzed the expression of *IRG1* gene in patients from The Cancer Genome Atlas (TCGA) cohorts and found that *IRG1* mRNA expression was up-regulated in multiple types of tumors as compared to the corresponding para-carcinoma normal tissues, including BLCA (bladder urothelial carcinoma), BRCA (breast invasive carcinoma), COAD (colon adenocarcinoma), ESCA (esophageal carcinoma), HNSC (head and neck squamous cell carcinoma), KICH (kidney chromophobe), KIRP (kidney renal papillary cell carcinoma), LUSC (lung squamous cell carcinoma), PAAD (pancreatic adenocarcinoma), STAD (stomach adenocarcinoma), and UCEC (uterine corpus endometrial carcinoma) (Fig. 1A). Likewise, *IRG1* mRNA expression was up-regulated in patients with SKCM (skin cutaneous melanoma) compared with healthy skin tissues (Fig. 1A). By using the computational method EPIC (estimating the proportions of immune and cancer cells), we found that *IRG1* mRNA expression was positively correlated with the TAM fraction in a broad spectrum of human cancers (fig. S1). In accord, single-cell RNA sequencing (scRNA-seq) in samples from patients with uveal melanoma revealed that IRG1 was highly expressed in TAMs, but not other types of immune cells (fig. S2A) (*15*). In addition, this expression pattern of IRG1 was also observed in monocytes and macrophages in the TME of 12 other types of human cancers (fig. S2B) (*16*).

**Fig. 1.**
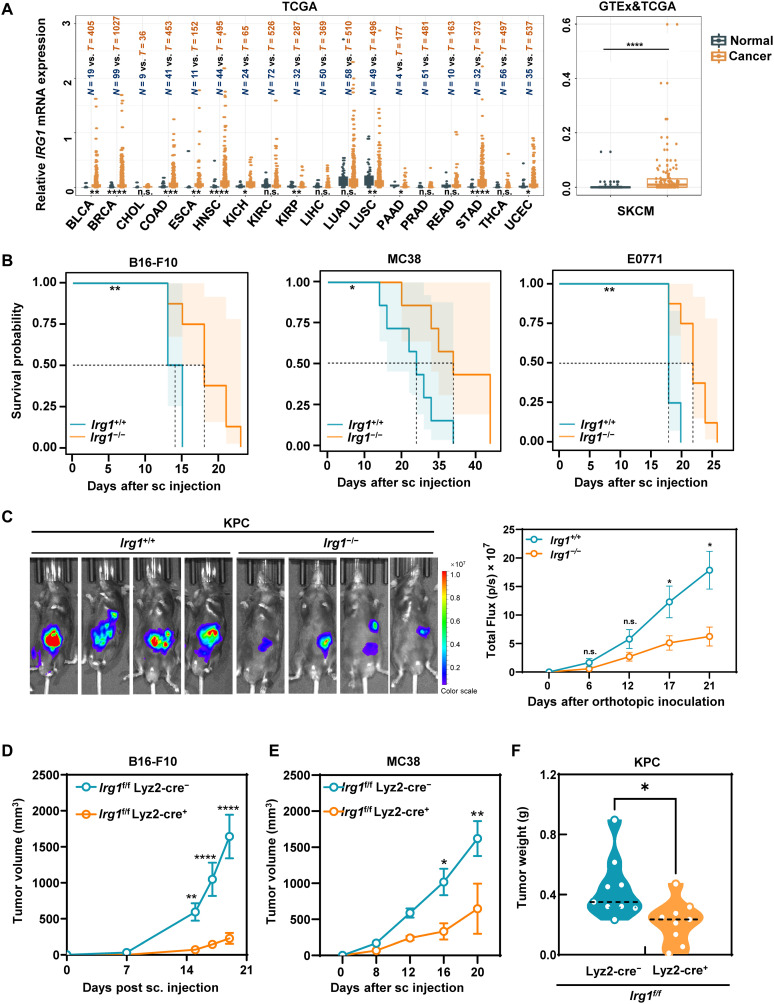
*Irg1* deficiency inhibits tumor growth in immune competent mice. (**A**) mRNA expression of *IRG1* was compared across 19 distinct solid tumors (*T*) and corresponding normal tissues (*N*) from the TCGA pan-cancer dataset. Asterisks denote statistical significance with Wilcoxon rank sum test. (**B**) B16-F10 (left), MC38 (middle), and E0771 (right) were subcutaneously (sc) injected in *Irg1*^+/+^ and *Irg1*^−/−^ mice (*n* = 7 to 8 per group) and overall survival of the mice was shown. The *P* values were calculated using log-rank (Mantel-Cox) test. (**C**) KPC pancreatic cancer cells (FC1242) overexpressing luciferase were inoculated orthotopically in the pancreas of *Irg1*^+/+^ and *Irg1*^−/−^ mice (*n* = 7). Tumor growth was observed and quantified by bioluminescent imaging. Representative live images (left) and quantified results (right) were shown, respectively. Data are means ± SEM. The *P* values were calculated by two-way analysis of variance (ANOVA). (**D** and **E**) B16-F10 (D) and MC38 (E) were subcutaneously injected in *Irg1*^f/f^ and *Irg1*^f/f^ Lyz2-cre^+^ mice (*n* = 6 to 12 per group), and tumor growth was determined by the measurement of tumor volume (cubic millimeter). Data are means ± SEM, and the *P* values were calculated by two-way ANOVA. (**F**) KPC pancreatic cancer cells (FC1242) were inoculated orthotopically in the pancreas of *Irg1*^f/f^ and *Irg1*^f/f^ Lyz2-cre^+^ mice (*n* = 9 per group). Tumors were collected at day 15 after inoculation, and tumor weight was measured. The *P* values were calculated by unpaired, two-tailed Student’s *t* test. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. n.s., nonsignificant.

To decipher how IRG1 expression is induced in TAMs, we cocultured mouse bone marrow–derived macrophages (BMDMs) with different types of syngeneic tumor cells or treated BMDMs with tumor cell–conditioned medium (TCM) and found that either treatment led to *Irg1* induction and ITA accumulation (to millimolar level) in BMDMs (fig. S3, A and B). It has previously been reported that IRG1 expression is regulated by signaling pathways under inflammatory conditions, such as NF-κB (*17*), glucocorticoid receptor (GR), and Janus kinase (JAK)/signal transducer and activator of transcription (STAT) signaling pathways (*18*). We found that the effect of B16-F10-TCM on up-regulating *Irg1* expression was diminished by the treatment with pyrrolidine dithiocarbamate (an NF-κB inhibitor), but not Ruxolitinib (Ruxo, a JAK1/2 inhibitor) (fig. S3C). *Il-6* and *Il-1b* were included as two positive control genes (fig. S3C). In addition, we found that occupancy of RelA/P65 at the promoter region of *Irg1* was increased in BMDMs by the treatment of B16-F10-TCM (fig. S3D), further supporting that tumor cells induce *Irg1* expression in macrophages through NF-κB activation.

To explore the biological function of Irg1 during tumor development, we generated different syngeneic tumor models in which B16-F10 (melanoma), MC38 (colon cancer), and E0771 (breast cancer) cells were inoculated subcutaneously into *Irg1*^−/−^ and *Irg1*^+/+^ mice. We found that, in all the abovementioned tumor models, the tumor growth was significantly suppressed in *Irg1*^−/−^ mice (fig. S4A), and the survival of tumor-bearing mice was prolonged (Fig. 1B). Furthermore, pancreatic cancer cells derived from the genetically engineered mouse tumor model (LSL-KrasG12D; LSL-Trp53R172H; Pdx1-Cre mice; KPC) were implanted into the pancreas of *Irg1*^−/−^ and *Irg1*^+/+^ mice, and the KPC tumor growth was also remarkably inhibited in *Irg1*^−/−^ mice as monitored by bioluminescent imaging (Fig. 1C).

It is known that Acod1 produces ITA under inflammatory conditions, principally in cells of myeloid lineage (*19*). We found that, in the TME of B10-F10 tumors, the accumulation of ITA was readily detected in myeloid cells (CD45^+^CD11b^+^) including TAMs (F4/80^+^Cd45^+^), but not in lymphocytes (CD45^+^CD11b^−^) or nonimmune cells (CD45^−^CD11b^−^) (fig. S4, B and C). We then generated myeloid-specific *Irg1*-deficient mice (Irg1^f/f^Lyz2-cre^+^) and verified the proper deletion of *Irg1* in cells of myeloid lineage in these animals (fig. S5, A to C). Consistent with the whole-body knockout (KO), myeloid-specific KO of *Irg1* inhibited the growth of B16-F10, MC38, and KPC tumors in mice (Fig. 1, D to F, and fig. S5, D and E). Collectively, these results suggest that Irg1 in myeloid cells potentiates tumor growth in immunocompetent mice.

### *Irg1* deficiency reverses the immunosuppressive TME

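Single-cell libraries were made from Cd45+ cells of tumors of B16-F10, a mouse melanoma line, on day 10 after subcutaneous injection of 200000 cells per mouse. Pieces of 100 mm3 from the tumors of 3 mice of one genotype were pooled, so that each genotype has 1 library and no replicate. No test between the genotypes is possible with this design, and a difference between the libraries also holds whatever else differed between the pools of mice and their preparation. Values are therefore given for both libraries, with exact 95% intervals (Poisson for sums of unique molecular identifiers (UMIs), Clopper-Pearson for shares of cells) that cover counting error only. The authors captured the cells with BD Rhapsody, trimmed the reads with fastp, listed the cell barcodes with UMI-tools and aligned the reads to the mouse genome of Ensembl release 100 with STAR. Their files hold raw UMI counts per gene and cell, before the filter on mitochondrial UMIs. The file labelled *Irg1*+/+ has 6408 cells with 43617546 UMIs, at a median of 4560 UMIs and 1993 genes per cell, and the file labelled *Irg1*-/- has 5896 cells with 36432067 UMIs, at a median of 4635 UMIs and 1971 genes. After removal of 124 and 102 cells with at least 10% mitochondrial UMIs, and of the mitochondrial genes, 6284 and 5794 cells with 42105693 and 35307041 UMIs were kept. *Irg1* is listed as *Acod1* (ENSMUSG00000022126, chromosome 14 of GRCm38 from 103046977 to 103056573). In the kept cells it had 3696 UMIs in the *Irg1*+/+ library, which is 87.8 CPM (counts scaled by the total of the library; 95% interval 85.0 to 90.7), and 3805 UMIs in the library labelled *Irg1*-/-, which is 108 CPM (104 to 111). The log2 ratio of *Irg1*-/- over *Irg1*+/+ was 0.30 (0.23 to 0.36). Summed over all kept cells, the targeted gene was thus not lower in the library labelled *Irg1*-/-, and counts per gene do not show which exons the UMIs came from. By group of cells the log2 ratio went both ways, from −0.68 in neutrophil-like to 1.07 in proinflammatory macrophage-like cells, as named below. Neutrophil-like cells, with the highest *Acod1* CPM, were 1.16% of the *Irg1*+/+ library and 3.54% of the other, which adds to the summed value. Each direction given for these libraries rests on their labels.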

To evaluate the impact of Irg1 on the TME, immune cells (Cd45^+^) were purified from B16-F10 tumors grown in *Irg1*^+/+^ and *Irg1*^−/−^ mice and then subjected to scRNA-seq (Fig. 2A and table S1). 

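Clustering of the kept cells with the settings of the methods (2000 variable genes, 10 principal components, resolution 0.8) gave 20 clusters. At resolution 0.4 it gave 15 and at resolution 1.2 it gave 24. The files hold no annotation of the cells, so the clusters were named again from marker genes, and the names may not hold the same cells as the study's. Of the 20 clusters, 17 received a name, in 9 classes. Macrophage and monocyte (MΦ and monocyte)-like cells made up 36.5% (35.3 to 37.7) of the *Irg1*+/+ library and 36.5% (35.2 to 37.7) of the library labelled *Irg1*-/-. With the first version of the rule for names, revised after its outcome had been seen, they differed by −7.87 percentage points. For T cell-like cells the shares were 22.3% (21.3 to 23.4) and 14.5% (13.6 to 15.4), and for NK cell-like cells 6.05% (5.47 to 6.67) and 11.9% (11.1 to 12.8). The lower T cell-like share is opposite to the rise of T cells that the paper reports by flow cytometry at a later day. Dendritic cell-like cells accounted for 16.9% (16.0 to 17.9) and 19.3% (18.3 to 20.3). B cell-like cells were 1.26% and 1.36%, plasmacytoid dendritic cell-like cells 0.828% and 0.690%, and melanocyte-like cells 1.18% and 0.328%. A cluster led by *Retnlg*, *Alox15*, *F5*, *Ccr3* and *Serpinb2* was eosinophil-like (115 and 163 cells) and was kept apart from the neutrophil-like cluster led by *S100a9*, *S100a8* and *Cxcr2* (73 and 205 cells). The 3 clusters without a name held 11.9% (11.1 to 12.8) and 9.17% (8.43 to 9.94) of the cells. One of them had mast cell genes (*Tpsb2*, *Mcpt4*, *Cpa3*) at medians of 667 and 697 UMIs per cell, another had immunoglobulin and proliferation genes at 656 and 691 UMIs, and the last, nearest to NK cells by score, was led by T cell genes such as *Ctla4* and *Icos*. Among the MΦ and monocyte-like clusters, one had the interferon-induced gene *Rsad2* among its leading genes.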

Using Uniform Manifold Approximation and Projection (UMAP) clustering analyses, 19 clusters of major immune populations were distinguished (fig. S6A), and these clusters were assigned to eight different types of immune cells, including macrophages (MФ) and monocytes, T cells, B cells, natural killer (NK) cells, plasmacytoid dendritic cells, dendritic cells, neutrophils, and limited leaked melanocytes (fig. S6, B and C). As expected, *Irg1* mRNA expression was readily detected in myeloid cells characterized by high expression of *Itgam* (Cd11b), particularly in macrophages characterized by high expression of *Adgre1* (F4/80) and neutrophils characterized by high expression of *Retnlg* or *S100a9* in the TME of B16-F10 tumors from *Irg1*^+/+^ mice (Fig. 2B and fig. S6D).

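*Acod1* CPM of the *Irg1*+/+ library was highest in neutrophil-like cells, at 3029 (2743 to 3336; 412 UMIs in 73 cells), followed by eosinophil-like cells at 635.6 (503 to 792) and MΦ and monocyte-like cells at 134 (129 to 139). Dendritic cell-like cells had 20.3 CPM (17.3 to 23.7), and T, NK and B cell-like cells together had 24.0 CPM (21.2 to 27.1), which was taken as the background from free RNA. The neutrophil-like value was 126 times and the MΦ and monocyte-like value 5.58 times this background. By number of UMIs, MΦ and monocyte-like cells held 71.0% of the *Acod1* UMIs and neutrophil-like cells 11.1%, since the former were far more numerous. A UMI of *Acod1* was found in 33.4% of MΦ and monocyte-like cells (median 6013 UMIs per cell) and in 9.08% of T, NK and B cell-like cells (median 3381.5 UMIs). After each cell was thinned to 2000 UMIs, with 179 of the former and 337 of the latter cells left out as shallower, the shares were 16.9% (15.3 to 18.6) and 4.20% (3.25 to 5.33). *Itgam* (chromosome 7, from 128062640 to 128118491) reached 749.6 CPM in MΦ and monocyte-like, 831 in neutrophil-like and 1183 in eosinophil-like cells of the *Irg1*+/+ library, against 101 in T, NK and B cell-like cells. *Adgre1* had 304 CPM in MΦ and monocyte-like, 394 in eosinophil-like and 88.2 in neutrophil-like cells. *Retnlg* had 4361 CPM in eosinophil-like and 772 in neutrophil-like cells, and *S100a9* had 5190 CPM in neutrophil-like and 32.2 in eosinophil-like cells. In the library labelled *Irg1*-/-, *Acod1* CPM was 1897 (1766 to 2036) in neutrophil-like, 561 (451 to 691) in eosinophil-like and 149 (143 to 155) in MΦ and monocyte-like cells. The log2 ratio between the libraries was −0.68 (−0.85 to −0.50) in neutrophil-like cells, where TMM scaling moved all genes by 0.18, and 0.16 (0.076 to 0.24) in MΦ and monocyte-like cells, which turned to −0.061 when the mean of each cell's CPM was taken in place of the sum.

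**Figure D1:**
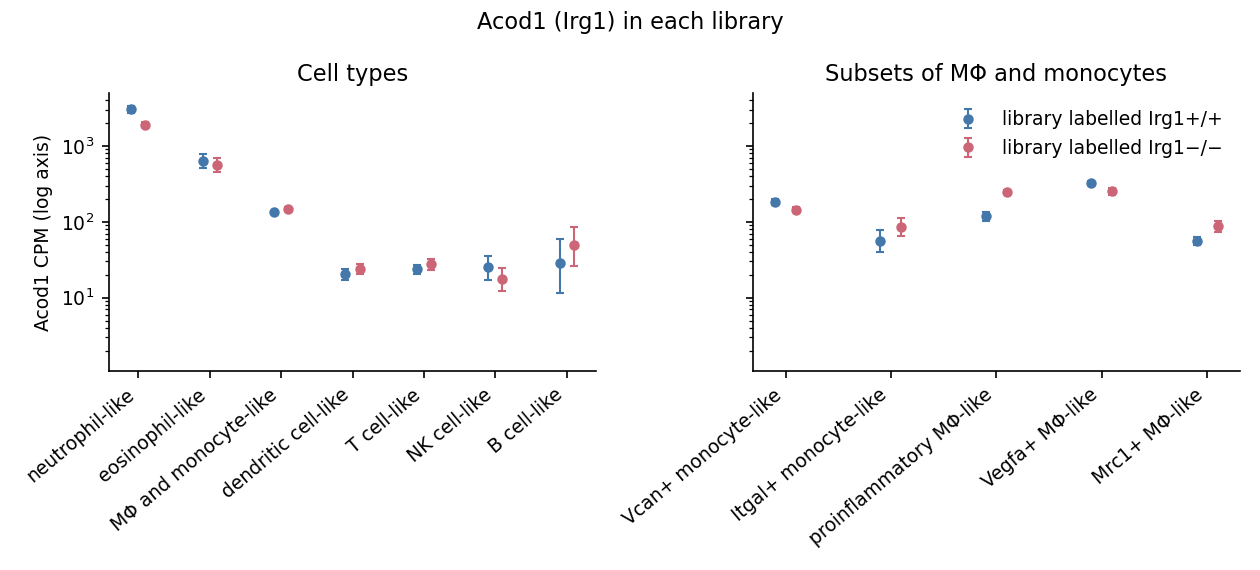
*Acod1* CPM on a log axis for cell types (left) and for subsets of MΦ and monocytes (right) in the libraries labelled *Irg1*+/+ (blue) and *Irg1*-/- (red), with points for the summed UMIs and bars for exact 95% Poisson intervals. Neutrophil-like cells lie highest in both libraries, at 3029 and 1897 CPM.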

**Fig. 2.**
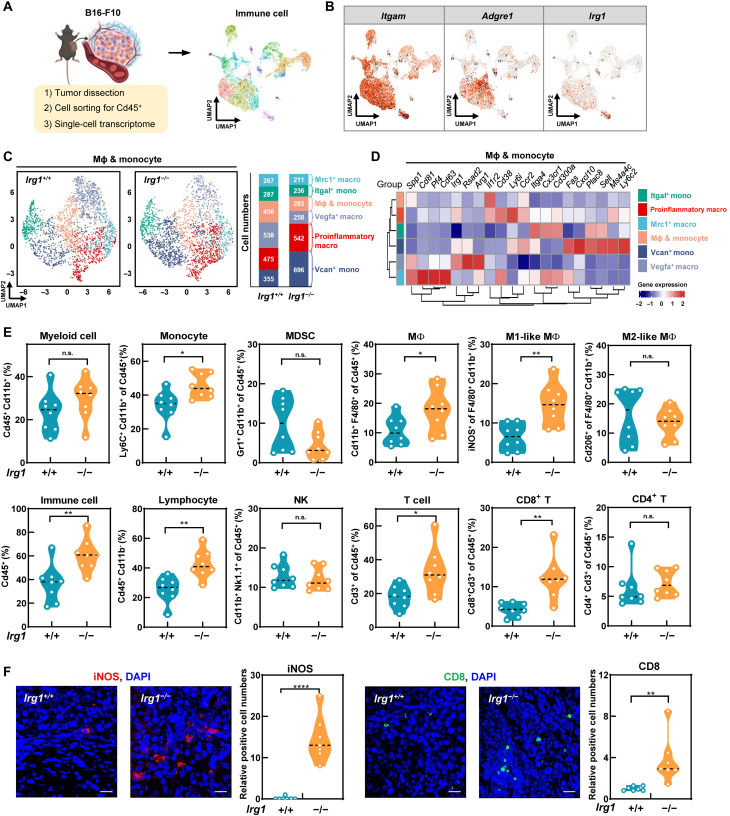
*Irg1* deficiency reverses the immunosuppressive TME. (**A**) Experimental schematics of scRNA-seq (left). Briefly, melanoma samples from *Irg1*^+/+^ or *Irg1*^−/−^ mice (*n* = 3 per group) were dissected, and Cd45^+^ immune cells were sorted by flow cytometry and subjected to transcriptome sequencing. The UMAP plot of 19 clusters is shown (right). (**B**) Expression of *Irg1* and macrophage marker genes was illustrated in the UMAP plots. (**C**) Annotated clusters of intratumoral monocytes/macrophages in *Irg1*^+/+^ or *Irg1*^−/−^ mice are shown by t-SNE plots (left). Cell numbers of each cluster are listed (right). (**D**) Normalized expression of select genes in each TAM subtype is shown by heatmap. (**E**) Flow cytometry analysis of immune cells in B16-F10 tumors from *Irg1*^+/+^ or *Irg1*^−/−^ mice (*n* = 8 per group). Tumors were harvested at 14 days after inoculation. Percentages of myeloid cells (Cd45^+^Cd11b^+^), monocytes (Cd45^+^Cd11b^+^Ly6c^+^), MDSC (Cd45^+^Cd11b^+^Gr1^+^), macrophages (Cd45^+^Cd11b^+^F4/80^+^), M1-like macrophages (Cd45^+^Cd11b^+^F4/80^+^iNos^+^), M2-like macrophages (Cd45^+^Cd11b^+^F4/80^+^Cd206^+^), lymphocytes (Cd45^+^Cd11b^−^), T cells (Cd45^+^Cd3^+^), CD8^+^ T cells (Cd45^+^Cd3^+^Cd8^+^), CD4^+^ T cells (Cd45^+^Cd3^+^Cd4^+^), and natural killer (NK) cells (Cd45^+^Cd11b^+^Nk1.1^+^) are shown by violin plot. (**F**) IF staining of iNOS^+^ and CD8^+^ cells in B16-F10 tumors from *Irg1*^+/+^ or *Irg1*^−/−^ mice. The tumors were harvested at endpoint of the survival assay as described in Fig. 1B. Scale bars, 20 μm. To quantify, cell number from seven random high-power fields (HPFs) is shown by violin plot. The *P* values were calculated by unpaired, two-tailed Student’s *t* test. *P < 0.05, **P < 0.01, and ****P < 0.0001.

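For the subsets, the 2295 and 2113 MΦ and monocyte-like cells of the libraries labelled *Irg1*+/+ and *Irg1*-/- were clustered once more with the same settings. The genes named for the subsets and the interferon genes (98 genes, of which 95 are in the files) were kept out of the variable genes, so that they could be compared afterwards. This gave 11 subclusters, and 7 of them received the name of one of 5 subsets. The subset that the study calls MΦ and monocyte was not among them. It was named in 5 alternatives: without the cells of the top 5% of doublet scores, with 20 principal components, without the genes that differ at least 1.5-fold between the libraries, with each cell thinned to 2000 UMIs, and with the first version of the rule for names (262 and 84 cells). The remaining 4 subclusters held 27.2% (25.4 to 29.1) of the cells of the *Irg1*+/+ library and 25.8% (23.9 to 27.7) of the library labelled *Irg1*-/-. A subcluster with *Mgl2*, *Ccl24* and *Fn1* among its leading genes made up 17.6% (16.1 to 19.3) and 8.52% (7.36 to 9.79), and one led by *Lyve1*, *Cbr2* and *Cd163* made up 2.35% (1.77 to 3.06) and 12.7% (11.3 to 14.2). Subclusters with T cell genes (6.10% and 3.12%) and with *Retnla* and *Ear2* (1.09% and 1.47%) were smaller. The Vcan+ monocyte-like cells joined a subcluster led by *Hp*, *Ifitm6* and *Chil3* and another led by the interferon-induced genes *Gbp2*, *Cxcl9*, *Gbp5* and *Cxcl10*. Heat shock genes (*Hspb1*, *Hspa1b* and *Hspa1a*) were among the leading genes of the Vegfa+ macrophage-like cells, and one of the Mrc1+ macrophage-like subclusters was led by proliferation genes (*Mki67*, *Top2a*). The rule for names was revised after its first outcome had been seen. In its first version a monocyte cluster with 10.0% and 17.9% of all cells had no name, and the Itgal+ monocyte-like and proinflammatory macrophage-like subsets were not found.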

Next, we used UMAP clustering and divided the population of “MФ and monocytes” into six distinct clusters. We found that *Irg1* was mainly expressed in a few subpopulations, including Vcan^+^ monocytes, proinflammatory macrophages, and Vegfa^+^ macrophages (Fig. 2, C and D). Among these clusters, Vcan^+^ monocytes exhibited high expression of *Ly6c2*, *Cxcl10*, and *Vcan* and enriched in type I and II interferon (IFN) pathways (fig. S7, A and B), which are similar with hemopoietic system-derived classical inflammatory monocytes as previously termed (*20*). 

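In the *Irg1*+/+ library, *Acod1* CPM was 326 (305 to 348) in Vegfa+ macrophage-like cells, 183 (167 to 199) in Vcan+ monocyte-like cells and 118 (104 to 134) in proinflammatory macrophage-like cells. Lower values were found in Itgal+ monocyte-like cells, at 56.4 (40.3 to 76.8), and in Mrc1+ macrophage-like cells, at 56.1 (49.9 to 62.9), while the unnamed subclusters had 102 (94.2 to 111). The mean of each cell's CPM gave 307, 215, 136, 58.1 and 73.9 for the 5 subsets in this order. In the library labelled *Irg1*-/-, the same subsets had 251 (226 to 278), 145 (133 to 157), 248 (231 to 266), 85.1 (64.1 to 111) and 86.9 (74.2 to 101) CPM. The log2 ratio between the libraries was 1.07 (0.86 to 1.28) in proinflammatory macrophage-like cells and −0.38 (−0.56 to −0.20) in Vegfa+ macrophage-like cells. In Itgal+ monocyte-like cells the interval of the ratio included 0, at 0.59 (−0.020 to 1.22). Within the Vcan+ monocyte-like cells of the *Irg1*+/+ library, the interferon-led subcluster had 308 CPM (277 to 342) and the other 94.6 (80.4 to 111). Of the unnamed subclusters there, that with T cell genes had 165 CPM (146 to 187). Those with *Mgl2*, *Lyve1* and *Ear2* had 89.8, 55.1 and 34.1 CPM.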

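*Ly6c2* (chromosome 15, from 75108158 to 75111970) had 2304 CPM (2248 to 2360) in Vcan+ monocyte-like cells of the *Irg1*+/+ library, a log2 fold of 1.86 (1.81 to 1.91) over the other named subsets together, and 4030 CPM (3968 to 4093) in the library labelled *Irg1*-/-, a fold of 1.54. *Cxcl10* had 961 and 1049 CPM, with log2 folds of 1.54 and 1.42, and *Vcan* had 708 and 862 CPM, with folds of 2.39 and 2.83. Each of the 3 genes was highest in this subset among the 5 named ones, in both libraries. The median log2 fold over a list of 46 type I interferon genes was 0.60 (0.51 to 0.65) in the *Irg1*+/+ library and 0.87 (0.81 to 0.89) in the library labelled *Irg1*-/-, and for type II interferon genes it was 0.79 (0.73 to 0.87) over 26 genes and 0.53 (0.46 to 0.60) over 27 genes. All these medians lay above 10000 random lists matched on expression, and in both libraries no other named subset had a higher median for either list. *Cxcl10* itself is among the genes that lead one of the subclusters of this subset.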

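*H2-Aa* (chromosome 17, from 34282744 to 34287823) had 7399 CPM (7282 to 7518) in proinflammatory macrophage-like cells of the *Irg1*+/+ library and 7312 (7219 to 7406) in the library labelled *Irg1*-/-, a log2 fold over the other named subsets of 1.16 (1.13 to 1.19) and 0.83 (0.81 to 0.85). *H2-Ab1* had log2 folds of 1.14 and 0.82, *H2-Eb1* of 1.30 and 1.01, and *H2-DMb1*, at 279 and 281 CPM, of 0.76 (0.63 to 0.90) and 0.49 (0.37 to 0.61). These 4 genes were highest in this subset among the named ones in both libraries. *H2-DMb1* was higher in the unnamed subcluster with *Mgl2*, at 455 and 430 CPM, and the other 3 genes were higher in the unnamed subcluster with *Ear2* in the library labelled *Irg1*-/-. Over 12 genes of MHC class II presentation, the median fold was 0.66 (0.54 to 0.86) and 0.44 (0.31 to 0.62). The markers that gave this subset its name include *Cd74* and *H2-DMa*, of the same pathway. High class II genes in it are therefore partly built into the name and are no independent check of it.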

Proinflammatory macrophages exhibited high expression of major histocompatibility complex class II (MHC-II) (e.g., *H2-Aa*, *H2-Ab1*, *H2-DMb1*, and *H2-Eb1*) (fig. S7A), which are similar with the classical activated and M1-like macrophages (*21*). 

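*Vegfa* (chromosome 17, from 46016993 to 46032369) had 1060 CPM (1022 to 1098) in Vegfa+ macrophage-like cells of the *Irg1*+/+ library and 1141 (1087 to 1198) in the library labelled *Irg1*-/-, a log2 fold over the other named subsets of 2.09 (2.02 to 2.17) and 2.58 (2.48 to 2.68). *Mmp12* had 1144 and 843 CPM, with folds of 0.99 (0.93 to 1.05) and 2.50 (2.39 to 2.62), and was likewise highest here among the named subsets, although one of the Mrc1+ macrophage-like subclusters had 1264 CPM in the *Irg1*+/+ library and the unnamed subcluster with *Ear2* had 876 in the other. *Spp1* had 1329 CPM (1287 to 1372) and 805 (760 to 853), with folds of 0.76 (0.70 to 0.82) and 1.60 (1.50 to 1.71). Mrc1+ macrophage-like cells had slightly more of it, 1354 and 922 CPM, so that *Spp1* came at rank 2 of the 5 subsets in both libraries. The first of these values lay within the interval of the Vegfa+ macrophage-like value, and the ranks are of CPM without TMM scaling. TMM scaling raised every fold of this subset by 0.21 in the *Irg1*+/+ library and by 0.12 in the library labelled *Irg1*-/-.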

Vegfa^+^ macrophages exhibited high expression of *Spp1*, *Vegfa*, and *Mmp12*, and enriched in anti-inflammatory pathways, sharing the similarity with the previously termed SPP1^+^ macrophages, which have an enrichment of tumor angiogenesis and protumorigenic role (*20*). 

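Mrc1+ macrophage-like cells had 1318 CPM (1287 to 1349) of *Mrc1* (chromosome 2, from 14229392 to 14332057) in the *Irg1*+/+ library and 839 (799 to 881) in the library labelled *Irg1*-/-, the highest of the named subsets, with log2 folds of 1.88 (1.82 to 1.94) and 1.83 (1.74 to 1.93) over the others. In the library labelled *Irg1*-/- the unnamed subcluster with *Lyve1*, which made up 2.35% and 12.7% of the MΦ and monocyte-like cells, had more *Mrc1*, at 1173 CPM. *Gatm* had 254 and 282 CPM, with folds of 0.81 (0.70 to 0.92) and 0.93 (0.79 to 1.08). *Retnla* had 60.7 and 90.6 CPM, with folds of 0.39 (0.17 to 0.61) and 1.13 (0.86 to 1.39). In the *Irg1*+/+ library both were higher in proinflammatory macrophage-like cells, at 274 and 108 CPM, and in the library labelled *Irg1*-/- both were highest in Mrc1+ macrophage-like cells among the named subsets. The unnamed subcluster with *Ear2*, of 25 and 31 cells, had 2449 and 3701 CPM of *Retnla*. When all variable genes were used for clustering, the fold of *Retnla* in the *Irg1*+/+ library changed its sign, to −0.12. TMM scaling lowered every fold of this subset, by −0.17 and −0.19 on the log2 scale.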

Mrc1^+^ macrophages were found to show high expression of *Mrc1*, *Retnla*, and *Gatm* (fig. S7A), sharing the similarity with alternatively activated and M2-like macrophages (*21*, *22*). According to the pseudotime-organized sequence of “differentiation/activation” events, Vegfa^+^ macrophages, together with proinflammatory macrophages and Mrc1^+^ macrophages, were differentiated from Vcan^+^ monocytes and Itgal^+^ monocytes (fig. S7C). 

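Diffusion pseudotime (scanpy), rooted in Vcan+ monocyte-like cells, was computed over the MΦ and monocyte-like cells as ranks from 0 to 100%. The paper's text does not name the tool it used, and the root fixes the direction of the order. Median ranks over both libraries were 14.6% (95% order-statistic interval 13.6 to 15.5) for Vcan+ monocyte-like, 51.7% (44.1 to 58.8) for Itgal+ monocyte-like, 58.8% (56.1 to 61.3) for proinflammatory macrophage-like, 74.3% (71.4 to 76.5) for Vegfa+ macrophage-like and 83.7% (82.8 to 85.1) for Mrc1+ macrophage-like cells. The medians split by library had the same order of the subsets. As the pseudotime was computed over both libraries together, this is no independent repeat. The place of Itgal+ monocyte-like cells depended on the settings, with a median of 4.59% when the root was set in them and of 80.1% with 20 principal components, where they came after the proinflammatory macrophage-like and Vegfa+ macrophage-like cells.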

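Of the MΦ and monocyte-like cells, Vcan+ monocyte-like cells were 20.1% (18.5 to 21.8; 461 of 2295 cells) in the *Irg1*+/+ library and 32.0% (30.0 to 34.0; 676 of 2113) in the library labelled *Irg1*-/-, a difference of 11.9 percentage points (9.29 to 14.5). Most of this difference lay in the subcluster led by interferon-induced genes, with 7.45% (6.41 to 8.60) and 18.3% (16.7 to 20.0), while the other Vcan+ monocyte-like subcluster had 12.6% (11.3 to 14.1) and 13.7% (12.2 to 15.2). Proinflammatory macrophage-like cells were 10.3% (9.07 to 11.6) and 16.4% (14.8 to 18.0), a difference of 6.09 points (4.05 to 8.14). The share of Vegfa+ macrophage-like cells was 18.7% (17.2 to 20.4) and 10.7% (9.45 to 12.1), and that of Mrc1+ macrophage-like cells 17.6% (16.0 to 19.2) and 8.80% (7.63 to 10.1). Itgal+ monocyte-like cells had 6.14% and 6.29%, within counting error of each other. The difference for Vcan+ monocyte-like cells depended on how clusters were named. With the first version of the rule for names it was 1.26 points, that of Vegfa+ macrophage-like cells was −3.62 points, and that of Mrc1+ macrophage-like cells changed its sign, to 0.15 points. With all variable genes, as in the methods, it was 1.89 points for Vcan+ monocyte-like cells. Without every gene that differed at least 1.5-fold between the libraries it was 6.08 points, and those of proinflammatory macrophage-like and Vegfa+ macrophage-like cells were 5.92 and −8.60 points. Summed over all cells, *Acod1* was not lower in the library labelled *Irg1*-/-, so that within these counts the genotype behind each direction rests on the label. From the changed cell numbers the paper proposes a role of Irg1 in the polarization of TAMs.

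**Figure D2:**
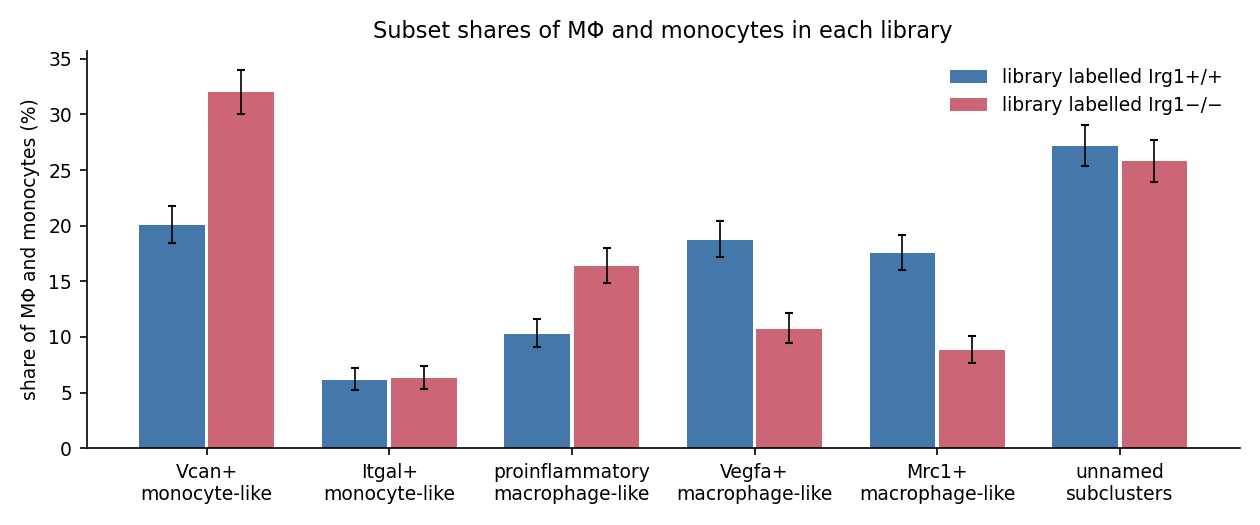
Share of MΦ and monocyte-like cells (in %) in each subset and in the unnamed subclusters, for the libraries labelled *Irg1*+/+ (blue, 2295 cells) and *Irg1*-/- (red, 2113 cells), with exact 95% binomial intervals that cover counting error only. Vcan+ monocyte-like cells are at 20.1% and 32.0%, Vegfa+ macrophage-like cells at 18.7% and 10.7%.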

We found that *Irg1* deficiency in mice led to the increase of Vcan^+^ monocytes and proinflammatory macrophages and a decrease of Vegfa^+^ macrophages in the TME of B16-F10 tumors (Fig. 2C), indicating that Irg1 may regulate TAM polarization during tumor development.

To validate the abovementioned observations, we carried out flow cytometric analysis and demonstrated that the populations of tumor-infiltrating monocytes (Ly6C^+^Cd11b^+^Cd45^+^) and M1-like TAMs (iNOS^+^F4/80^+^Cd11b^+^Cd45^+^) were significantly increased in the TME of B16-F10 tumors from *Irg1*^−/−^ mice compared with *Irg1*^+/+^ controls (Fig. 2E and fig. S8). No significant changes in the population of M2-like TAMs (Cd206^+^F4/80^+^Cd11b^+^Cd45^+^) and myeloid-derived suppressor cells (MDSCs) (Gr1^+^Cd11b^+^Cd45^+^) were observed in the TME of B16-F10 tumors from *Irg1*^−/−^ mice compared with *Irg1*^+/+^ controls (Fig. 2E). In addition, measurement of tumor-infiltrating lymphocytes revealed a significant increase in the population of T cells (Cd3^+^Cd45^+^), especially CD8^+^ T (Cd8^+^Cd3^+^Cd45^+^), in the TME of B16-F10 tumors from *Irg1*^−/−^ mice compared with *Irg1*^+/+^ controls (Fig. 2E). Immunofluorescent staining confirmed more iNOS^+^ or CD8^+^ cells in the TME of B16-F10 tumors growing in *Irg1*^−/−^ mice than *Irg1*^+/+^ controls (Fig. 2F). Together, these findings indicate that *Irg1* deficiency in mice is associated with reduced immunosuppressive TME and thus supports the immunosuppressive function of IRG1 during tumor development.

### *Irg1-*deficient macrophages acquire more proinflammatory features and promote antigen presentation and T cell chemotaxis

We recently reported that ITA is structurally similar to α-ketoglutaric acid (α-KG) and binds to and inhibits α-KG–dependent TET (ten-eleven translocation) DNA demethylases, thereby down-regulating NF-κB and STAT target genes to dampen the inflammatory responses (*9*). The expression of IRG1 in macrophages in both human and mouse tumors and the association of IRG1 with immunosuppressive TME led us to further characterize the effect of IRG1 on the transcriptomic landscape in TAMs. To this end, gene set enrichment analysis (GSEA) and single-sample GSEA were conducted to calculate gene signature–based scores. 

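The study's KEGG and GO sets are not in the files, so lists of genes for each process were written from general knowledge and compared by the median log2 ratio of CPM, *Irg1*-/- over *Irg1*+/+ by label, in MΦ and monocyte-like cells. The median over all genes counted was −0.058. For antigen presentation via MHC class I it was 0.29 (0.26 to 0.31), with 19 of 22 genes higher in the library labelled *Irg1*-/-, above all 10000 random lists matched on expression. The list of antigen presentation via MHC class II had 0.16 (0.12 to 0.20; 11 of 15 genes, percentile 99.2), chemokine signaling 0.046 (−0.0017 to 0.072; 32 of 60 genes, percentile 97.7) and positive regulation of T cell migration 0.10 (0.060 to 0.13; 19 of 26 genes, percentile 99.1). For cytokine production the median was −0.15 (−0.21 to −0.092), with 10 of 28 genes higher in the library labelled *Irg1*-/-, at percentile 2.02. With the mean of the named subsets at equal weight, the medians of the 5 lists were 0.18 for MHC class I, 0.028 for MHC class II, −0.015 for chemokine signaling, 0.0013 for T cell migration and 0.015 for cytokine production. Those of chemokine signaling and cytokine production thus changed their sign. After each cell was thinned to 2000 UMIs they were 0.24, 0.028, 0.0078, 0.056 and −0.17 in this order. In T, NK and B cell-like cells, without thinning, they were 0.054, 0.18, 0.012, 0.13 and −0.015, so that the lists of MHC class II and T cell migration rose there about as much as in MΦ and monocyte-like cells. Percentiles describe these 2 libraries and are not tests. Lists of interferon genes had medians of 0.49 (0.48 to 0.53) for type I, with 45 of 46 genes higher, and of 0.54 (0.52 to 0.61) for type II, with 29 of 29.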

We found that intratumoral monocytes/macrophages in melanoma from *Irg1*^−/−^ mice exhibited higher gene signature scores of cytokine production, antigen processing and presentation, chemokine signaling pathway, and positive regulation of T cell migration as compared with those cells from *Irg1*^+/+^ controls (Fig. 3A and fig. S9A). Among the population of MФ and monocytes, Vcan^+^ monocytes exhibited up-regulation of IFN-stimulated genes (e.g., *Irf7*, *Isg15*, *Ifi44*, and *Ifi27l2a*) in the TME of B16-F10 tumors from *Irg1*^−/−^ mice compared with *Irg1*^+/+^ controls, and genes associated with antigen presentation and T cell migration (e.g., *Aif1*, *Timd4*, and *Tap1*) were also up-regulated in proinflammatory macrophages from tumor-bearing *Irg1*^−/−^ mice (Fig. 3B). 

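In Vcan+ monocyte-like cells the 4 interferon-stimulated genes were higher in the library labelled *Irg1*-/-. *Irf7* (chromosome 7, from 141262706 to 141266481) had 238 CPM (220 to 256) in the *Irg1*+/+ library and 455 (434 to 476) in the other, a log2 ratio of 0.94 (0.81 to 1.07). For *Isg15* the ratio was 0.88 (0.78 to 0.99), for *Ifi27l2a* 0.71 (0.63 to 0.78) and for *Ifi44* 1.96 (1.59 to 2.36), from 67 and 369 UMIs. Over the list of type I interferon genes the median in this subset was 0.58 (0.54 to 0.64), with 46 of 46 genes higher, and 0.44 after each cell was thinned to 2000 UMIs. With the first version of the rule for names, under which 93 of the 1137 Vcan+ monocyte-like cells of both libraries kept this name, it was 0.094, and *Irf7*, *Isg15*, *Ifi44* and *Ifi27l2a* had ratios of 0.34, 0.065, 0.84 and 0.67. For type II interferon genes it was 0.31 (0.28 to 0.38), and for MHC class II genes 0.25 (0.15 to 0.36), which changed to −0.088 with all variable genes. Of the other genes labelled in Fig. 3B, *Ly6c2* and *Iigp1* had ratios of 0.81 and 0.88, *Tgm2* −0.12 (−0.20 to −0.039) and *Flt1* −0.15 (−0.34 to 0.042), and *Gpnmb* −2.01 (−2.28 to −1.75), which became 0.46 with all variable genes. In proinflammatory macrophage-like cells *Aif1* (chromosome 17, from 35170991 to 35176068) had 943 (902 to 986) and 1136 (1100 to 1174) CPM, a log2 ratio of 0.27 (0.19 to 0.35), and *Tap1* 237 (216 to 259) and 350 (330 to 371) CPM, a ratio of 0.56 (0.41 to 0.72). *Timd4* had 2 and 72 UMIs, a ratio of 4.19 (2.60 to 7.58). It was also higher in T, NK and B cell-like cells of the library labelled *Irg1*-/-, at 1.56 and 10.7 CPM. *Rnf213* and *Rnf19b* had ratios of 0.24 and 0.56, and *Spp1* and *Sgk1* −0.59 and −0.66. The median over MHC class I genes in these cells was 0.23 (0.17 to 0.29; 18 of 22 genes higher) and over MHC class II genes −0.070 (−0.098 to 0.022; 5 of 14), and that of T cell migration genes 0.018 (−0.032 to 0.086). The legend of Fig. 3B names Vegfa+ macrophages for these genes. In Vegfa+ macrophage-like cells *Aif1* had 0.45 (0.29 to 0.61), *Timd4* 0.051 (−0.91 to 0.92) and *Tap1* 0.18 (−0.0027 to 0.37). *Acod1* UMIs were present in both libraries, and the directions follow their labels.

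**Figure D3:**
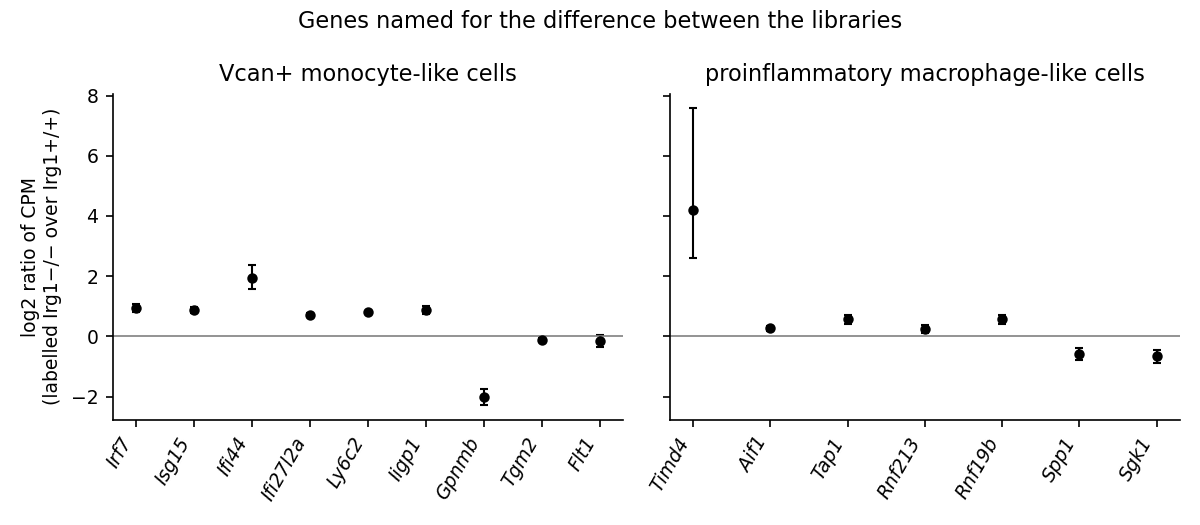
Log2 ratio of CPM, the library labelled *Irg1*-/- over that labelled *Irg1*+/+, for the genes named in the text or in Fig. 3B, in Vcan+ monocyte-like cells (left) and proinflammatory macrophage-like cells (right), with points for the ratio of summed UMIs and bars for exact 95% intervals of counting error. The line marks equal CPM. *Gpnmb* lies at −2.01 and *Timd4* at 4.19, the latter from 2 and 72 UMIs.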

In accord, flow cytometry analysis illustrated that TAMs from tumor-bearing *Irg1*^−/−^ mice manifested enhanced immunogenic antigen presentation, as evidenced by higher expression of cell surface markers, such as MHC-I, MHC-II, or Cd40 (Fig. 3C).

**Fig. 3.**
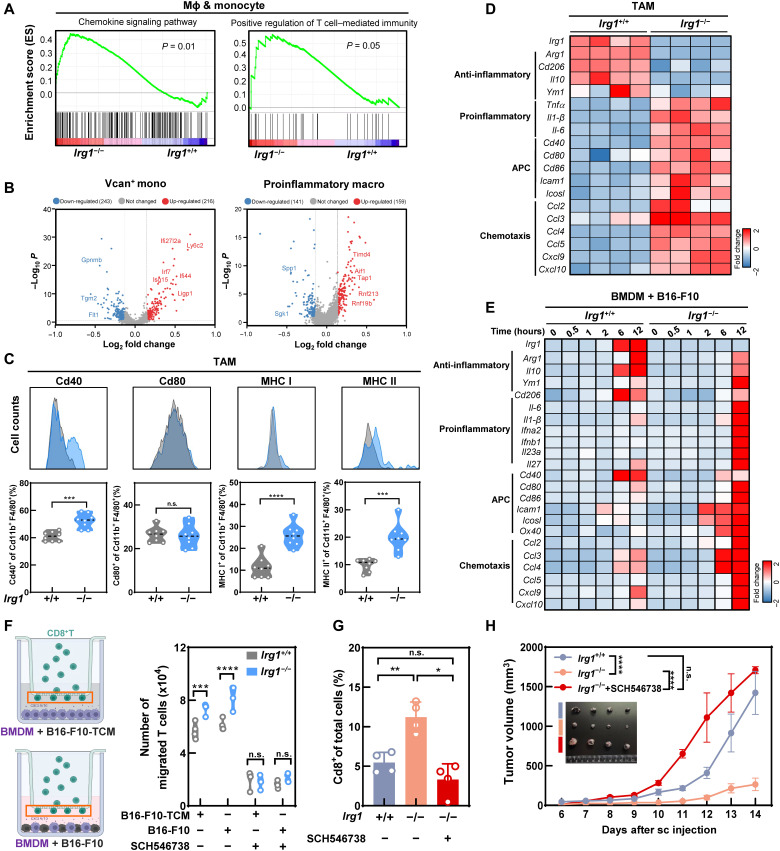
*Irg1*-deficient macrophages acquire more proinflammatory features and promote antigen presentation and T cell chemotaxis. (**A**) Enrichment score of indicated pathways in monocytes/macrophages from *Irg1*^+/+^ or *Irg1*^−/−^ mice, according to scRNA-seq data in Fig. 2A. (**B**) Volcano plots of log_2_ fold change and log_10_ adjusted *P* value of differentially expressed genes in Vcan^+^ monocytes or Vegfa^+^ macrophages from *Irg1*^+/+^ and *Irg1*^−/−^ mice. (**C**) Antigen presentation machinery in TAMs from the TME of B16-F10 tumors in *Irg1*^+/+^ and *Irg1*^−/−^ mice (*n* = 8 per group), as determined by flow cytometry with indicated antibodies. The *P* values were calculated by an unpaired, two-tailed Student’s *t* test. (**D**) Gene expression heatmap in TAMs of B16-F10 tumors from *Irg1*^+/+^ and *Irg1*^−/−^ mice (*n* = 4 per group). (**E**) Gene expression heatmap in BMDMs cocultured with B16-F10 for indicated time points. (**F**) BMDMs were cocultured with B16-F10 or stimulated with B16-F10-TCM in the lower chambers of a 5-μm Transwell plate. CD8^+^ T cells that migrated into the lower chambers were collected and counted. Data shown are from four independent experiments. The *P* values were calculated by two-way ANOVA. (**G** and **H**) *Irg1*^+/+^ and *Irg1*^−/−^ mice were subcutaneously injected with B16-F10 cells and treated with PBS or SCH546738 (*n* = 4 per group). The percentages of CD8^+^ T cells (Cd3^+^Cd8^+^) were determined by flow cytometry (G), and B16-F10 tumor growth (H) was determined by the measurement of tumor volume (cubic millimeter). The *P* values were calculated by one-way ANOVA (G) and two-way ANOVA (H). *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

In agreement with the aforementioned observation (Fig. 2E), transcriptional analysis by quantitative reverse transcription polymerase chain reaction (qRT-PCR) showed that TAMs from tumors grown in *Irg1*^−/−^ mice exhibited more of proinflammatory phenotypes, with increased *Tnf*α, *Il-6*, and *Il-1*β but decreased *Arg1*, *Cd206*, and *Il-10* expression (Fig. 3D). The mRNA expression of proinflammatory cytokines (e.g., *Tnf*α and *Il-6*) was also up-regulated in *Irg1*^−/−^ BMDMs compared to *Irg1*^+/+^ controls after B16-F10-TCM treatment (fig. S9B). In accord, Tnfα or Il-6 protein secretion was increased in *Irg1*^−/−^ BMDMs compared to *Irg1*^+/+^ controls after B16-F10-TCM treatment (fig. S9C). Flow cytometry analysis revealed that *Irg1*^−/−^ BMDMs exhibited higher levels of iNOS than *Irg1*^+/+^ cells after either coculture with B16-F10 tumor cells or treatment with B16-F10-TCM (fig. S9, D and E). The M2-like macrophage marker Cd206, however, did not differ significantly between *Irg1*^+/+^ and *Irg1*^−/−^ BMDMs after either coculture with B16-F10 tumor cells or treatment with B16-F10-TCM (fig. S9, D and E). On the other hand, genes enriched in Vegfa^+^ macrophages as identified by scRNA-seq (fig. S7A), were commonly down-regulated in *Irg1*^−/−^ BMDMs compared to *Irg1*^+/+^ controls after B16-F10-TCM treatment (fig. S9F). These results thus suggest that *Irg1*-deficient macrophages exhibit altered characteristics, including more proinflammatory features but reduced proangiogenic potential, which are associated with tumor suppressive functions.

Of note, *Irg1* mRNA expression in wild-type BMDMs was induced at 6 hours after coculture with B16-F10 tumor cells, and higher mRNA expression of proinflammatory genes and those involved in antigen presentation and chemotaxis was observed in *Irg1*^−/−^ BMDMs at 12 hours after B16-F10 coculture (Fig. 3E). These results thus indicate an association between IRG1 induction and IRG1/ITA-mediated suppression of genes linked to proinflammatory response and antigen presentation, reaffirming the anti-inflammatory role of IRG1.

Chemokines play a paramount role in regulating the infiltration of different immune cells into tumors (*23*), and, as such, these molecules affect tumor immunity and influence therapeutic outcomes in patients. The enriched chemokine signaling pathways in intratumoral monocytes/macrophages in *Irg1*^−/−^ mice attracted our attention (Fig. 3A). *Irg1* deficiency led to up-regulation of T cell chemotaxis genes (e.g., *Cxcl9* and *Cxcl10*) in isolated TAMs or TCM-treated BMDMs (Fig. 3, D and E). To determine whether Irg1 affects the ability of macrophages to facilitate T cell chemotaxis, we developed a transwell system in which BMDMs were cocultured with B16-F10 tumor cells or treated with B16-F10-TCM (Fig. 3F). In this coculture system, *Irg1*^−/−^ BMDMs promoted the migration of CD8^+^ T cells, which were isolated from the spleen of wild-type mice, more efficiently than *Irg1*^+/+^ macrophages. This effect was, however, abrogated by the CXCR3-specific antagonist SCH546738, which blocks the CXCL9, CXCL10, CXCL11/CXCR3 axis and thus T cell migration (*24*). Administration with SCH546738 reversed the effect of *Irg1* deficiency on facilitating T cell chemotaxis and diminished the tumoricidal effect in vivo (Fig. 3, G and H), suggesting the potential role of IRG1 in limiting T cell trafficking into the tumor.

### *Irg1*-deficient macrophages promote T cell trafficking in a Tet2-dependent manner

We previously showed that CXCL9, CXCL10, and CXCL11, three chemokines that attract T cells through binding to their receptor CXCR3 on T cells, are direct targets of TET2 (*25*). When Tet-catalyzed 5-hydroxymethylcytosine (5hmC) production was examined in engrafted tumor tissues, we found that 5hmC staining intensity was increased in tumors from *Irg1*^−/−^ than *Irg1*^+/+^ mice (Fig. 4A). Furthermore, 5hmC mapping showed that its enrichment at the promoter regions of chemokine genes (e.g., *Cxcl9*, *Cxcl10*, *Ccl2*, *Ccl3*, *Ccl4*, and *Ccl5*) was increased in TAMs from *Irg1*^−/−^ tumor-bearing mice than *Irg1*^+/+^ controls (Fig. 4B and fig. S10A). Increased 5hmC at these gene promoters was also observed in *Irg1*^−/−^ BMDMs treated with B16-F10-TCM (Fig. 4C and fig. S10B). We isolated BMDMs from catalytically inactive *Tet2*^HxD^ knock-in (KI) mutant (*9*) or wild-type mice and and then treated these macrophages with B16-F10-TCM either alone or together with ITA. The *Tet2*^HxD^ KI mutant contains H1295Y and D1297A double substitution mutations in mouse Tet2, which are equivalent to H1382 and H1384 in human TET2, respectively (*26*), and disrupt the binding with the essential cofactor Fe^2+^. We found that ITA suppressed the effect of B16-F10-TCM on up-regulating *Cxcl9/10* mRNA expression in wild-type BMDMs, but not in catalytically inactive Tet2^HxD^ macrophages (Fig. 4D). Consistently, 5hmC enrichment at the promoter of *Cxcl9/10* and selected chemokine genes was inhibited by ITA treatment in wild-type, but not in Tet2^HxD^ macrophages (Fig. 4E and fig. S10C). As a result, ITA prevented the effect of wild-type, but not Tet2^HxD^ BMDMs on promoting CD8^+^ T cell migration in the coculture transwell system (Fig. 4F).

**Fig. 4.**
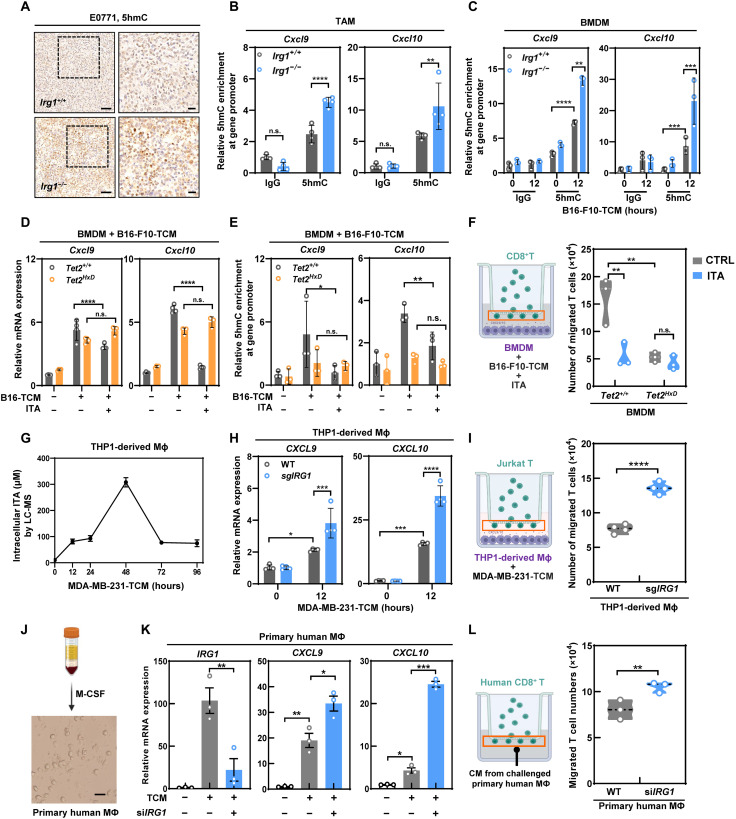
*Irg1*-deficient macrophages promote T cell trafficking in a Tet2-dependent manner. (**A**) Representative images of 5hmC staining in serial sections of E0771 breast tumors as described in Fig. 1B. Scale bars of low and high magnification represent 50 and 20 μm, respectively. (**B** and **C**) 5hmC enrichment at the promoter regions of indicated genes was determined by hMeDIP-qPCR using TAMs isolated from B16-F10 melanoma (B) or BMDMs treated with or without B16-F10-TCM (C). (**D** to **F**) Gene expression (D) and 5hmC enrichment (E) of indicated genes in BMDMs from *Tet2*^+/+^ and *Tet2*^HxD^ mice. CD8^+^ T cells that migrated into the lower chambers were counted (F) (**G** to **I**) THP1 cells were differentiated to macrophages and then were stimulated with MDA-MB-231-TCM for indicated time. Intracellular ITA was detected by liquid chromatography–mass spectrometry (LC-MS) (G). Gene expression was determined by qRT-PCR (H). Jurkat T cells migration were counted (I). (**J** to **L**) Human PBMCs were differentiated into macrophages. Scale bar, 50 μm (J). *IRG1* was depleted by siRNA and the mRNA expression of indicated genes was examined by qRT-PCR after MDA-MB-231-TCM stimulation for 12 hours (K). CM from those macrophages was placed in the lower chambers. Primary CD8^+^ T cells were isolated and then placed in the upper chambers and their migration into the lower chambers were counted (L). Data shown are replicates from three donors. The *P* values were calculated by two-way ANOVA (B), (C), (D), (E), (F), and (H); one-way ANOVA (K); and unpaired, two-tailed Student’s *t* test (J). *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

In agreement with our findings in murine macrophages, human IRG1 protein expression was induced in THP1-derived macrophages upon stimulation with TCM from breast cancer cell line MDA-MB-231, with intracellular ITA reaching as high as 300 μM (Fig. 4G and fig. S10D). In these MDA-MB-231-TCM stimulated human macrophages, deletion of *IRG1* (fig. S10E) led to up-regulation of *CXCL9/10* and other chemotaxis genes (Fig. 4H and fig. S10F), thereby promoting the migration of Jurkat T cells in the transwell system (Fig. 4I). Furthermore, we also isolated human peripheral blood mononuclear cells (PBMCs) and differentiated them into macrophages ex vivo (Fig. 4J). As expected, *IRG1* mRNA expression was remarkably induced by MDA-MB-231-TCM in primary human macrophages (Fig. 4K). *IRG1* depletion by small interfering RNA (siRNA) significantly up-regulated *CXCL9/10* expression in primary human macrophages upon stimulation with MDA-MB-231-TCM (Fig. 4K). In accord, the conditioned medium (CM) from *IRG1-*deficient human macrophages facilitated the migration of CD8^+^ T cells in the transwell system (Fig. 4L). Together, these results in mouse and human cells suggest that IRG1/ITA affect the role of TAMs in influencing T cell trafficking through regulating TET2-CXCL9/10/11-CXCR3 axis.

### Deletion of *Irg1* in mice enhances the efficacy of anti–PD-(L)1 immunotherapy

Supporting the notion that targeting *IRG1* may skew TAMs into an antitumor mode that enhances T cell–mediated tumor killing, the percentage of tumor-infiltrating CD8^+^ T cells was increased in *Irg1*^−/−^ mice. However, their cellular production of IFN-γ or tumor necrosis factor–α (TNF-α) did not differ in the TME of B16-F10 tumors between *Irg1*^−/−^ and *Irg1*^+/+^ mice (fig. S11), indicating that Irg1 may not directly affect the tumor killing function of T cells. Next, we investigated the functional consequences of *Irg1* loss on cancer responses to T cell–based immunotherapy. To this end, B16-F10 melanoma cells were inoculated subcutaneously into *Irg1*^+/+^ and *Irg1*^−/−^ mice that were then subjected to PD-L1 blockade. We found that the growth of B16-F10 tumor in *Irg1*^−/−^ mice (without PD-L1 blockade) was reduced to the extent achieved by the anti–PD-L1 in *Irg1*^+/+^ mice, extending the life span from 14 days in untreated *Irg1*^+/+^ mice to 18 days in *Irg1*^−/−^ mice or *Irg1*^+/+^ mice treated with PD-L1 antibody (Fig. 5, A and B). Notably, the combination of anti–PD-L1 treatment and *Irg1* deficiency achieved the most significant antitumor effect and longest survival, with the mean life span extended to 27 days (Fig. 5, A and B). In another syngeneic tumor model, the E0771 tumor growth in *Irg1*^−/−^ mice (without PD-1 blockade) was comparable to that in anti–PD-1–treated *Irg1*^+/+^ mice (Fig. 5, C and D). The combination of anti–PD-1 and *Irg1* deficiency showed the most effective tumor inhibition and prolonged survival, with the mean life span being extended from 22 and 23 days in *Irg1*^−/−^ mice (without PD-1 blockade) or anti–PD-1–treated *Irg1*^+/+^ mice, respectively, to 31 days (Fig. 5, C and D).

**Fig. 5.**
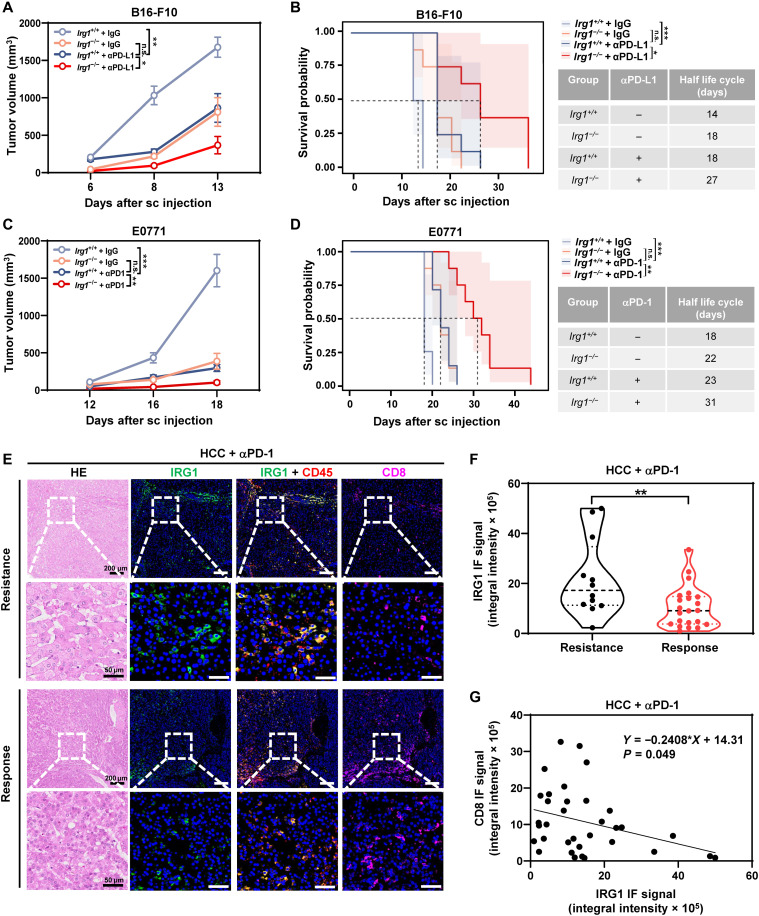
Loss of *Irg1* enhances the efficacy of anti–PD-(L)1 immunotherapy. (**A** and **C**) Tumor growth of B16-F10 or E0771 was measured in *Irg1*^+/+^ and *Irg1*^−/−^ mice treated with αPD-(L)1 antibody or IgG control (*n* = 8 mice per group). Data shown are means ± SEM, and the *P* values were calculated using two-way ANOVA. (**B** and **D**) Overall survival of mice as described in (A) and (C). The *P* values were calculated using log-rank (Mantel-Cox) test. (**E**) Human tumor samples were collected from patients with hepatocellular carcinoma (HCC) after receiving αPD-1 immunotherapy (*n* = 34). The immunostaining of IRG1, CD45, and CD8 was performed, and the signal intensity was quantified and analyzed. Representative images of indicated staining in serial sections of tumors are shown. Scale bars of low and high magnification represent 200 and 50 μm, respectively. HE, hematoxylin and eosin. (**F**) IRG1 signal in indicated groups was quantified, and the *P* values were calculated using unpaired, two-tailed Student’s *t* test. (**G**) Pearson correlation analysis of the relationship between CD8 signal intensity and IRG1 intensity in cancer tissues from patients with HCC. *P < 0.05, **P < 0.01, and ***P < 0.001. IF, immunofluorescence.

To gain more insight into human relevance, we examined and found that IRG1 expression was readily detected in patients with hepatocellular carcinoma (HCC) after immunotherapy (Fig. 5E). In a study cohort consisting of 34 patients with HCC (table S2), we found that IRG1 staining signal was higher in αPD-1–resistant HCC patients (*n* = 12) than responsive patients (*n* = 22) (Fig. 5, E and F). In agreement with our data in mouse tumor models, IRG1 expression exhibited a negative correlation with tumor-infiltrating CD8^+^ T cells in clinical samples of patients with HCC after immunotherapy (Fig. 5, E and G), further suggesting that targeting IRG1/ACOD1 represents a promising strategy for enhancing the efficacy of cancer immunotherapy.

### *Irg1* deficiency in macrophages, but not neutrophils, contributes to the enhanced antitumor immunity

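Neutrophil-like cells were 1.16% (0.912 to 1.46; 73 of 6284 cells) of the *Irg1*+/+ library and 3.54% (3.08 to 4.05; 205 of 5794) of the library labelled *Irg1*-/-. Of these cells, 71.2% and 77.6% had a UMI of *Acod1*, at medians of 1670 and 1846 UMIs per cell. Only 22 and 79 of the cells reached 2000 UMIs, and after thinning to this number 81.8% (59.7 to 94.8) and 78.5% (67.8 to 86.9) had one, against 4.20% and 4.57% of T, NK and B cell-like cells. Cells of this class held 20.3% of the *Acod1* UMIs in the library labelled *Irg1*-/-. The eosinophil-like cells, kept apart here, had a UMI of *Acod1* in 34.8% and 31.3% of cells at medians of 703 and 912 UMIs, and too few of them reached 2000 UMIs for a thinned share.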

Beside TAM, our scRNA-seq results revealed that *Irg1* was also expressed in tumor-associated neutrophils (TANs) in the TME of B16-F10 tumors (fig. S6D). To decipher which *Irg1*-expressing cell population, macrophages or neutrophils, is primarily responsible for the observed tumor phenotype, we applied the antibody against CSF1R and Ly6G to deplete TAMs and TANs, respectively, in tumor-bearing mice as previously described (*27*). The injection of αCSF1R antibody led to a depletion of TAMs by ~70% in Irg1^f/f^Lyz2-cre^+^ mice (fig. S12A) and abrogated the antitumor effect of *Irg1-*KO myeloid cells (Fig. 6, A and B). The injection of αLy6G antibody led to a depletion of TANs by ~80% in Irg1^f/f^Lyz2-cre^+^ mice (fig. S12B) but had little effect on tumor phenotype (Figs. 6, C and D). Furthermore, we conducted adoptive transfer experiments by intratumoral injection of macrophages or neutrophils into B16-F10 tumor-bearing mice (fig. S12C) as previously described (*28*, *29*). The tumor-killing effect was observed in mice receiving *Irg1*^−/−^ BMDMs, but not in those animals receiving *Irg1*^−/−^ neutrophils (Fig. 6, D and E). Collectively, these results indicate that targeting *Irg1* in macrophages, but not in neutrophils, inhibits tumor growth.

**Fig. 6.**
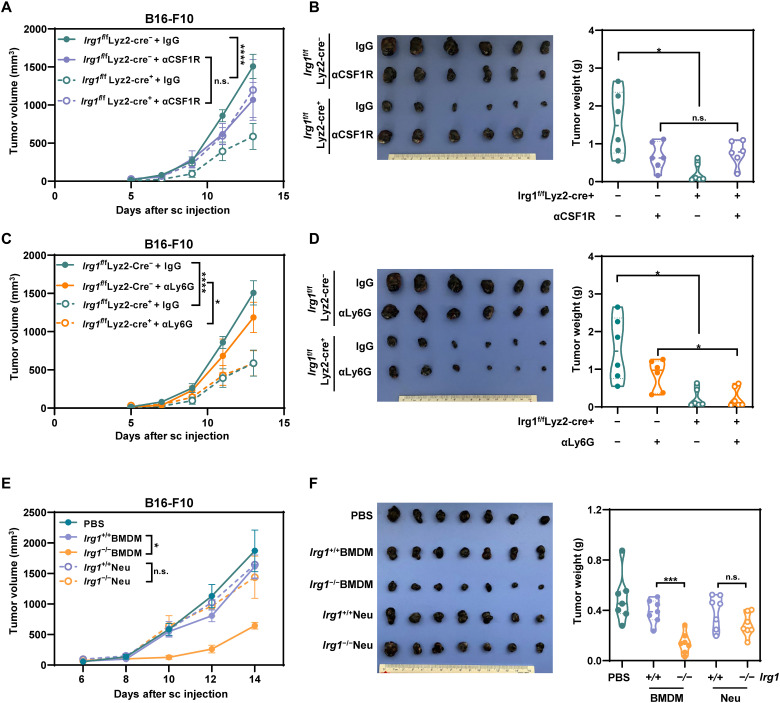
*Irg1* deficiency in macrophages contributes to the tumor phenotype. (**A**) B16-F10 tumor growth in myeloid-specific *Irg1*-KO mice and WT controls with or without αCSF1R antibody treatment was measured (*n* = 6 per group). Data shown are means ± SEM, and the *P* values were calculated using two-way ANOVA. (**B**) Tumors described in (A) were harvested at day 14 after B16-F10 inoculation, and weight was measured. Data are shown by violin plot, and the *P* values were calculated using one-way ANOVA. (**C**) B16-F10 tumor growth in myeloid-specific *Irg1*-KO mice and WT controls with or without αLy6G antibody treatment was measured (*n* = 6 per group). Data shown are means ± SEM, and the *P* values were calculated using two-way ANOVA. (**D**) Tumors described in (C) were harvested at day 14 after B16-F10 inoculation, and weight was measured. Data are shown by violin plot, and the *P* values were calculated using one-way ANOVA. (**E**) Mice were injected intratumorally with *Irg1*^+/+^ or *Irg1*^−/−^ BMDMs or neutrophils. B16-F10 tumor volume was measured at indicated time points (*n* = 7 per group). Data shown are means ± SEM. The *P* values were calculated using two-way ANOVA. (**F**) Tumors described in (E) were harvested at day 14 after B16-F10 inoculation, and weight was measured. Data are shown by violin plot, and the *P* values were calculated using one-way ANOVA. *P < 0.05; ***P < 0.001; ****P < 0.0001; n.s., not significant.

To further enhance the tumor-killing effect of *Irg1*^−/−^ BMDMs, we combined the macrophage adoptive transfer assay together with anti–PD-L1 treatment in wild-type mice bearing B16-F10 melanoma. Notably, the tumor-killing effect of *Irg1*^−/−^ BMDM adoptive transfer was almost identical to anti–PD-L1 treatment in control mice receiving *Irg1*^+/+^ BMDMs. The adoptive transfer of *Irg1*^−/−^ BMDMs in combination with PD-L1 blockade exhibited the most effective tumor inhibition and prolonged survival in wild-type recipients (Fig. 7, A and B).

**Fig. 7.**
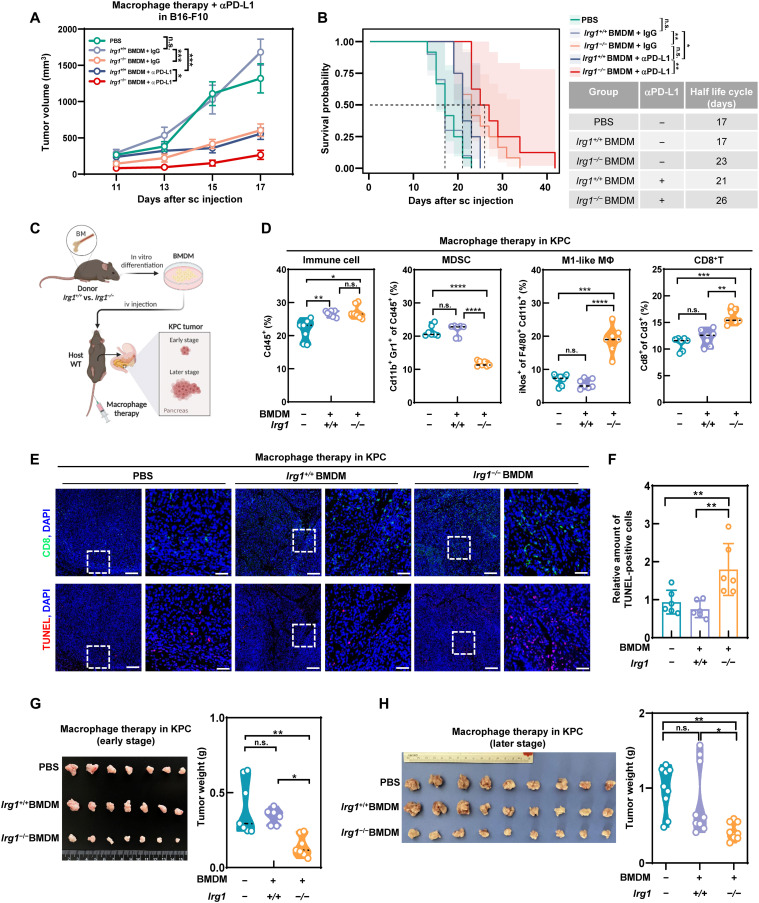
The adoptive transfer of Irg1-deficient macrophages inhibits tumor growth. (**A**) Mice were injected intratumorally with *Irg1*^+/+^ or *Irg1*^−/−^ BMDMs and intraperitoneally with αPD-L1 antibody at the same time. B16-F10 tumor volume was measured at indicated time points (*n* = 8 to 12 per group). Data shown are means ± SEM. The *P* values were calculated using two-way ANOVA. (**B**) Overall survival of mice as described in (A). The *P* values were calculated using log-rank (Mantel-Cox) test. (**C**) Experimental schematics of macrophage adoptive transfer into wild-type (WT) mice bearing KPC tumors. The recipients were intravenously injected with PBS and *Irg1*^+/+^ or *Irg1*^−/−^ BMDMs at different stages of tumor development. (**D**) The percentages of immune cells (Cd45^+^), MDSC (Cd45^+^Cd11b^+^Gr1^+^), M1-like macrophages (Cd11b^+^F4/80^+^ iNos^+^), and CD8^+^ T cells (Cd3^+^Cd8^+^) in KPC tumors at a relatively early stage, as described in (C). The *P* values were calculated by one-way ANOVA. (**E** and **F**) Representative images of IF staining of CD8^+^ and TUNEL^+^ cells in KPC tumors at a relatively early stage, as described in (C). Scale bars of low and high magnification represent 200 and 50 μm, respectively. The quantification of average cell number with SD from six random HPFs is shown. DAPI, 4′,6-diamidino-2-phenylindole. (**G** and **H**) KPC tumors were harvested and weighted after the macrophage adoptive transfer experiment at both early and later stages of tumor development, as described in (C) (*n* = 7 to 9 per group). The *P* values were calculated by one-way ANOVA. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

Last, we examined the effect of Irg1 deficiency in macrophages on the growth of pancreatic tumors, which are known to be resistant to T cell–based immunotherapy. Anti–PD-1 treatment failed to suppress KPC tumor growth in *Irg1*^+/+^ mice (fig. S13A). In agreement with our earlier finding (Fig. 1C), KPC tumor growth was remarkably retarded in *Irg1*^−/−^ mice compared with *Irg1*^+/+^ mice. PD-1 blockade exhibited a tendency to further decrease KPC tumor growth in *Irg1*^−/−^ mice but failed to reach statistical significance, even with more proinflammatory TAMs and increased infiltration of CD8^+^ T cells (fig. S13, A and B). Then, the macrophage adoptive transfer was conducted by intravenous injection of *Irg1*^−/−^ or *Irg1*^+/+^ BMDMs into mice bearing KPC tumors at different stages (Fig. 7C). To compare the recruitment of macrophages into engrafted KPC tumors, *Irg1*^−/−^ or *Irg1*^+/+^ BMDMs were labeled with fluorescein isothiocyanate (FITC)–conjugated beads, as previously reported (*30*). These FITC-labeled macrophages were then intravenously injected into mice implanted with KPC tumor cells (1 × 10^7^ per mouse) (fig. S14A). We found that the transferred macrophages comprised ~40% of total intratumoral macrophages in the TME of KPC tumors receiving either *Irg1*^−/−^ or *Irg1*^+/+^ macrophages (fig. S14B), suggesting that Irg1 does not affect the macrophage trafficking to and infiltration into KPC tumor sites.

Flow cytometry analysis revealed that the populations of M1-like TAMs (iNOS^+^F4/80^+^Cd11b^+^) and CD8^+^ T cells (Cd8^+^Cd3^+^) were significantly increased in KPC tumors receiving *Irg1*^−/−^ macrophages compared to *Irg1*^+/+^ controls (Fig. 7D). Immunofluorescent staining in KPC tumors in mice infused with *Irg1*^−/−^ macrophages confirmed more iNOS^+^ or CD8^+^ cells (Fig. 7E and fig. S14C) and terminal deoxynucleotidyl transferase–mediated deoxyuridine triphosphate nick end labeling (TUNEL)–positive apoptotic cells (Fig. 7, E and F). Moreover, the population of MDSCs (Gr1^+^Cd11b^+^Cd45^+^), which are known to be significantly expanded and contribute to ineffective therapies in pancreatic cancer (*31*), was decreased in KPC tumors receiving *Irg1*^−/−^ macrophages (Fig. 7D). In addition, we also checked the tumor vasculature and found a decrease in CD31 or VCAM1 staining in KPC tumors receiving *Irg1*^−/−^ macrophages compared to *Irg1*^+/+^ controls (fig. S15, A and B), suggesting that targeting *Irg1* in macrophages may suppress angiogenesis that is consistent with the scRNA analysis (Fig 2C and fig. S7) and decrease pancreatic tumor malignancy. In accord, the number of Ki67^+^ proliferating cells was decreased in KPC tumors receiving *Irg1*^−/−^ macrophages compared to *Irg1*^+/+^ controls (fig. S15C). As a result, the infusion of *Irg1*^−/−^ macrophages suppressed the growth of KPC tumors at both early (10 days after inoculation) and later stages (21 days after inoculation), resulting in a 58.8 and 50.0% decrease in tumor weight, respectively, as compared to those receiving *Irg1*^+/+^ macrophages (Fig. 7, G and H). Together, these data suggest that *Irg1*-deficient macrophages represent a potent cell therapy strategy for cancer treatment even in pancreatic tumors that are resistant to T cell–based immunotherapy.

## DISCUSSION

The present study reveals a mechanism by which tumor cells escape the immunosurveillance through inducing IRG1 expression in TAMs to create an immunosuppressive environment. This is evidenced by the expression of IRG1 in TAMs of human and mouse tumors, by cell (co)culture studies demonstrating that tumor cells or tumor-secreted factors induce IRG1 expression through NF-κB activation, by genetic studies in mice showing that deletion of *Irg1* in TAMs reduces tumor growth and enhances the efficacy of PD-1/PD-L1 blockade, and by human data showing a negative correlation of IRG1 expression with tumor-infiltrating CD8^+^ T cells and HCC patient response to immunotherapy. We believe that the IRG1-mediated escape of immunosurveillance is a broad mechanism, as deletion of *Irg1* suppresses tumor growth in multiple syngeneic mouse models, including melanoma, colon, breast, and pancreatic cancers.

We provide ex vivo and in vivo evidence that IRG1 can change TAM functionality toward proangiogenic features and limit proinflammatory features (fig. S16). This is demonstrated by reduced expression of proangiogenic genes in *Irg1*-deficient macrophages stimulated with tumor CM, as well as decreased angiogenesis in syngeneic pancreatic tumors after receiving *Irg1-*deficient macrophage therapy. On the other hand, increased expression of proinflammatory genes in TAMs from tumor grown in *Irg1*-deficient mice, such as genes involved in immunogenic antigen presentation and T cell chemotaxis, further supports the notion that IRG1 induction favors tumor cells to escape the antitumor immunity via skewing TAM polarization. At the molecular level, ITA achieves its anti-inflammatory function and suppresses proinflammatory features in macrophages, in part, through inhibition of Tet2-catalyzed DNA demethylation (*9*). Besides Tet inhibition, ITA is known to cause SDH inhibition that results in succinate accumulation and mitochondrial respiration (*32*, *33*), protein alkylation at cysteine residues that induces the electrophilic stress response mediated by NRF2 (nuclear factor erythroid 2-related factor 2) and IκBζ [inhibitor of NF-κB (nuclear factor κB) ζ] (*8*, *34*), impairment of aerobic glycolysis (*35*), and increased lysosomal biogenesis (*36*). The contribution of each of these mechanisms to the role of IRG1 in mediating tumor escape of immunosurveillance needs further clarification.

Zhao *et al.* (*37*) recently reported that intracellular ITA was higher in polymorphonuclear myeloid-derived suppressor cells (PMN-MDSCs) than that in naïve bone marrow cells, and they proposed non–cell-autonomous mechanism in which ITA produced by myeloid cells is secreted out, up-taken by T cells, and then attenuates CD8^+^ T cell proliferation and function Differently, the data presented here support a cell-autonomous mechanism in which ITA produced by myeloid cells regulates gene expression within TAMs, in part, via inhibiting Tet2, thereby changing TAM inflammatory features and their role in recruiting CD8^+^ T cells into tumor sites. In our mouse tumor models, we cannot detect the intracellular accumulation of ITA in tumor-infiltrating lymphocytes (CD45^+^CD11b^−^) (fig. S4B). Moreover, we provide in vivo evidence that *Irg1* deficiency may not directly affect the tumor killing function of T cells (fig. S11), whereas the study by Zhao *et al. *(*37*) relied on mostly in vitro study using exogenously added supraphysiological high concentration of ITA. It therefore remains to be determined whether ITA is sufficiently uptake by the T cells and regulate T cell function in vivo. Despite different cell types and mechanisms of ITA action, non–cell-autonomous T cell proliferation versus cell-autonomous macrophage polarization, the study by Zhao *et al. *(*37*) and our current study show that deletion of *Irg1* in mice enhances antitumor immunity.

There are two clinical implications of this study. First, it identifies ACOD1 as a potential target for developing immunotherapy drugs. The current antibody-based immune checkpoint blockades, in addition to their limited efficacy in most cancer types, are less convenient to administer because of its intravenous injection and take a long time to resolve adverse effect due to the long half-life of antibody. We show that *Irg1-*deficient mice, which develop normally, are resistant to several types of synergetic tumors. The antitumor effect conferred by *Irg1* loss is similar to that from administration of anti–PD-(L)1 immunotherapy. The combination of *Irg1* deficiency and PD-1/PD-L1 blockade can collaborate to enhance the antitumor immunity, suggesting that targeting ACOD1 can be effective and convenient for monotherapy as well as adjuvant therapy with current PD-(L)1 blockades for treating different cancer types. Mechanistically, the coordination between an ACOD1 inhibitor and PD-(L)1 blockades can be explained by the orthogonality of their respect target cells and mechanisms of action. While ACOD1 inhibitors target monocytes/macrophages to reprogram TAM polarization and promote antigen presentation and T cell trafficking, PD-(L)1 blockades target and reenergize CD8^+^ T cells and restore their antitumor effector functionality.

Another clinical implication of our study is that *IRG1*-deficient macrophages could potentially be used for cell therapy for cancer. Although the adoptive transfer of T cells and CAR-T therapy have produced clinical efficacy in the treatment of blood malignancies (*38*), their applications have so far failed to demonstrate a similar efficacy in solid tumors (*39*). Much of the failures can be attributed to the lack of T cell trafficking into tumor sites and the immunosuppressive milieu suppressing the cytotoxic activity of T cells. Increasing evidence suggests that the adoptive therapy of genetically engineered monocytes and macrophages can overcome some of these limitations, as they penetrate tumors more efficiently (*40*) and, in their proinflammatory state, exhibit tumoricidal activity in solid tumors (*41*). In this study, we show that the infusion of *Irg1*-deficient macrophages, but not neutrophils, into tumor-bearing mice exerts potent tumor-killing effects and also enhances the efficacy of anti–PD-(L)1 immunotherapy in the melanoma model (Fig. 6, E and F, and Fig. 7, A and B), in which most of TAMs should be from recruited monocytes. Differently, both recruited monocytes and tissue-resident macrophages are major sources of TAMs in KPC pancreatic tumors (*42*). It is known that monocyte-derived TAMs (recruited TAMs) play potent roles in antigen presentation, while resident TAMs are responsible for remodeling extracellular matrix. We think that *Irg1* deletion should predominantly occur in “recruited” TAMs but not “resident” TAMs in the orthotopic KPC model (Fig. 7C). Whether transferred TAMs would affect resident TAMs and thereby change the extracellular matrix to affect the recruitment of MDSCs, as seen in the KPC pancreatic tumor model but not in the melanoma model, still needs further investigation. Nevertheless, our current findings, together with the recent development in CAR-macrophage engineering (*40*) and induced pluripotent stem cell–derived macrophages (*43*), suggest that adoptive transfer of *IRG1*-deficient macrophages merits exploration as a cell therapy strategy for solid tumors.

## MATERIALS AND METHODS

### Analysis of publicly available datasets

The genome-wide transcriptome data quantified as fragments per kilobase per million were downloaded from TCGA (*44*). We used the data from 18 cancer types, all of which had profiled enough numbers of samples for both cancer and normal tissues. Data include BLCA, BRCA, cholangiocarcinoma (CHOL), COAD, ESCA, HNSC, KICH, kidney clear cell carcinoma (KIRC), KIRP, liver hepatocellular carcinoma (LIHC), lung adenocarcinoma (LUAD), LUSC, PAAD, prostate adenocarcinoma (PRAD), rectum adenocarcinoma (READ), STAD, thyroid carcinoma (THCA), and UCEC. For the SKCM, the cancer samples were collected from TCGA, whereas the normal control samples were collected from Genotype-Tissue Expression (GTEx) (*45*). The mRNA expression of *IRG1* gene was compared between normal and cancer samples. Wilcoxon rank sum test was used to determine the significance of difference for these 19 cancer types. EPIC (*46*) was used to calculate the immune cell fractions for all the samples. The cell fraction of TAMs was identified, and Spearman rank correlation test was used to determine the significance of correlation between immune cell fractions and *IRG1* expression level.

### Clinical sample collection

Samples from patients with HCC were collected by the Department of Liver Surgery, Zhongshan Hospital of Fudan University, and by the Department of General Surgery, Huashan Hospital of Fudan University. Informed consent was received from each patient before surgery. The procedures related to human subjects were approved by the Ethics Committee of Zhongshan Hospital (project approval number Y2020-622) and Huashan Hospital (project approval number 2020 M-010). Information about clinical samples used in this study is listed in table S2.

### Animals and study approval

*Irg1*^−/−^ mice (JAX stock no. 029340) were purchased from the Jackson Laboratory. Animals were backcrossed for more than seven generations onto the C57BL/6J background and were maintained at Shanghai Research Center for Model Organisms. Myeloid cell–specific *Irg1*-deficient mice (*Irg1*^f/f^, *Lyz-Cre*) on C57BL/6J background was generated by Shanghai Model Organisms Center Inc. and were maintained at the Center for New Drug Evaluation and Research, China Pharmaceutical University (Nanjing, China). Tet2^HxD^ KI–mutant mice on C57BL/6J background were constructed by using CRISPR-Cas9 system, which were provided by J. Chen and S. Gao (School of Life Sciences and Technology, Tongji University, Shanghai) and were maintained at GemPharmatech Co. Ltd. Analysis was performed on 6- to 10-week-old female mice obtained from the abovementioned breeding. Animals were given unrestricted access to a standard diet and tap water. Animal experiments were performed at Fudan Animal Center in accordance with animal welfare guidelines, and the procedures were approved by the Ethics Committee of the Institutes of Biomedical Sciences (IBS), Fudan University.

### Mouse genotyping

For the genotyping of *Irg1*^−/−^ mice, we followed the instruction from the Jackson Laboratory. Briefly, three primers were used for PCR followed by agarose gel electrophoresis: GTG GGG AGG GGA ACT ATG AG (forward primer for both wild-type and mutant Irg1), ATT TGG AGG AAC CCC ATG AC (reverse primer for wild-type), and CAG CCT CTA AGC CAG ACA GC (reverse primer for mutant). The sizes of PCR fragments are 157 and 220 base pairs (bp) for the wild-type and mutant Irg1, respectively.

For the genotyping of myeloid cell–specific *Irg1*-deficient mice (Irg1^f/f^, Lyz2-Cre), two primers were used for the genotyping of flox: CAGGAAGGCCAGTGCTCA GTAATC (forward primer) and ACCTCCTCGCACCCCCTTTGTATG (reverse primer). The sizes of PCR fragments are 331 and 388 bp for the wild-type and mutant Irg1, respectively. Moreover, four primers were used to genotype Lyz2-Cre: GGAGGATGC TTAAATAGCAGG (transgene forward primer), CATCACTCGTTGCATCGACC (transgene reverse primer), AGTGGCCTCTTCCAGAAATG (internal positive control forward primer), and TGCGACTGTGTCTGATTTCC (internal positive control reverse primer). The sizes of PCR fragments are 150 and 521 bp for Cre^+^ and control, respectively.

For the genotyping of *Tet2*^HxD^ mice, two primers were used: CTGGATATCTGC AGAATTCACCTTACTACACCGAGAAGCCT and GGTACCGAGCTCGGATCCACCCTTCCTAG GTG ACAGGTGAC. The PCR products were cloned to pCDNA3.1 digested by EcoR I and BamH I. The constructs were sequenced and compared with wild-type *Tet2* DNA sequence to confirm the two mutant sites as previously reported (*9*).

### Cell culture

HEK293T cells [American Type Culture Collection (ATCC), CRL-3216], B16-F10 cells (ATCC, CRL-6475), MC38 cells (Kerafast, catalog no. ENH204), and E0771 cells (ATCC, CRL-3461) were commercially purchased. FC1242 KPC cells were gifted from L. Fei (Fudan University). Tumor cells were maintained in Dulbecco's modified Eagle's medium (DMEM) containing 10% fetal bovine serum (FBS) (ExCell Bio, FSD500), 1% penicillin/streptomycin antibiotics.

For differentiation of BMDMs, mice were euthanized in a 5% CO_2_ chamber and death was confirmed by cervical dislocation. Bone marrow was harvested from the femur and the tibia and differentiated in DMEM [containing 10% fetal calf serum (FCS), 1% penicillin/streptomycin, and macrophage colony-stimulating factor (M-CSF) (100 ng/ml)] for 7 days. Then, 1 × 10^6^ BMDMs/ml were cocultured with tumor cells or treated with tumor-derived CM for different time points.

### Tumor cell–conditioned medium 

To prepare for TCM, B16-F10, E0771, MC38, or FC1242 tumor cells were seeded with 10 ml of medium in 10-cm dish, and the culture medium were collected after 24 hours followed by filtration using 0.45-μm filter (Corning) and were then stored at −20°C.

### Generation of syngeneic mouse tumor models

For generation of the syngeneic mouse models of melanoma, colon, and breast tumor, 2 × 10^5^ or 1 × 10^5^ B16-F10 cells, 1 × 10^5^ MC38 cells, and 1 × 10^5^ E0771 cells were kept in 25 μl of DMEM, respectively. The same volume of Matrigel (BD Biosciences, 356234) was added and mixed. The cells were subcutaneously injected into *Irg1*^+/+^ or *Irg1*^−/−^ mice (female, 8 to 10 weeks). Tumors were measured every 2 or 3 days, and the volume was calculated using the formula *V* = as (width by width by length)/2 as previously described (*22*). The survival rate was determined as previously reported (*47*). Briefly, mice were removed from the study if they were found dead in their cage, declining health necessitated killing, or tumor diameter exceeded 15 mm. These parameters were used to construct a Kaplan-Meier survival curve.

For the syngeneic mouse models of pancreatic tumor, 1 × 10^5^ FC1242 cells were kept in 25 μl of DMEM and were mixed with 25 μl of Matrigel (BD Biosciences). The cell suspension was then injected orthotopically into the pancreas of *Irg1*^+/+^ or *Irg1*^−/−^ mice (female, 8 to 10 weeks). At day 15 after FC1242 tumor inoculation, the pancreatic tumors were dissected, weighted, and subjected to further analysis.

For cancer immunotherapy, anti–PD-L1 (200 μg per mouse; BioXcell, BP0101) was intraperitoneally injected at days 6, 8, 10, 13, 15, and 17 after B16-F10 tumor inoculation; anti–PD-1 (200 μg per mouse; BioXcell, BE0146; or Biointron, B176401) was intraperitoneally delivered at days 10, 12, and 14 after E0771 tumor inoculation or intraperitoneally injected at days 7, 10, 13, and 16 after FC1242 KPC tumor inoculation. At indicated days after anti–PD-(L)1 treatment, tumor size was determined.

### Blockage of CD8^+^ T cell chemotaxis

Mice were intratumorally injected with the CXCR3 antagonist SCH546738 (600 mg per mouse; MedChem Express, HY-10017), starting at day 6 after tumor inoculation and then maintained by daily injection for 1 week.

### PBMC isolation and differentiation

Human peripheral blood was collected from healthy women donors (20 to 40 years old) following the protocol approved by the Ethics Committee of IBS, Fudan University (project approval number 2021-23). PBMCs were isolated from human peripheral blood following the manufacturer’s instructions. Briefly, whole blood (10 ml) was layered on 15 ml of Ficoll (Cytiva, 17144002) and spun for 22 min at 2300 rpm with the brake off to prevent disrupting the density gradient during deceleration. PBMCs were then isolated from the middle layer (*34*).

PBMCs were counted, and the cell density was adjusted to 2.5 × 10^6^ cells/ml and was then maintained in DMEM supplemented with 10% (v/v) FCS, 2 mM l-glutamine, and 1% penicillin/streptomycin. Cells were seeded into six-well plates in culture medium containing M-CSF (100 ng/ml; Novoprotein, C417) and maintained at 37°C, 5% CO_2_, for 9 days, to allow the differentiation into macrophages (*48*). The proper differentiation into macrophages was verified by the staining of CD14 and CD163. In these human macrophages, siRNA against *IRG1* (sequence: CACAGGUGAGAGAGCUGCUCAGUAA) was transfected using RNAiMAX reagent (Life Technologies, 13778150) for 12 hours, followed by another 12 hours of treatment with MDA-MB-231-TCM. The culture medium and challenged cells were collected for further analysis.

### Macrophage and neutrophil adoptive transfer

For the macrophage adoptive transfer experiment, tumor volume of 1 × 10^4^ BMDMs/mm^3^ was injected intratumorally when the tumor reached ~200 mm^3^ after B16-F10 inoculation with or without simultaneous intraperitoneal injection of anti–PD-L1 (200 μg per mouse).

Neutrophils were isolated from mouse bone marrow by percoll gradient, and the cell purity was confirmed by flow cytometry. For the neutrophil adoptive transfer experiment, 1.5 × 10^6^ neutrophils were intratumorally injected into B16-F10 tumor bearing mice at days 8 and 11 after inoculation. Later, the tumors were harvested and weighted at day 14. The same experimental setting was applied for the macrophage adoptive transfer experiment in Fig. 6 (E and F).

For macrophage adoptive transfer in KPC model, BMDMs at 1 × 10^7^/50 μl were intravenously injected at days 10 and 13 after FC1242 KPC tumor inoculation. Mice were euthanized at day 15 after tumor implantation, and the pancreatic tumors were dissected, weighted, and subjected to further analysis. At a later stage in KPC model, BMDMs at 1 × 10^7^/50 μl were intravenously injected at days 21 and 23 after KPC tumor inoculation. Mice were euthanized at day 26 after tumor implantation, and the samples were collected as described above.

### Intracellular metabolite quantification by liquid chromatography–tandem mass spectrometry

Cell number and cell diameter were measured using an automated cell counter (Countstar). C_13_-labeled ITA was added as an internal standard. Cells were fixed by immediate addition of 1 ml of 80% (v/v) chilled (−80°C) methanol. Cell extracts were analyzed by ultrahigh performance liquid chromatograph (Acquity UPLC I-Class, Waters) coupled to a Triple Quadrupole Mass Spectrometer (Xevo TQ-XS, Waters). Cells were assumed to have a spherical shape, and intracellular metabolite concentrations were calculated using external standard curves and taking into account cellular diameter (*d*, micrometers) and cell number using the following equation: (metabolite) = metabolite quantity (moles)/[(4/3000)π(*d*/2)^3^*cell number].

### Flow cytometry

Tumors were harvested at indicated time. Briefly, 100 mm^3^ of each tumor was chopped, digested, and filtered through a 70-μm cell strainer to generate a single-cell suspension. After red blood cell lysis (Beyotime, C3702), cells were counted and plated in phosphate-buffered saline (PBS). Cell surface molecule staining was performed at 4°C for 15 to 30 min in PBS in the dark.

For intracellular staining, cells were fixed/permeabilized in 50 μl of a saponin-containing buffer (BD Biosciences, 554722) and incubated at 4°C for 30 min in the dark. Cells were then washed two times with saponin-containing buffer (BD Biosciences, 554722) and resuspended in staining buffer followed by antibody staining. Stained samples were acquired on a LSRFortessa flow cytometer (BD Biosciences). Collected data were analyzed using FlowJo software (Tree Star Inc.). The antibodies used in this study are Fixable Viability Dye eFluor 506 (Invitrogen, 65-0866-14); phycoerythrin (PE) anti-Cd45 (BD Biosciences, 553081), FITC anti-CD45 (BD Biosciences, 553079), FITC anti-Cd11b (BD Biosciences, 561688), allophycocyanin (APC) anti-Cd11b (BD Biosciences, 553312), PE anti-F4/80 (BD Biosciences, 565410), APC anti-F4/80 antibody (Invitrogen, 17–4801-82); APC anti-mouse Ly-6G (BD Biosciences, 553129), APC-Cy7 anti–Ly-6C (BD Biosciences, 560596), PE-Cy7 anti-Cd3e (BD Biosciences, 552774), APC anti-Cd3e (BD Biosciences, 561826), FITC anti-Cd8a (BD Biosciences, 553030), APC anti-Cd8a (BD Biosciences, 553035), Peridinin-Chlorophyll-Protein (PerCP)/cyanine5.5 (Cy5.5) anti-Cd80 (BioLegend, 104722), PE-Cy7 anti-Cd86 (BD Biosciences, 560582), PE anti-Cd4 (BD Biosciences, 557308), PE anti–Nk-1.1 (BD Biosciences, 557391), PE-Cy7 anti-NOS2 (type 2 nitric oxide synthase) (eBioscience, 25-5920-80), APC anti-CD206 (BioLegend, E-AB-F1135E), APC anti–Ly-6G(GR1) (MACS, 130-098-047), APC anti-Cd40 (BD Biosciences, 558695), BV421 anti–MHC-I (BD Biosciences, 749711), APC anti–MHC-II (BioLegend, 107613), PE anti–Ifn-γ (BD Biosciences, 554412), PE anti–TNF-α (BioLegend, 506305), PE-Cy7 anti–PD-1 (BioLegend, 135215), FITC anti- CD14(BioLegend, 325604), and APC anti-CD163 antibody (BioLegend, 333610).

### Cellular immunofluorescence

For visualizing mouse immune cells in the TME, tumor samples were collected and then fixed in 4% paraformaldehyde. Paraffin-embedded sections (4 μm) were deparaffinized in xylene, then rehydrated through graded alcohol, and washed briefly in tap water. To retrieve antigenicity, sections were boiled in 10 mM citrate buffer (pH 5.8) for 30 min in microwave (800 W). Sections were left to room temperature and washed briefly in PBS. Following that, sections were incubated with goat serum diluted in PBS (pH 7.4) for 1 hour at room temperature and were washed briefly in PBS. Subsequently, sections were incubated at 4°C overnight with the primary antibodies specific for CD8 [1:200 dilution; Cell Signaling Technology (CST), 98941S] or iNOS (1:200 dilution; CST, 13120), rinsed with fresh PBS, and incubated with the secondary antibody Alexa Fluor 647 goat anti-rabbit immunoglobulin G (IgG) (1:200 dilution; Thermo Fisher Scientific, A-21245) at room temperature for 1 hour in darkness, and then washed briefly in PBS. Last, sections were incubated by ProLongGold antifade reagent with 4′,6-diamidino-2-phenylindole (Invitrogen, p36931) and mounted. Immunofluorescence pictures were taken by a Leica SP8 laser scanning confocal microscope.

To examine IRG1 expression and immune cells in samples from patients with HCC after immunotherapy, the following antibodies were used: IRG1 (D6H2Y) rabbit mAb (1:200 dilution; CST, 77510s); CD8 (1:1000 dilution; Abcam, ab4055); CD45 (1:500 dilution; Abcam, ab30470); donkey anti-rabbit IgG (H+L) secondary antibody, Alexa Fluor 488 conjugate (1:200 dilution; Thermo Fisher Scientific, A-21206); and donkey anti-mouse IgG (H+L), Alexa Fluor 594 (1:200 dilution; Thermo Fisher Scientific, A-21203). Immunofluorescence pictures of stained slides were taken by OLYMPUS SLIDEVIEW VS200 and analyzed by ImageJ.

### Quantitative real-time PCR

Total RNA was extracted from cells using TRIzol (Invitrogen) as recommended by the manufacturer’s protocol. RNA was reversely transcribed using oligo(dT) primers. Diluted complementary DNA (cDNA) was then used in qRT-PCR reactions containing SYBR Premix ExTaq (TaKaRa) and gene-specific primers. The reactions were performed in the QuantStudioTM 6 Flex Real-Time PCR System (Applied Biosystems). 18*S* RNA was used as a housekeeping control. Primers used in this study are listed in table S3.

### Single-cell RNA sequencing

*Irg1*^−/−^ and *Irg1*^+/+^ mice were injected subcutaneously with 2 × 10^5^ B16-F10 cells (in 50 μl of PBS). Ten days after inoculation, tumors were harvested, and 100 mm^3^ of each tumor was collected. Tumor tissues from three mice of the same group were randomly combined into one mixed sample, and then, tissues were digested and went through 70-μm filters (BD Biosciences, 352350) to achieve single-cell suspensions. After treatment with red blood cell lysis buffer (Beyotime Biotechnology, C3702) for 5 min at room temperature, all samples were washed and resuspended in flow cytometry buffer (PBS/0.5% albumin/2 Mm EDTA). In the end, Cd45^+^ immune cells (*n* = 6000 per sample) were sorted by flow cytometry and subjected to scRNA-seq (NovelBio Bio-Pharm Technology Co.).

BD Rhapsody system was used to capture the transcriptomic information of the single cells (*49*). Single-cell capture was achieved by random distribution of a single-cell suspension across >200,000 microwells through a limited dilution approach. Beads with oligonucleotide barcodes were added to saturation so that a bead was paired with a cell in a microwell. The cells were lysed in the microwell to hybridize mRNA molecules to barcoded capture oligos on the beads. Beads were collected into a single tube for reverse transcription and ExoI digestion (New England Biolabs, M0293S). Upon synthesis, each cDNA molecule was tagged on the 5′ end (that is, the 3′ end of mRNA transcript) with a unique molecular identifier (UMI) and cell barcode indicating its cell of origin. Whole transcriptome libraries were prepared using the BD Rhapsody single-cell whole-transcriptome amplification (WTA) workflow including random priming and extension (RPE), RPE amplification PCR, and WTA index PCR. The libraries were quantified using a High Sensitivity DNA chip (Agilent) on a Bioanalyzer 2200 and the Qubit High Sensitivity DNA assay (Thermo Fisher Scientific). Sequencing was performed by sequencer (Illumina, San Diego, CA) on a 150-bp paired-end run (*49*).

Next, scRNA-seq data analysis was performed by using the NovelBrain Cloud Analysis Platform. We applied fastp with default parameter filtering the adaptor sequence and removed the low-quality reads to achieve the clean data. UMI-tools were applied to identify the cell barcode whitelist. The UMI-based clean data were mapped to mouse genome (Ensemble version 100) using STAR mapping with customized parameter from UMI-tools standard pipeline to obtain the UMI counts of each sample. Cells contained over 200 expressed genes and mitochondria UMI rate below 10% passed the cell quality filtering, and mitochondria genes were removed in the expression table. 

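In the deposited files the mitochondrial filters are not yet applied: 13 mitochondrial genes are listed, and 124 and 102 cells have at least 10% mitochondrial UMIs. All cells have more than 200 genes and at least 501 UMIs, so the filter on genes removed no cell, and the files do not show whether cells were filtered by genes or UMIs before deposit. With a minimum of 500 genes, 5709 of the kept cells of the *Irg1*+/+ library and 5411 of the library labelled *Irg1*-/- remained.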

Seurat package (version 3.1.4, https://satijalab.org/seurat/) was used for cell normalization and regression, based on the expression table according to the UMI counts of each sample and percent of mitochondria rate to obtain the scaled data. Principal components analysis (PCA) was constructed on the basis of the scaled data with top 2000 high variable genes, and top 10 principals were used for t-distributed Stochastic Neighbor Embedding (t-SNE) construction and UMAP construction.

By using graph-based cluster method (resolution, 0.8), we acquired the unsupervised cell cluster result based on the PCA top 10 principal and calculated the marker genes by FindAllMarkers function with Wilcoxon rank sum test algorithm under the following criteria: (i) Ln (Fold Change) (LnFC) > 0.25, (ii) *P* < 0.05, and (iii) minimum percentage (Min.pct) > 0.1. To identify the cell type detailed, the clusters of same cell type were selected for re-t-SNE analysis, graph-based clustering, and marker analysis (*50*). To identify differentially expressed genes among samples, the function FindMarkers with Wilcoxon rank sum test algorithm was used under following criteria: (i) LnFC > 0.25, (ii) *P* < 0.05, and (iii) Min.pct > 0.1 (*50*).

### ChIP with qPCR

Chromatin immunoprecipitation (ChIP) assay was performed as described previously (*51*). Briefly, cells were cross-linked with 1% paraformaldehyde and sonicated at 4°C for 20 min (Bioruptor, low mode). Chromatin was immunoprecipitated at 4°C for 3 hours with indicated antibodies. Antibody-chromatin complexes were pulled down using protein A-Sepharose (Millipore, 16-125), washed, and eluted. After cross-link reversal and proteinase K treatment (TaKaRa, 9034), immunoprecipitated DNA was extracted using the PCR Purification Kit (QIAGEN, 28006). The following primer sequences were used: Acod1 (forward): AATGGGCTGTCTGTGAGA; Acod1 (reverse): CCAGGTCTGTCCCTTTCAC.

### Enzyme-linked immunosorbent assay

Supernatants of 5 × 10^5^ BMDM cells in six-well plates were collected at 12 hours after stimulation of B16-F10-TCM. Cytokines were assessed by enzyme-linked immunosorbent assay by using the kits of Tnf-α (DY410-05) and IL-6 (DY406-05), purchased from R&D Systems (Minuteneapolis, MN, USA), according to the manufacturer’s instructions.

### TAMs and TANs depletion assay

Myeloid-specific *Irg1*-KO mice and wild-type controls were inoculated with 1 × 10^5^ B16-F10. Then, the antibody of anti-CSF1R (500 μg per mouse, BioXcell, BE0213) or anti-Ly6G (400 μg per mouse, BioXcell, BE0075) was intraperitoneally injected from day 3 after inoculation for every 2 days. The tumors were harvested to define the depletion efficiency at day 14 by flow cytometry analysis.

### T cell migration assay

T cell migration assay was performed by using 24-well 6.5-mm transwell with 5.0 μm Pore Polycarbonate Membrane Insert. In brief, BMDMs (5 × 10^5^) were cocultured with B16-F10 tumor cells (5 × 10^5^) or challenged with B16-F10-TCM for 12 hours at the bottom chamber. Meanwhile, CD8^+^ T cells (1 × 10^6^) were isolated from the spleen of wild-type mice and suspended in 200 μl of 1% FBS–RPMI 1640 and were then placed at the top chamber with or without 100 nM SCH546738 (MCE, HY-10017). The migration of CD8^+^ T cells from the top to the bottom chamber was evaluated after incubation for 4 hours at 37°C in a 5% CO_2_ atmosphere. Cells in the bottom chambers were collected and the number of CD8^+^ T cells was counted.

In addition, PMA-differentiated THP1-derived macrophages (1 × 10^6^) were challenged with MDA-MB-231-TCM for 12 hours at the bottom chamber. Meanwhile, Jurkat T cells (1 × 10^6^) were suspended in 200 μl of 1% FBS–RPMI 1640 and were placed at the top chamber. The migration of Jurkat T cells from the top to the bottom chamber was evaluated after 4-hour incubation at 37°C in a 5% CO_2_ atmosphere.

Furthermore, human peripheral blood was subjected to EasySep Human CD8^+^ T Cell Enrichment Kit (STEMCELL Technologies, 17953) to isolate primary CD8^+^ T cells, and these T cells were placed at the top chamber. Meanwhile, the CM from primary human macrophages after stimulation with MDA-MB-231-TCM was placed at the bottom chamber. The migration of CD8^+^ T cells from the top to the bottom chamber was evaluated after 6-hour incubation at 37°C in a 5% CO_2_ atmosphere, as previously reported (*52*).

### Statistical analysis and reproducibility

Statistical analyses were performed using GraphPad Prism software version 8.0. Summarized views on data that underlie the statistical tests as well as the exact *P* values are available in the Source Data. The statistical details for each experiment are also provided in the figure legends. Generally, the statistical analyses were performed using a two-tailed Student’s *t* test for paired comparisons or one/two-way analysis of variance (ANOVA) for multiple comparisons. The data shown (unless indicated otherwise) represent the results obtained from at least triplicate independent experiments with the means ± SD or SEM. Where indicated, *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001, and n.s. denotes nonsignificant.

In this study, in vivo experiments were repeated at least two or three times, and the sample size was defined empirically or referred to previous literatures. In vitro experiments were performed including at least three biological replicates, with two to three technical replicates for each biological replicate, to confirm the reproducibility.

# Supplementary material for: Targeting IRG1 reverses the immunosuppressive function of tumor-associated macrophages and enhances cancer immunotherapy
**Source:** Sci Adv. 2023 Apr 28;9(17):eadg0654. doi: 10.1126/sciadv.adg0654
**Supplement:** Supplementary file 1 — Figs. S1 to S16 Tables S1 to S3

Supplementary Materials for  
**Targeting IRG1 reverses the immunosuppressive function of  
tumor-associated macrophages and enhances cancer immunotherapy**

Yu-Jia Chen *et al.*

*Sci. Adv.* **9**, eadg0654 (2023)  
DOI: 10.1126/sciadv.adg0654

**This PDF file includes:**

Figs. S1 to S16  
Tables S1 to S3

**Fig. S1. Positive correlation between *IRG1* mRNA expression and TAM fractions in multiple types of human tumors**

EPIC (Estimating the Proportions of Immune and Cancer cells) was used to calculate TAM fraction in the indicated types of tumors from the TCGA dataset. Spearman rank correlation test was used to determine the significance of correlation between TAM fraction and *IRG1* expression.

**Fig. S2. *IRG1* is expressed in monocytes and macrophages in the TME of human cancer**

(A) According to published scRNA-seq data (GEO: GSE139829) in human Uveal melanoma, the transcripts were re-analyzed and the UMAP plot of annotated cell types is shown (upper panel). Expression of *IRG1* in indicated cell types is shown by violin plot (lower panel).

(B) According to published scRNA-seq data (GEO: GSE154763) in 12 types of human cancer as indicated, the transcripts were re-analyzed. Expression of *IRG1* in annotated monocytes and macrophages is illustrated in the UMAP plots.

**Fig. S3. Tumor cells induce *Irg1* mRNA expression in macrophages via NF- $\kappa$ B activation**

(A) *Irg1* induction and ITA accumulation in BMDMs co-cultured with tumor cells. Wild-type BMDMs were co-cultured with different types of syngeneic tumor cells for 6 or 12 hours. Data shown are mean  $\pm$  s.d. of four independent experiments. The p

values were calculated by unpaired, two-tailed Student's t test.

**(B)** *Irg1* induction and ITA accumulation in BMDMs stimulated with TCM. Wild-type BMDMs were treated with conditioned medium from different types of syngeneic tumor cells for 6 or 12 hours. The mRNA expression of *Irg1* and intracellular levels of ITA were determined by qRT-PCR and LC-MS, respectively. Data shown are mean  $\pm$  s.d. of four independent experiments. The p values were calculated by unpaired, two-tailed Student's t test.

**(C)** B16-F10-TCM with indicated inhibitors were used to stimulate BMDMs for 6 hours. The mRNA expression of *Il-1 $\beta$* , *Il-6* and *Irg1* were determined by qRT-PCR. Data shown are mean  $\pm$  s.d. of four independent experiments. The p values were calculated by one-way ANOVA.

**(D)** RelA occupancy at the promoter region of *Irg1* was determined by ChIP-qPCR. Data are the mean  $\pm$  s.d. of four independent experiments. The p values were calculated by two-way ANOVA. \*p < 0.05; \*\*< 0.01; \*\*\* p < 0.001; \*\*\*\*p < 0.0001.

**Fig. S4. *Irg1* deficiency inhibits tumor growth in immune competent mice**

**(A)** B16-F10 (left), MC38 (middle) and E0771(right) were s.c. injected in *Irg1*<sup>+/+</sup> and *Irg1*<sup>-/-</sup> mice (n=7-8 per group), and tumor growth was determined by the measurement of tumor volume (mm<sup>3</sup>). Data are mean  $\pm$  s.e.m., and the p values were calculated by two-way ANOVA.

**(B and C)** Indicated cell populations were purified from B16-F10 tumors in *Irg1*<sup>+/+</sup> or *Irg1*<sup>-/-</sup> mice by flow cytometry. The intracellular levels of ITA were determined by LC-

MS. Data are the mean  $\pm$  s.d.

**Fig. S5. Myeloid-specific *Irg1* deficiency inhibits tumor growth in immune competent mice**

(A) The verification of myeloid specific *Irg1*-KO in mice by genotyping.

(B and C) BMDMs were differentiated from *Irg1<sup>f/f</sup>*Lyz2-cre<sup>+</sup> mice and control animals, and then stimulated with LPS for 6 hours. The mRNA (B) and protein expression (C) of *Irg1* was determined by qRT-PCR and western blot, respectively.

(D and E) B16-F10 (D) and KPC (E) were s.c. injected in *Irg1<sup>f/f</sup>* and *Irg1<sup>f/f</sup>*Lyz2-cre<sup>+</sup> mice (n=7-12 per group). Representative images of tumors are shown.

**Fig. S6. scRNA-seq unveils major immune populations in the TME of B16-F10 tumor**

(A) Sequenced cells were divided into 19 clusters, and representative genes in each cluster is shown.

(B) 19 clusters were assigned to 8 types of cells, whose marker genes are shown in the table.

(C) Dot-plot was used to show the identity of 8 types of cells.

(D) Expression of *Irg1* and neutrophil marker genes are shown in the UMAP plots.

**Fig. S7. Developmental trajectory of monocytes and macrophage subsets in the TME of B16-F10 tumor**

(A) Bubble heatmap was used to show 6 monocytes/macrophages subsets with the

expression of selected genes.

(B) KEGG analysis of curated set of transcriptomic signatures in 6 monocyte/macrophage subsets.

(C) Pseudotime trajectory analysis of 6 monocytes/macrophages subsets (left panel). Model of the developmental trajectory of monocyte/macrophage subsets in B16-F10 tumor (right panel).

**Fig. S8. The gating strategy for flow cytometry data**

Flow cytometry gating strategy for indicated myeloid and lymphoid cells in B16-F10 tumors. Briefly, cells were gated on FSC/SSC. Cell debris and dead cells were removed from the analysis based on size, complexity. Cells were gated on SSC-Height vs Area to discriminate doublets. Live cells were gated by the staining of Fixable Viability Dye eFluor 506. Cells incubated with IgG were used as negative control, setting the positive fluorescent signal captured as zero.

**Fig. S9. *Irg1*-deficient macrophages acquire more pro-inflammatory features but less pro-angiogenic potential**

(A) Single sample gene set enrichment analysis (ssGSEA) was conducted to calculate gene signature-based scores in intratumoral monocytes/macrophages in B16-F10 tumors. The enrichment score of indicated pathways between tumor-bearing *Irg1*<sup>+/+</sup> and *Irg1*<sup>-/-</sup> mice were compared, and the p values were calculated by an unpaired, two-tailed Student's t test.

(B and C) BMDMs were challenged with B16-F10-TCM for 12 hours, followed by qRT-PCR to detect the mRNA expression (B) and protein expression (C) of indicated cytokines.

(D and E) BMDMs were co-cultured with B16-F10 (E) or stimulated with B16-F10-TCM (D) for 12 hours, followed by flow cytometry to determine the markers of M1/M2 polarization as indicated.

(F) BMDMs were challenged with B16-F10-TCM for 12 hours, followed by qRT-PCR to detect the mRNA expression of genes which were highly expressed in Vegfa<sup>+</sup> macrophages.

Data shown are the mean  $\pm$  s.d. of four (B, D, E, and F) or eight (C) independent experiments. The p values were calculated by two-way ANOVA (B, D and E) and unpaired, two-tailed Student's t test (C). \*\*p < 0.01, \*\*\*\*p < 0.0001 and n.s. denotes not significant.

**Fig. S10. Irg1/Itaconate inhibits TET2 to regulate chemotaxis genes in TAMs**

(A and B) 5hmC enrichment at the promoter regions of indicated genes were determined by hMeDIP-qPCR using TAMs isolated from B16-F10 melanoma (A) or BMDMs treated with or without B16-F10-TCM (B).

(C) 5hmC enrichment at the promoter regions of indicated genes were determined by hMeDIP-qPCR using BMDMs from *Tet2*<sup>+/+</sup> and *Tet2*<sup>HxD</sup> mice, as determined by qRT-PCR. The cells were pre-treated with 0.5 mM ITA for 12 hours, followed by treatment with B16-F10-TCM for another 12 hours.

(D) THP1 cells were differentiated to macrophages by treatment with Phorbol 12-myristate 13-acetate (PMA, 100 ng/mL) for 24 hours, and then were stimulated with MDA-MB-231-TCM for indicated time, following western-blot to detect IRG1 protein.

(E) *IRG1* was depleted in THP-1 cells by using sgRNA and was verified by western blot.

(F) 5hmC enrichment at the promoter regions of indicated genes were determined by hMeDIP-qPCR using THP-1 derived macrophages after treatment with or without MDA-MB-231-TCM for indicated time points, as determined by qRT-PCR. Data are the mean  $\pm$  s.d. of four or three independent experiments. The p values were calculated by two-way ANOVA. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001 and n.s. denotes not significant.

**Fig. S11. *Irg1* does not affect the cytotoxicity of CD8<sup>+</sup> T cells in the TME**

Flow cytometry analysis compared the cytotoxicity of T cells in B16-F10 tumors from *Irg1*<sup>+/+</sup> and *Irg1*<sup>-/-</sup> mice (n=8 per group). Percentages of cytotoxic CD8<sup>+</sup> T cells (Ifn $\gamma$ <sup>+</sup>Cd8<sup>+</sup>), T cell cytotoxicity (Ifn $\gamma$ <sup>+</sup> or Tnf $\alpha$ <sup>+</sup> of Cd8<sup>+</sup>), exhausted T cells (Pd1<sup>+</sup> of Cd8<sup>+</sup>) were measured as described in method. The p values were calculated by an unpaired, two-tailed Student's t test. \*\*p < 0.01, and n.s. denotes not significant.

**Fig. S12. *Irg1* deficiency in macrophages contributes to the tumor phenotype**

(A-B) Flow cytometry analysis confirmed the proper depletion of TAMs (A) and TANs (B) in B16-F10 tumors from myeloid specific *Irg1*-KO mice and wild-type controls (n=6 per group).

(C) Experimental schematics of neutrophil and macrophage adoptive transfer assay (left). The purity of isolated neutrophils was confirmed by flow cytometry (right).

**Fig. S13. KPC pancreatic tumors are resistant to anti-PD-1 immunotherapy**

(A) KPC pancreatic cancer cells were inoculated orthotopically in the pancreas of *Irg1*<sup>+/+</sup> and *Irg1*<sup>-/-</sup> mice followed by i.p. injection of  $\alpha$ -PD1 antibody or IgG control (n=5 per group). Tumors were harvested at day 19 post inoculation and tumor weight was measured. The p values were calculated by one-way ANOVA.

(B) The percentages of M1-like macrophages (Cd11b<sup>+</sup>F4/80<sup>+</sup>iNos<sup>+</sup>) and CD8<sup>+</sup> T cells (Cd3<sup>+</sup>Cd8<sup>+</sup>) in tumors as described in A were measured. The p values were calculated by one-way ANOVA (A) and unpaired, two-tailed Student's t test (B). \*p < 0.05, \*\*p < 0.01, and n.s. denotes not significant.

**Fig. S14. Irg1 cannot affect the macrophage recruitment into KPC tumors**

(A and B) Experimental schematics of labeled macrophage adoptive transfer. The recipients were i.v. injected with *Irg1*<sup>+/+</sup> or *Irg1*<sup>-/-</sup> BMDMs which were pre-labeled by FITC-conjugated beads (n=3 per group) at day 13, and tumors were harvested at day 14 post inoculation. KPC tumors were then subjected to flow cytometry analysis to detect the frequency of labeled TAMs (B). The p values were calculated by an unpaired, two-tailed Student's t test.

(C) IF staining of indicated markers in pancreatic tumors receiving macrophage therapy as described in Fig. 7C. Scale bar represents 20  $\mu\text{m}$ . The quantification of average cell number was from 5 random high-power fields (HPFs). The p values were calculated by one-way ANOVA.

**Fig. S15. Targeting *Irg1* in TAMs may reduce angiogenesis in KPC tumors**

(A) Representative images of CD31 immunohistochemistry staining in KPC tumors receiving macrophage therapy as described in Fig. 5C. Scale bar represents 50  $\mu\text{m}$ .

(B and C) IF staining of indicated markers in KPC tumors receiving macrophage therapy. Scale bar represents 50  $\mu\text{m}$ . The quantification of average cell number from 5 random high-power fields (HPFs) is shown. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  and n.s. denotes not significant.

**Fig. S16. *Irg1* acts as a master controller of macrophage antitumor activity**

Tumor cells induce *Irg1* expression in macrophages through NF- $\kappa$ B activation and subsequently lead to the accumulation of the immunomodulatory metabolite ITA, which dampens the inflammatory response in TAM subsets. As a result, *Irg1*/ITA alter the functional diversity of TAMs, such as restricted M1-like polarization and reduced pro-angiogenic potential in *Vegfa*<sup>+</sup> macrophages, and thereby creates and/or maintains the immunosuppressive TME favorable for tumor growth.

**Fig. S1.**  
**Positive correlation between *IRG1* mRNA expression and TAM fractions**  
**in multiple types of human tumors**

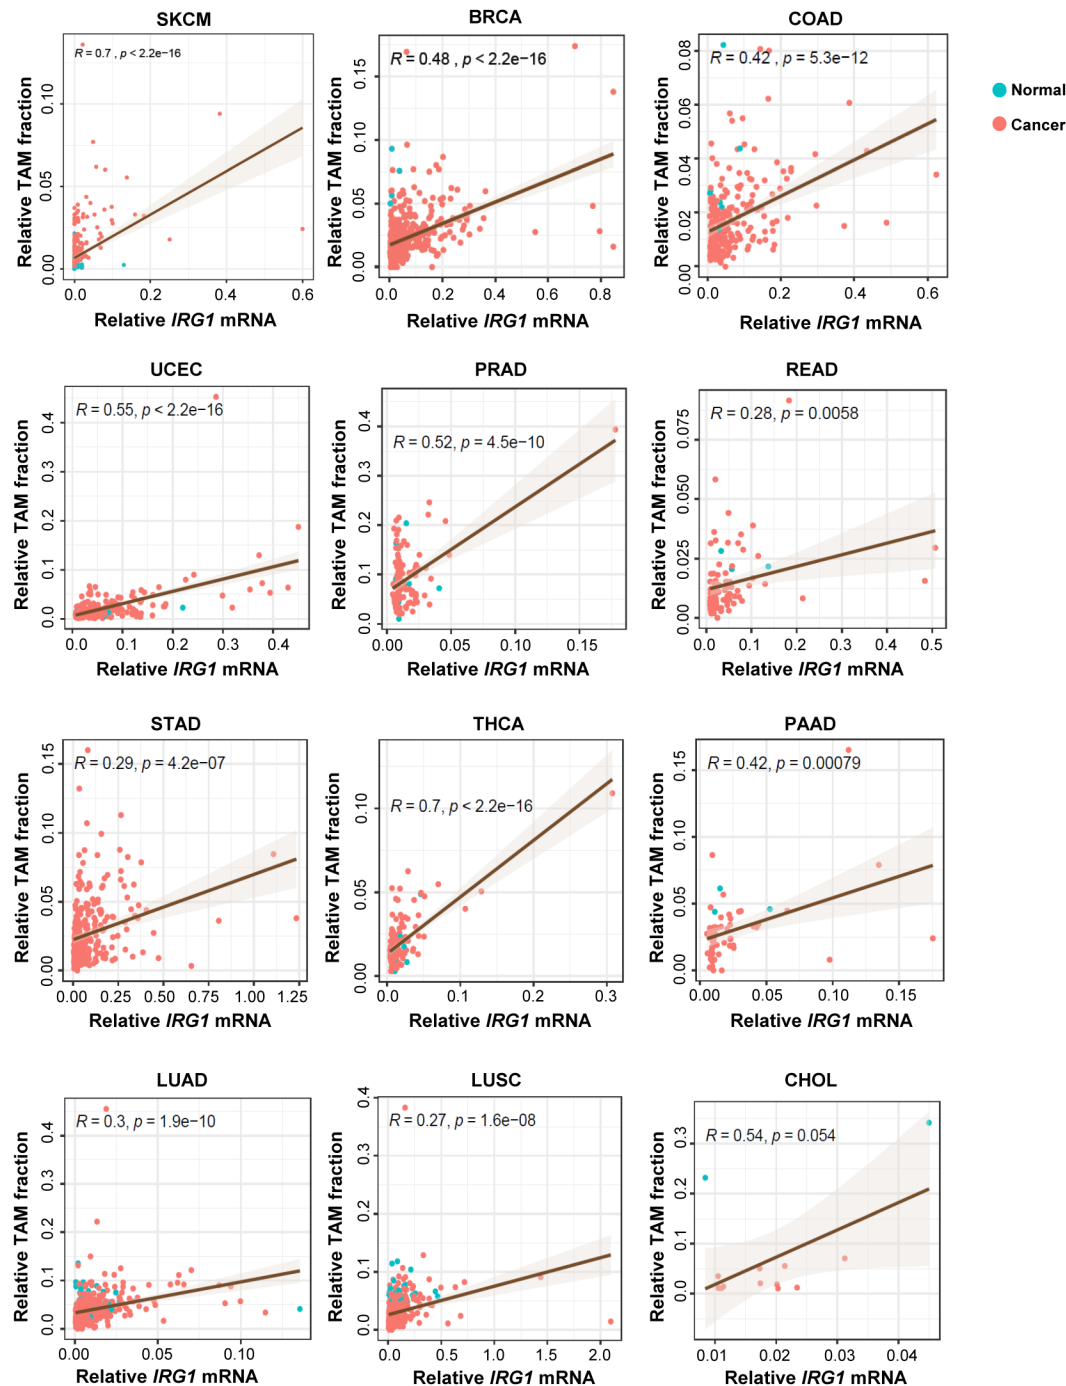

**Fig. S2.**  
***IRG1* is expressed in monocytes and macrophages in the TME of human cancer**

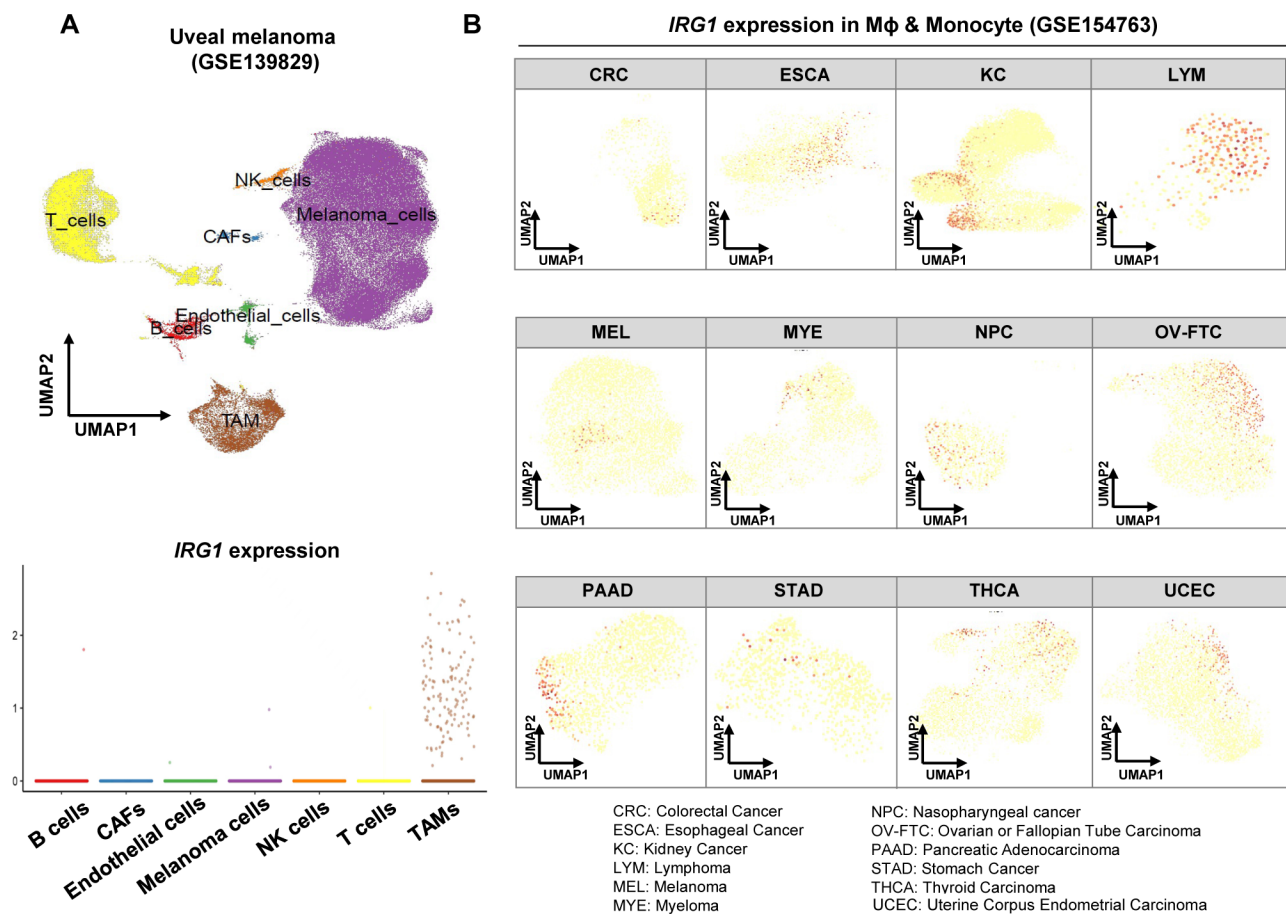

Fig. S3.

Tumor cells induce *Irg1* mRNA expression in macrophages through NF- $\kappa$ B activation

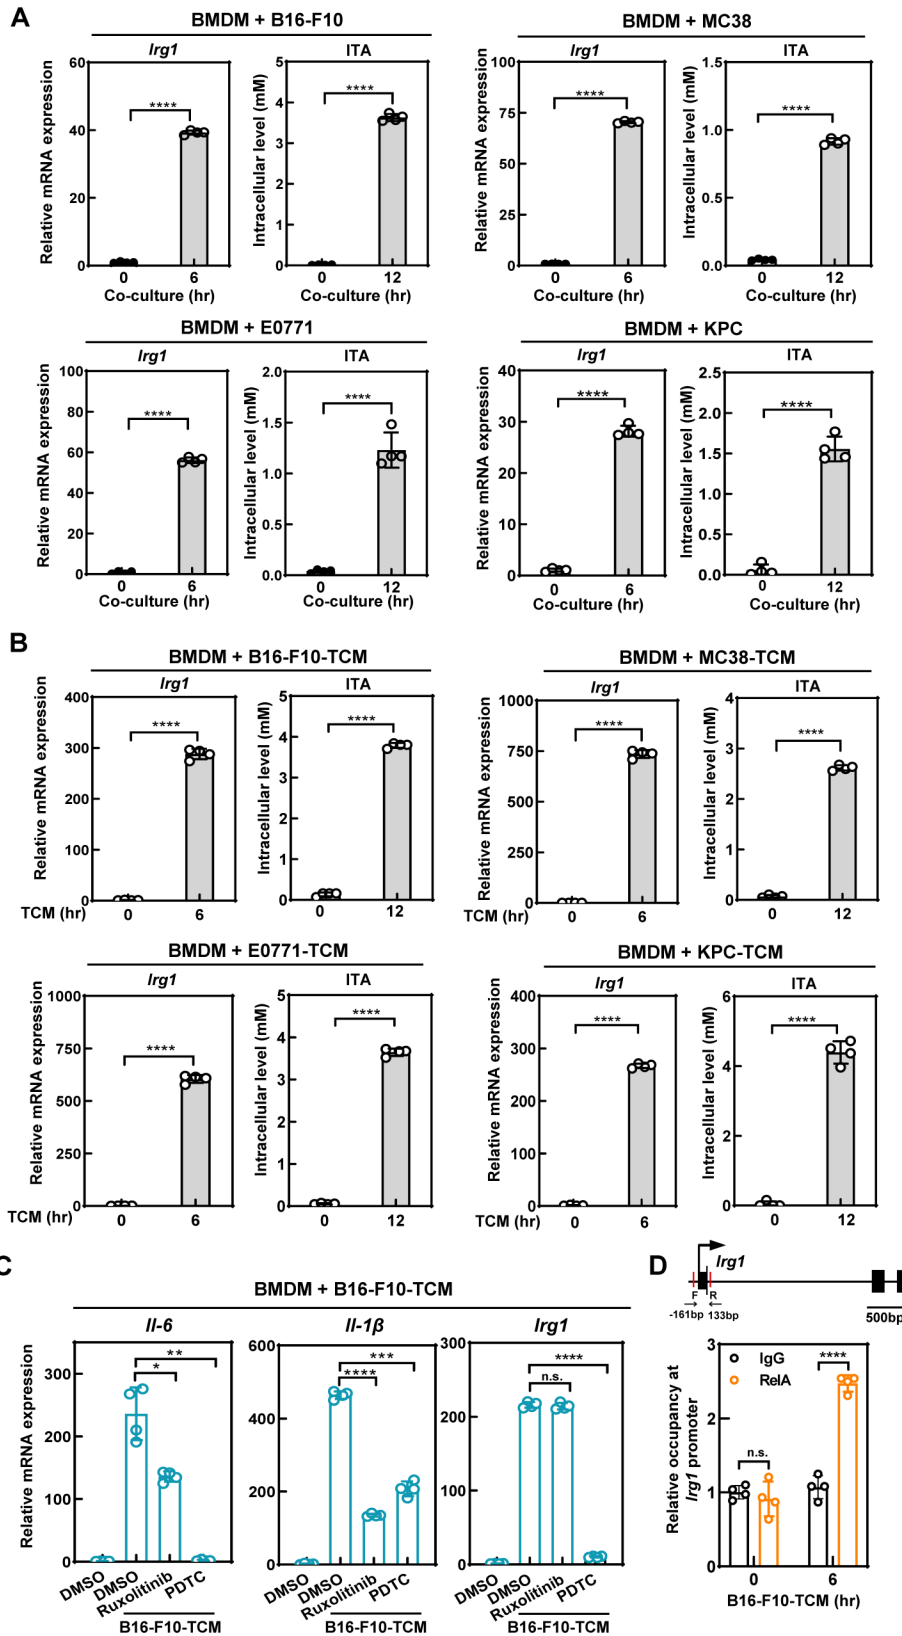

**Fig. S4.**  
***Irg1* deficiency inhibits tumor growth in immune competent mice**

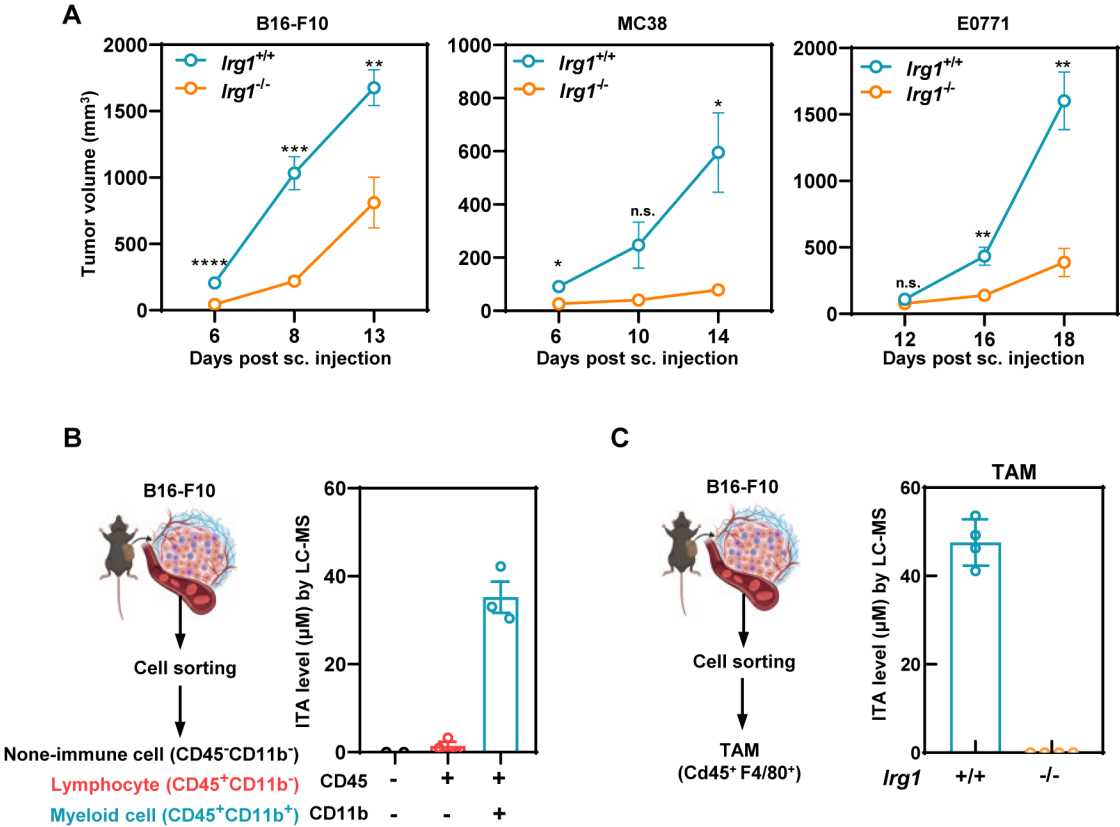

**Fig. S5.**  
**Myeloid-specific *Irg1* deficiency inhibits tumor growth in immune competent mice**

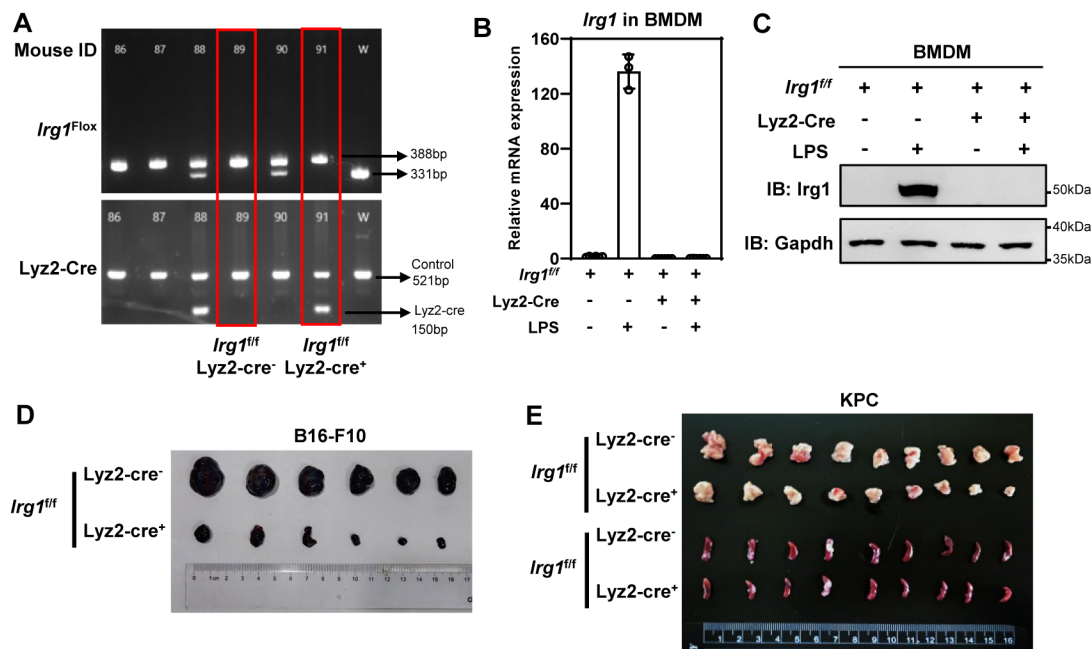

Fig. S6.  
scRNA-seq unveils major immune populations in the TME of B16-F10 tumor

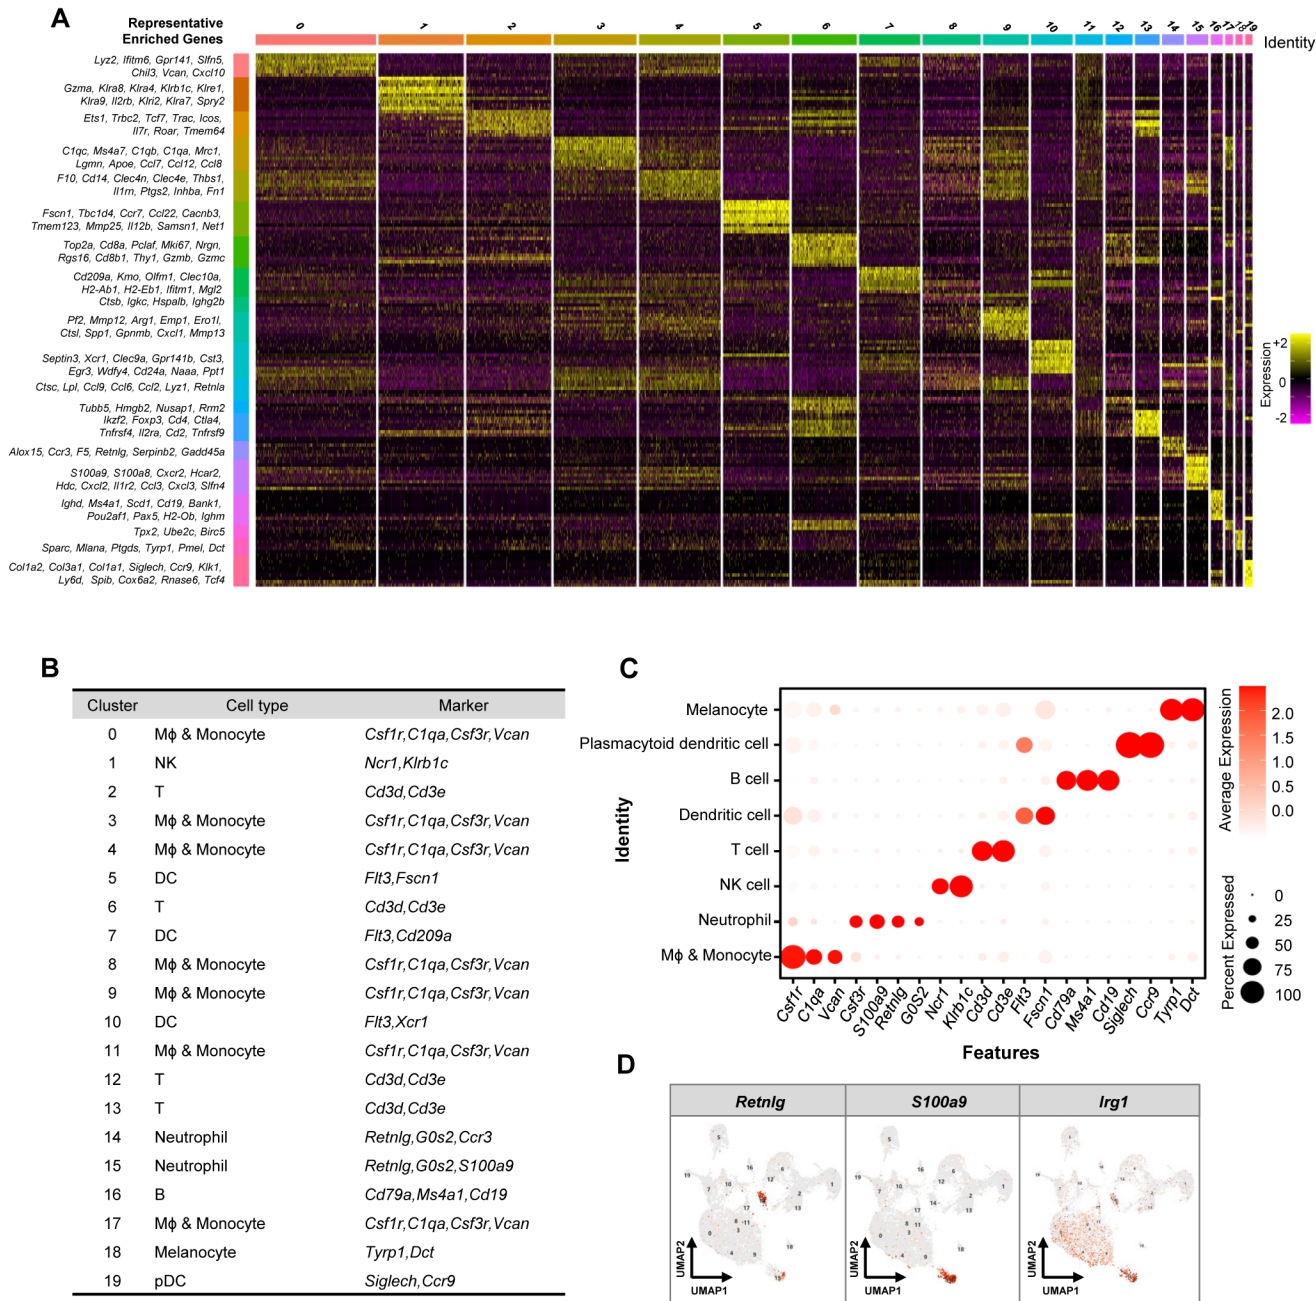

**Fig. S7.**  
**Developmental trajectory of monocytes and macrophage subsets**  
**in the TME of B16-F10 tumor**

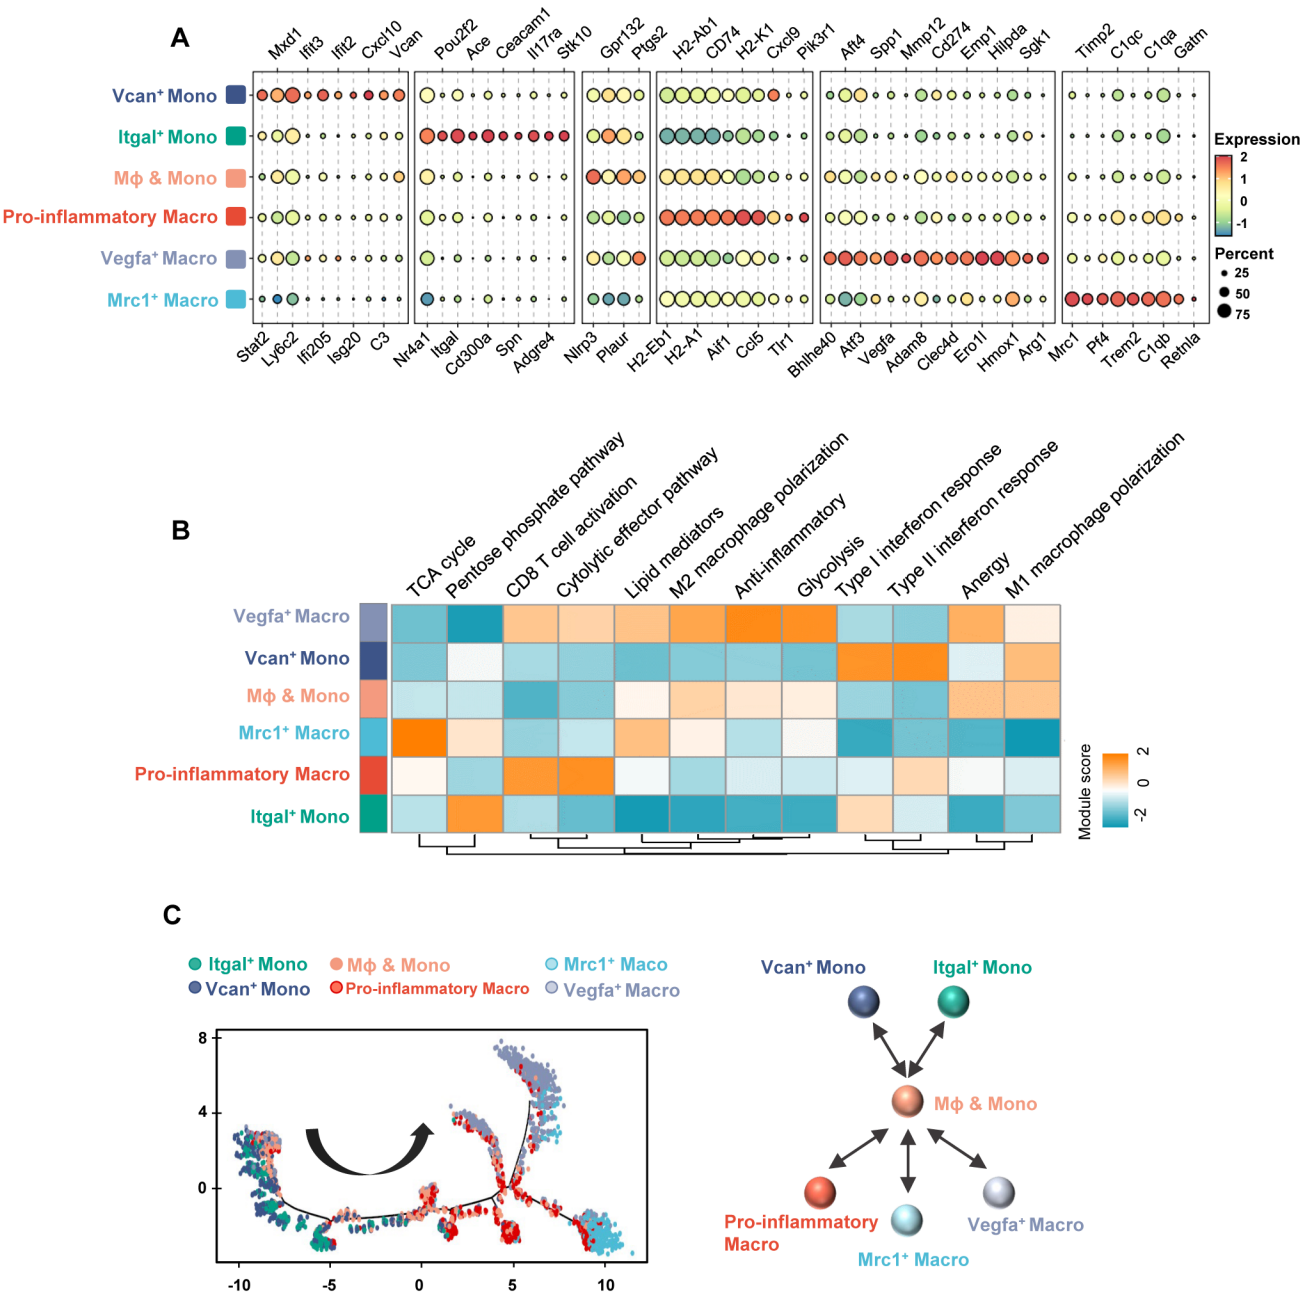

**Fig. S8.**  
**The gating strategy for flow cytometry data**

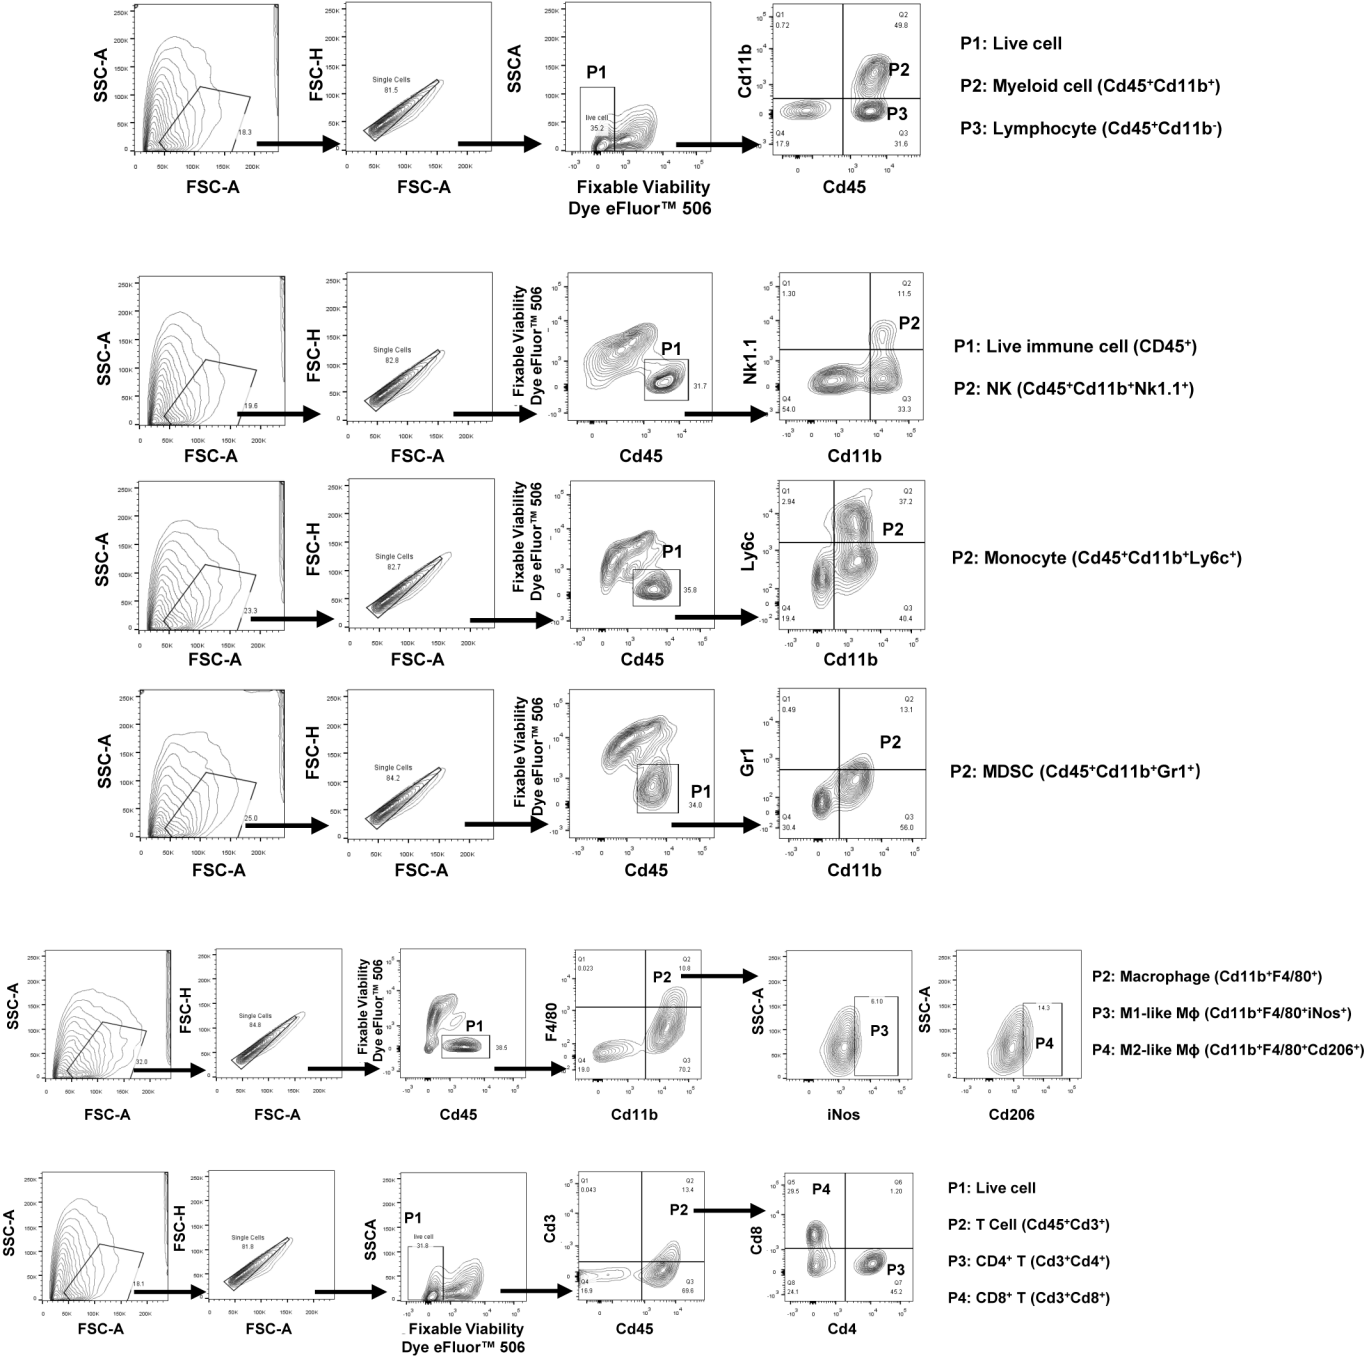

**Fig. S9.**  
***Irg1*-deficient macrophages acquire more pro-inflammatory features**  
**but less pro-angiogenic potential**

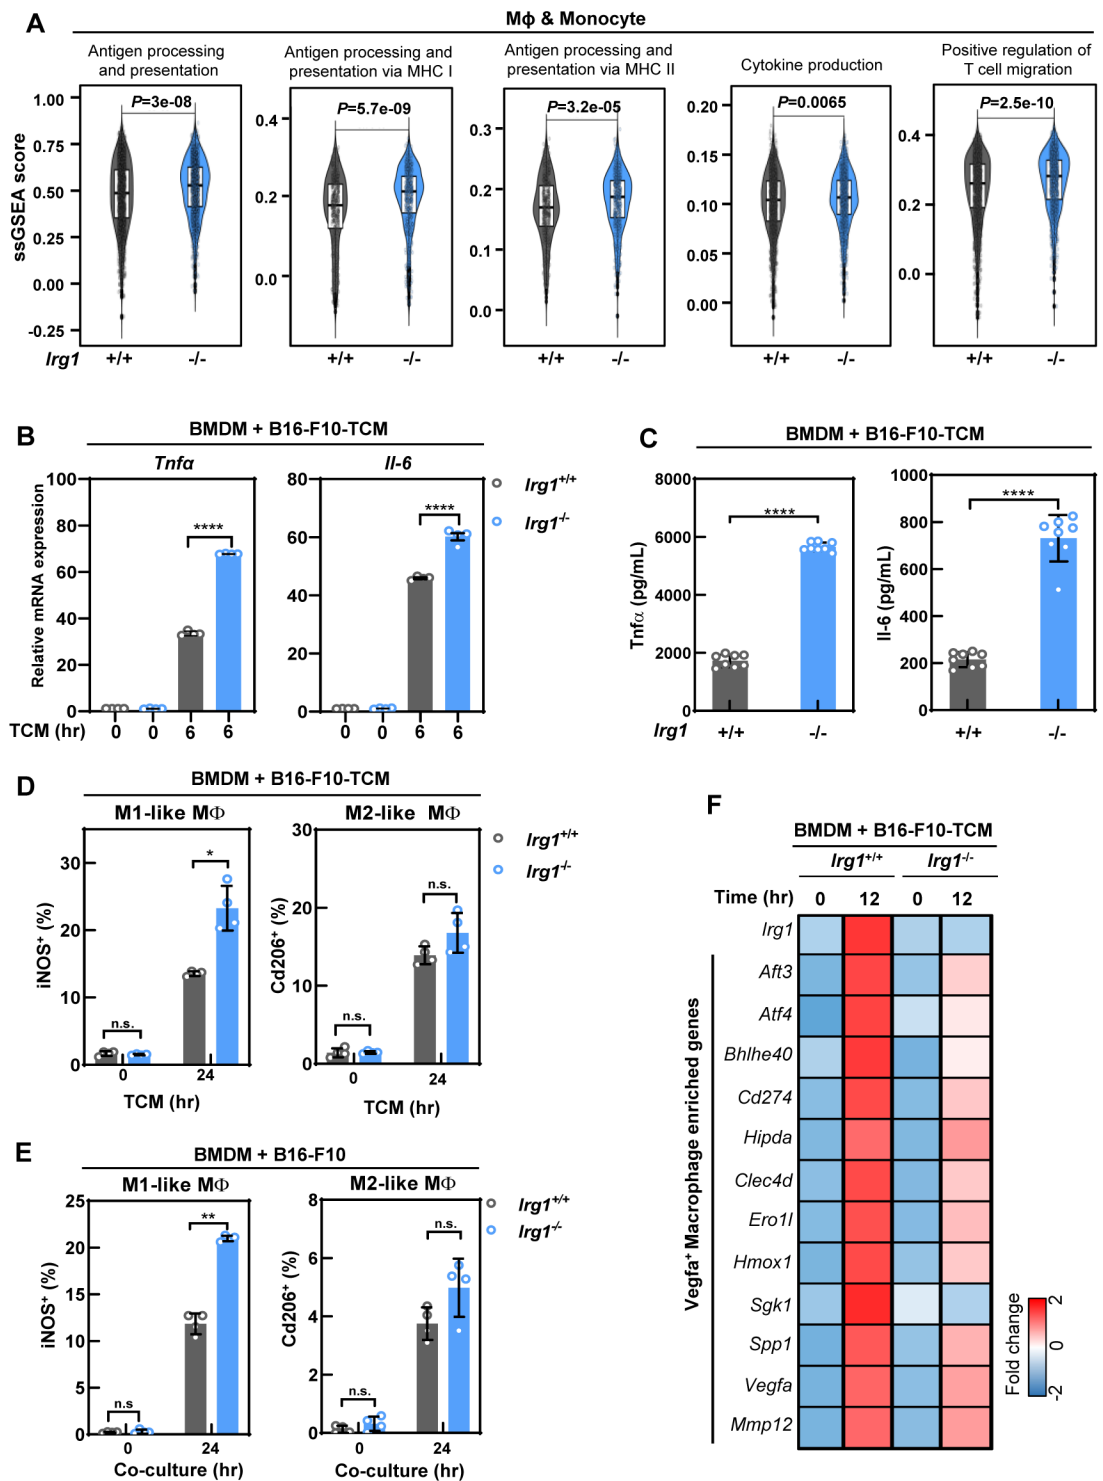

**Fig. S10.**  
**Irg1/Itaconate inhibits Tet2 to regulate chemotaxis genes in TAMs**

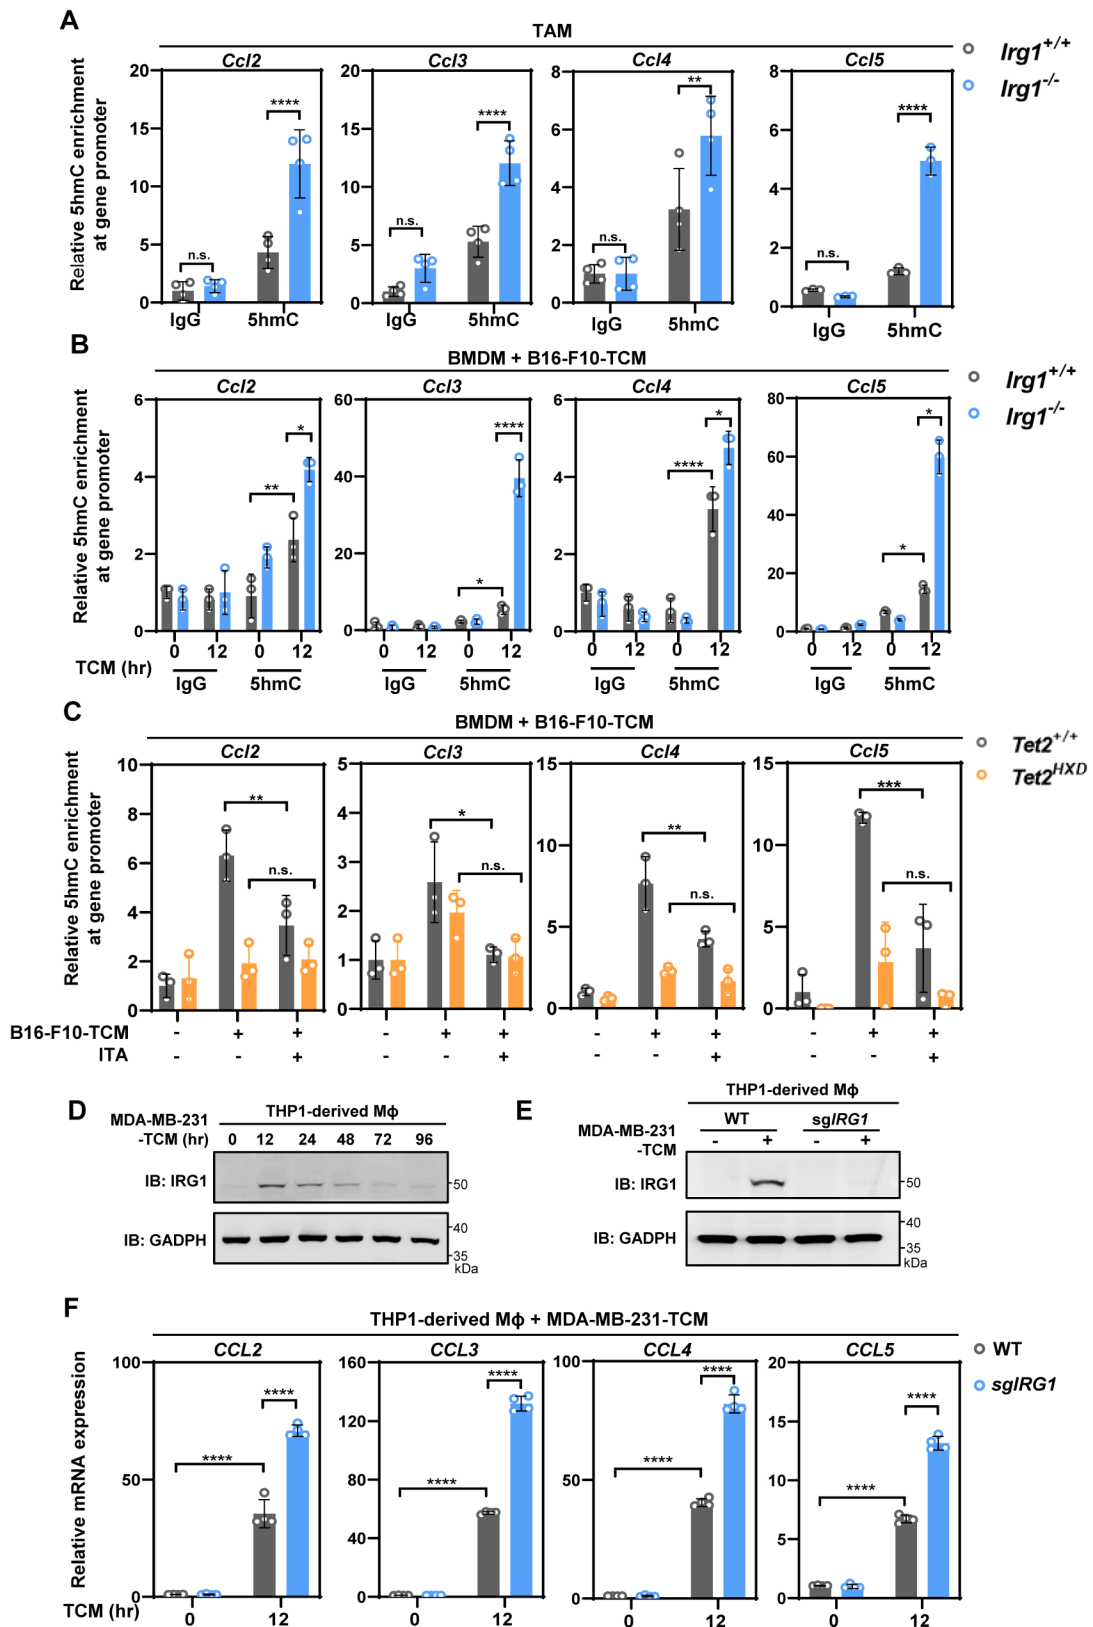

**Fig. S11.**  
**Irg1 may not directly affect the cytotoxicity of CD8<sup>+</sup> T cells**

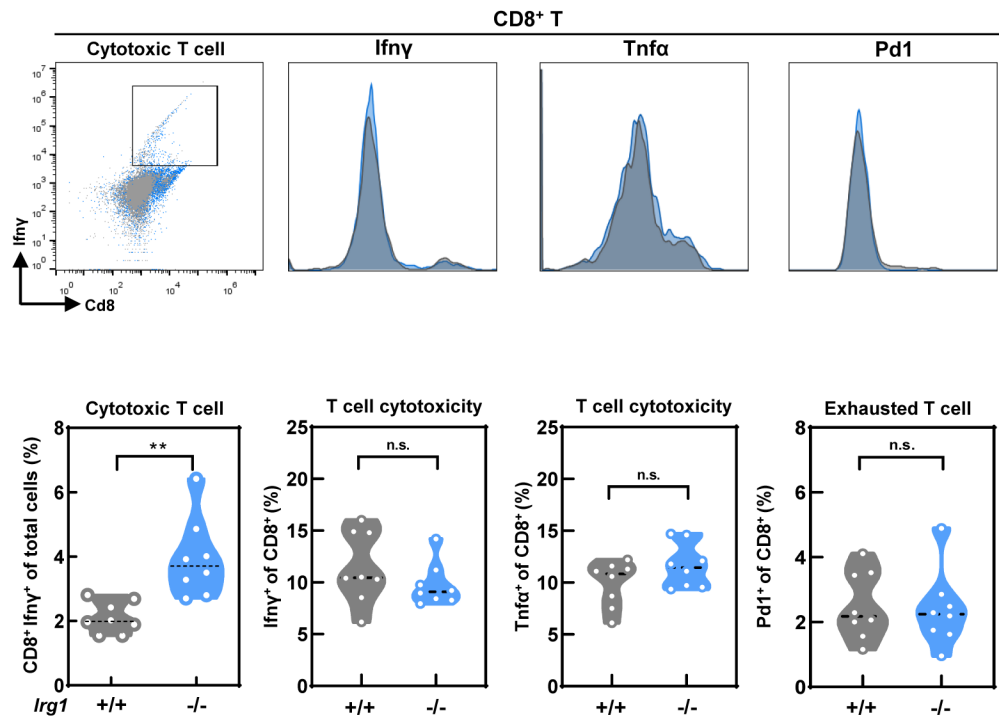

**Fig. S12.**  
**Irg1 deficiency in macrophages contributes to the tumor phenotype**

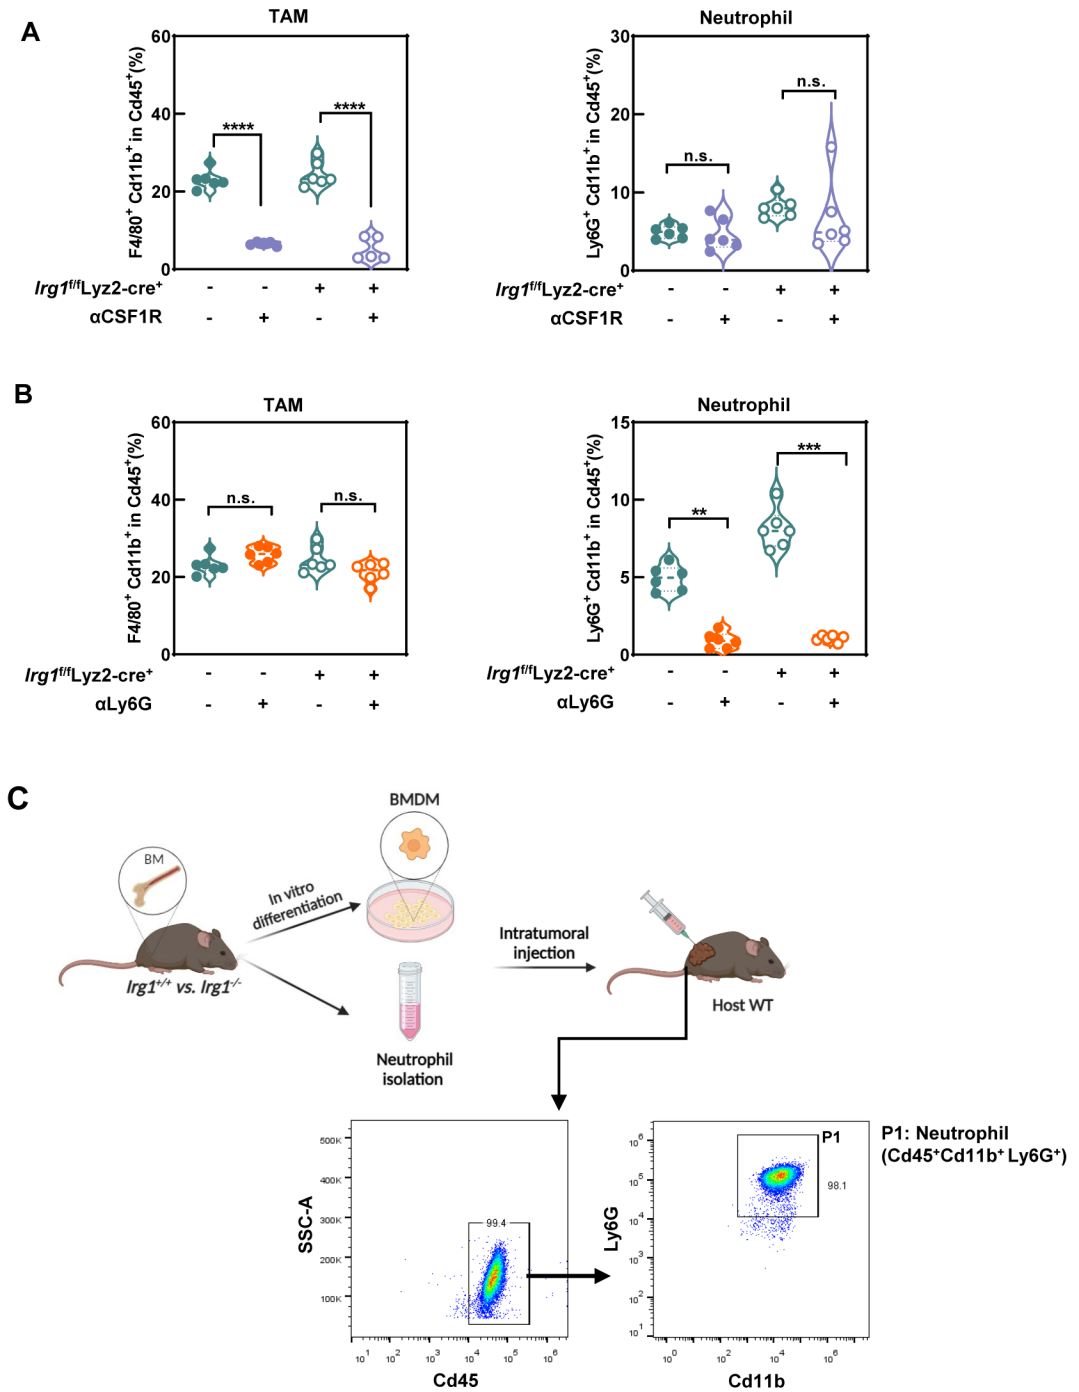

**Fig. S13.**  
**KPC pancreatic tumors are resistant to anti-PD1 immunotherapy**

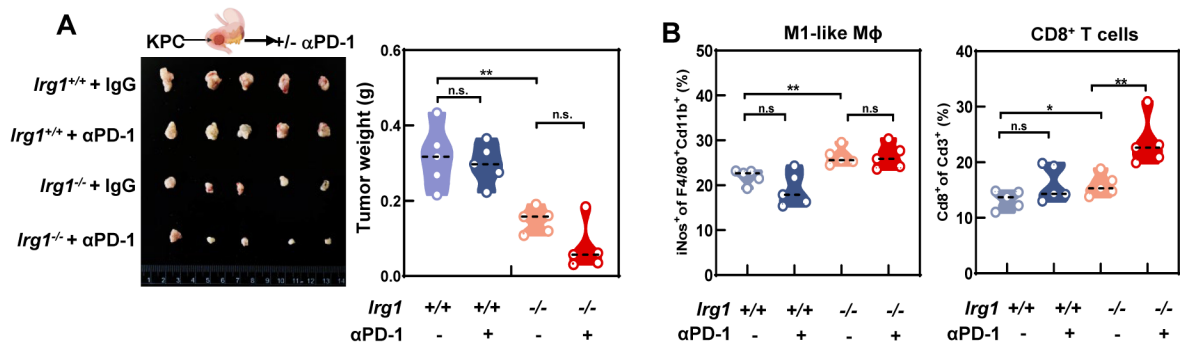

**Fig. S14.**  
**Irg1 cannot affect the macrophage recruitment into KPC tumors**

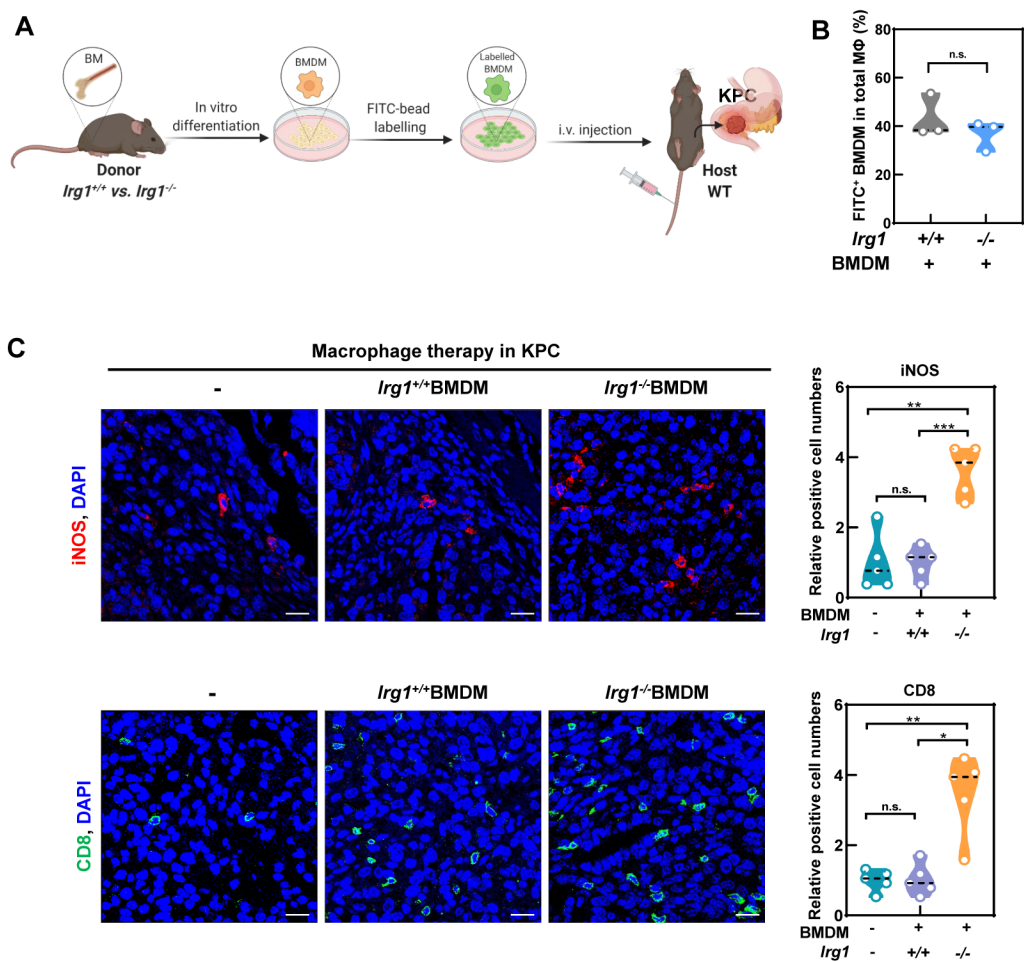

**Fig. S15.**  
**Targeting *Irg1* in TAMs may reduce angiogenesis in KPC tumors**

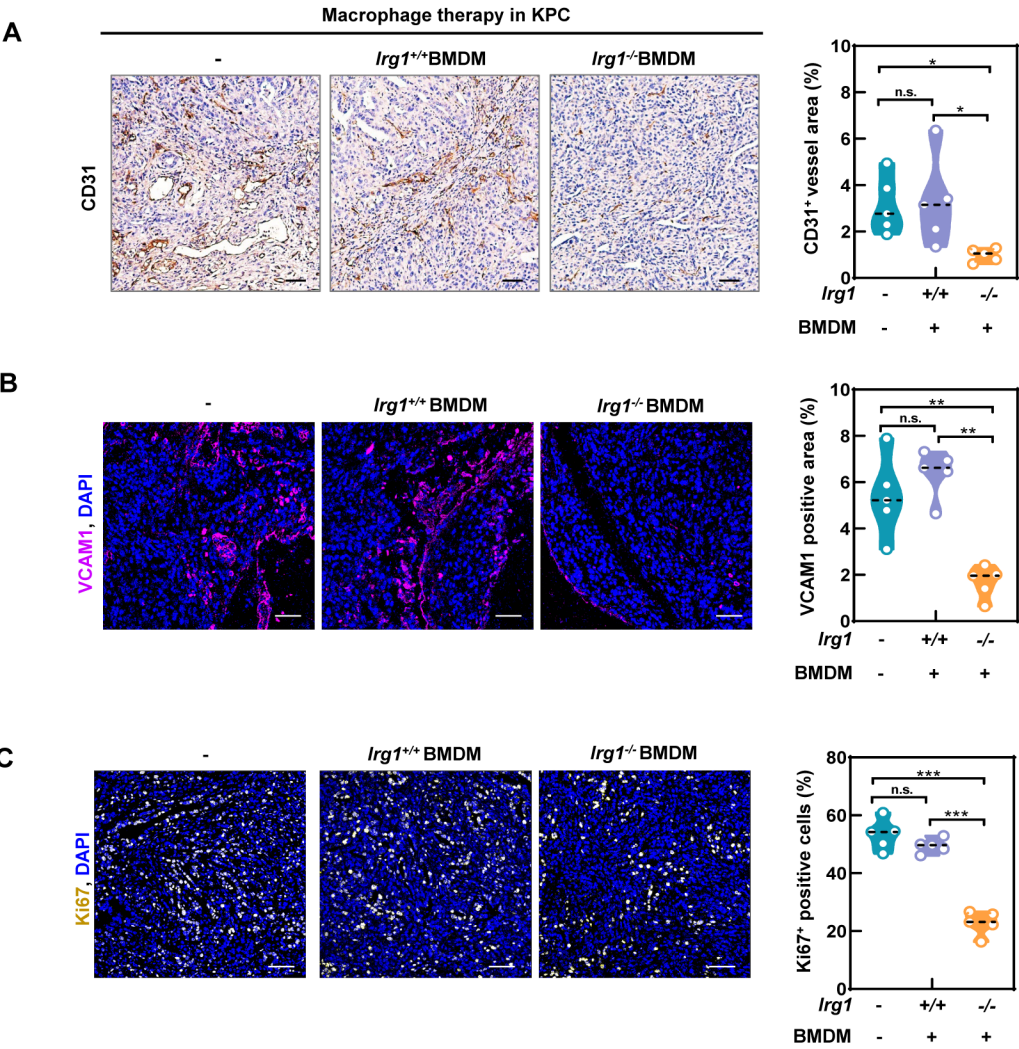

**Fig. S16.**  
**Irg1 acts as a master controller of macrophage antitumor activity**

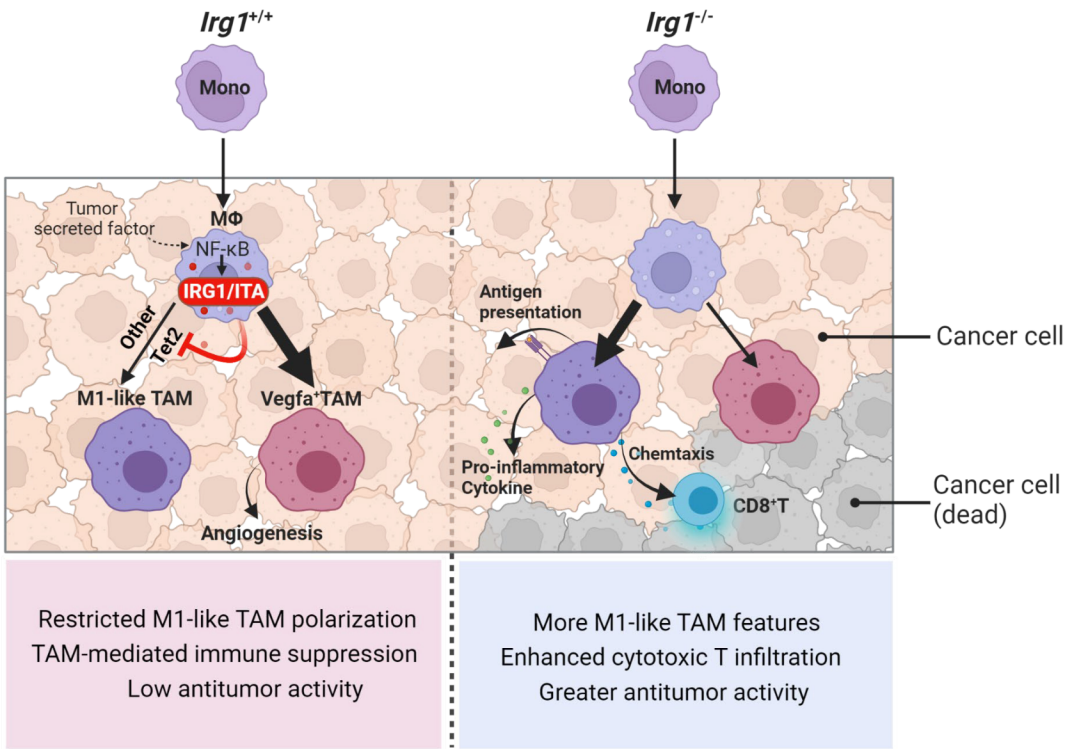

**Table S1. The general information of the scRNA-seq**

| <b>Sample</b>                                  | <b>Irg1<sup>+/+</sup></b> | <b>Irg1<sup>-/-</sup></b> |
|------------------------------------------------|---------------------------|---------------------------|
| Estimated Number of Cells                      | 6408                      | 5896                      |
| Fraction Reads in Cells                        | 0.8909                    | 0.9026                    |
| Median Genes per Cell                          | 1993                      | 1971                      |
| Total Genes Detected                           | 19050                     | 18601                     |
| Median UMI Counts per Cell                     | 4560                      | 4635                      |
| Confidently Mapping Reads per Cell             | 23007.29                  | 24449.64                  |
| Reads Mapped Confidently to Genome             | 0.8548                    | 0.8512                    |
| Reads Mapped Confidently to Intergenic Regions | 0.0318                    | 0.0362                    |
| Reads Mapped Confidently to Intronic Regions   | 0.0704                    | 0.0704                    |
| Reads Mapped Confidently to Exonic Regions     | 0.7526                    | 0.7446                    |
| Sequencing Saturation                          | 0.6438                    | 0.6727                    |
| MappedReadsPerCells                            | 23007.29                  | 24449.64                  |
| FractionKept                                   | 1                         | 0.941                     |

**Table S2. Clinical characteristics of the 34 HCC patients**

| Number    | Origin              | Treatment response | Age | Gender |        | Liver cancer staging * | Liver cirrhosis | Tumor diameter, cm     | Lymphoid metastasis | MMI | Differentiation | HBsAg | AFP, ng/mL |     | ALT, U/L | AST, U/L | GGT, U/L |
|-----------|---------------------|--------------------|-----|--------|--------|------------------------|-----------------|------------------------|---------------------|-----|-----------------|-------|------------|-----|----------|----------|----------|
|           |                     |                    |     | Male   | Female |                        |                 |                        |                     |     |                 |       | <20        | ≥20 |          |          |          |
| 133       | Zhongshan hospital  | √                  | 52  | √      |        | IIa                    | x               | 3.53±2.11              | x                   | √   | II              | √     |            | √   | 65       | 67       | 43       |
| 136       | Zhongshan hospital  | x                  | 58  | √      |        | IIa                    | x               | 1.1                    | x                   | x   | II              | √     |            | √   | 44       | 68       | 55       |
| 139       | Zhongshan hospital  | x                  | 69  | √      |        | IIa                    | x               | 1.1                    | x                   | x   | II              | √     |            | √   | 78       | 56       | 46       |
| 144       | Zhongshan hospital  | x                  | 44  |        | √      | IIa                    | x               | 3.83,5.3, 2.1,5.1,5    | x                   | x   | II              | √     |            | √   | 88       | 89       | 56       |
| 147       | Zhongshan hospital  | x                  | 51  | √      |        | IIa                    | x               | 2.1,6.1,4              | x                   | x   | II              | √     |            | √   | 89       | 99       | 78       |
| 148       | Zhongshan hospital  | √                  | 68  | √      |        |                        | √               | 2.3,1                  | x                   | √   | III             | x     |            | √   | 89       | 76       | 65       |
| 149       | Zhongshan hospital  | x                  | 48  | √      |        | IIb                    | x               | 1,1                    | x                   | √   | II              | √     |            | √   | 77       | 79       | 45       |
| 150       | Zhongshan hospital  | x                  | 62  | √      |        | IIa                    | x               | 3.2,5.2                | x                   | √   | I               | √     | √          |     | 78       | 87       | 43       |
| 151       | Zhongshan hospital  | x                  | 71  |        | √      | IIb                    | x               | 2.5,2.5,2, 1.5,1.5,0.8 | x                   | x   | II              | √     | √          |     | 98       | 88       | 67       |
| 153       | Zhongshan hospital  | x                  | 66  | √      |        | IIa                    | x               | 1                      | x                   | x   | I               | √     |            | √   | 68       | 89       | 65       |
| 154       | Zhongshan hospital  | x                  | 68  | √      |        | IIa                    | √               | 1.3                    | x                   | x   | II              | x     |            | √   | 99       | 76       | 76       |
| 155       | Zhongshan hospital  | √                  | 52  | √      |        | IIa                    | x               | 2                      | x                   | x   | II              | √     |            | √   | 66       | 69       | 74       |
| 156       | Zhongshan hospital  | √                  | 73  | √      |        | IIb                    | x               | 6.5,5.4,7              | x                   | x   | II              | x     |            | √   | 88       | 77       | 43       |
| 157       | Zhong shan hospital | √                  | 58  |        | √      | IIa                    | x               | 3.5,3.2,5              | x                   | x   | II              | √     |            | √   | 86       | 79       | 56       |
|           |                     |                    |     |        |        |                        |                 |                        |                     |     |                 |       |            |     |          |          |          |
|           |                     |                    |     |        |        |                        |                 |                        |                     |     |                 |       |            |     |          |          |          |
|           | Zhongshan hospital  | √                  | 65  |        |        | IIb                    | √               | 5.4,3                  | x                   | x   | III             | √     |            | √   | 42       | 44       | 34       |
| D19-00701 | Huashan hospital    | √                  | 58  | √      |        | C                      | √               | 12                     | √                   | NE  | NE              | √     |            | √   | 87       | 182      | 230      |
| D19-01658 | Huashan hospital    | √                  | 42  | √      |        | B                      | √               | 8.3                    | x                   | √   | II              | √     |            | √   | 368      | 132      | 705      |
| D19-01888 | Huashan hospital    | x                  | 72  |        | √      |                        | √               | 7.5                    | x                   | x   | II              | x     |            | √   | 227      | 290      | 40       |
| D19-02171 | Huashan hospital    | √                  | 65  | √      |        | C                      | √               | 10                     | x                   | √   | II-III          | √     |            | √   | 42       | 45       | 204      |
| D19-02434 | Huashan hospital    | x                  | 48  | √      |        | B                      | √               | 8                      | x                   | √   | II              | √     |            | √   | 24       | 42       | 156      |
| D19-02922 | Huashan hospital    | √                  | 59  | √      |        | C                      | x               | 4                      | x                   | √   | II              | √     |            | √   | 404      | 312      | 89       |
| D19-03153 | Huashan hospital    | √                  | 45  | √      |        | B                      | x               | 12                     | x                   | √   | II              | √     |            | √   | 59       | 128      | 97       |
| D20-01092 | Huashan hospital    | √                  | 53  | √      |        | B                      | x               | 5.5                    | x                   | √   | III             | x     |            | √   | 24       | 20       | 27       |
| D20-01959 | Huashan hospital    | √                  | 55  | √      |        | B                      | x               | 8.5                    | x                   | √   | III             | √     |            | √   | 83       | 97       | 172      |
| D20-02757 | Huashan hospital    | √                  | 62  |        | √      | B                      | x               | 4.0,8                  | x                   | √   | II-III          | √     |            | √   | 28       | 47       | 65       |
| D21-00203 | Huashan hospital    | x                  | 43  | √      |        | C                      | √               | 14                     | x                   | √   | III             | √     |            | √   | 24       | 47       | 133      |
| D21-00389 | Huashan hospital    | √                  | 48  | √      |        | B                      | √               | 6                      | x                   | √   | III             | √     |            | √   | 26       | 24       | 57       |
| D21-00523 | Huashan hospital    | √                  | 69  | √      |        | B                      | √               | 9                      | x                   | √   | II              | √     |            | √   | 51       | 42       | 53       |
| D21-01027 | Huashan hospital    | √                  | 58  | √      |        | C                      | √               | 12                     | √                   | NE  | NE              | √     |            | √   | 87       | 182      | 230      |
| D21-02363 | Huashan hospital    | √                  | 44  | √      |        | C                      | √               | 7.8                    | x                   | √   | II              | √     | √          |     | 36       | 24       | 117      |
| D22-00128 | Huashan hospital    | √                  | 75  |        | √      | C                      | √               | 6.5                    | x                   | NE  | NE              | √     |            | √   | 66       | 66       | 577      |
| D22-01461 | Huashan hospital    | √                  | 72  | √      |        | B                      | x               | 17                     | x                   | NE  | I               | x     |            | √   | 29       | 19       | 119      |
| D20-00806 | Huashan hospital    | √                  | 61  | √      |        | B                      | √               | 6.3                    | x                   | √   | NE              | √     |            |     | 42       | 58       | 61       |

\*BCLC stage: Zhongshan hospital evaluate the patients by China liver cancer staging; Huashan hospital evaluate the patients by Barcelona Clinic Liver Cancer staging.

NE: Not evaluated

MVI: Microvascular invasion

HBsAg: Hepatitis B surface antigen

AFP: alpha-fetoprotein

ALT: Alanine Transaminase

**Table S3. Sequences of primers used in this study**

| Gene                             | Sequence                  | Application | Species |
|----------------------------------|---------------------------|-------------|---------|
| <i>Irg1-F</i>                    | AGTTTCTGGCCTCGACCTG       | qRT-PCR     | MUS     |
| <i>Irg1-R</i>                    | AGAGGGAGGGTGAATCTCT       | qRT-PCR     | MUS     |
| <i>Il-1<math>\beta</math>-F</i>  | CAACCAACACGTGATATTCTCCATG | qRT-PCR     | MUS     |
| <i>Il-1<math>\beta</math>-R</i>  | GATCCACACTCTCCAGCTGCA     | qRT-PCR     | MUS     |
| <i>Il6-F</i>                     | TCCATCCAGTTGCCTTCTTG      | qRT-PCR     | MUS     |
| <i>Il6-R</i>                     | TTCCACGATTTCCAGAGAA       | qRT-PCR     | MUS     |
| <i>Tnfa-F</i>                    | ACCCACGGCTCCACCCTCTC      | qRT-PCR     | MUS     |
| <i>Tnfa-R</i>                    | CCCTCTGGGGGCCGATCACT      | qRT-PCR     | MUS     |
| <i>Cd206-F</i>                   | CTCTGTTTCAGCTATTGGACGC    | qRT-PCR     | MUS     |
| <i>Cd206-R</i>                   | CGGAATTTCTGGGATTCAGCTTC   | qRT-PCR     | MUS     |
| <i>Cd80-F</i>                    | ACCCCCAACATAACTGAGTCT     | qRT-PCR     | MUS     |
| <i>Cd80-R</i>                    | TTCCAACCAAGAGAAGCGAGG     | qRT-PCR     | MUS     |
| <i>Cd86-F</i>                    | TGTTTCCGTGGAGACGCAAG      | qRT-PCR     | MUS     |
| <i>Cd86-R</i>                    | TTGAGCCTTTGTAAATGGGCA     | qRT-PCR     | MUS     |
| <i>Rn18S-F</i>                   | CGCGGTTCTATTTTGTGGT       | qRT-PCR     | MUS     |
| <i>Rn18S-R</i>                   | AGTCGGCATCGTTTATGGTC      | qRT-PCR     | MUS     |
| <i>Arg1-F</i>                    | CTCCAAGCCAAAGTCCTTAGAG    | qRT-PCR     | MUS     |
| <i>Arg1-R</i>                    | AGGAGCTGTCATTAGGGACATC    | qRT-PCR     | MUS     |
| <i>Ym1-F</i>                     | AGAAGGGAGTTTCAAACCTGGT    | qRT-PCR     | MUS     |
| <i>Ym1-R</i>                     | GTCTTGCTCATGTGTGAAGTGA    | qRT-PCR     | MUS     |
| <i>Hif1<math>\alpha</math>-F</i> | ACCTTCATCGGAACTCCAAG      | qRT-PCR     | MUS     |
| <i>Hif1<math>\alpha</math>-R</i> | CTGTTAGGCTGGGAAAAGTTAGG   | qRT-PCR     | MUS     |
| <i>iNos-F</i>                    | GTTCTCAGCCCAACAATACAAGA   | qRT-PCR     | MUS     |
| <i>iNos-R</i>                    | GTGGACGGGTCGATGTCAC       | qRT-PCR     | MUS     |
| <i>Ccl2-F</i>                    | TAAAAACCTGGATCGGAACCAAA   | qRT-PCR     | MUS     |
| <i>Ccl2-R</i>                    | GCATTAGCTTCAGATTACGGGT    | qRT-PCR     | MUS     |
| <i>Ccl3-F</i>                    | TTCTCTGTACCATGACACTCTGC   | qRT-PCR     | MUS     |
| <i>Ccl3-R</i>                    | CGTGGAATCTTCCGGCTGTAG     | qRT-PCR     | MUS     |
| <i>Ccl4-F</i>                    | TTCCTGCTGTTTCTTACACCT     | qRT-PCR     | MUS     |
| <i>Ccl4-R</i>                    | CTGTCTGCCTCTTTGGTCAG      | qRT-PCR     | MUS     |
| <i>Ccl5-F</i>                    | GCTGCTTTGCCTACCTCTCC      | qRT-PCR     | MUS     |
| <i>Ccl5-R</i>                    | TCGAGTGACAAACACGACTGC     | qRT-PCR     | MUS     |
| <i>Cxcl9-F</i>                   | GAGCAGTGTGGAGTTCGAGG      | qRT-PCR     | MUS     |
| <i>Cxcl9-R</i>                   | TCCGGATCTAGGCAGGTTTG      | qRT-PCR     | MUS     |
| <i>Cxcl10-F</i>                  | AATGAGGGCCATAGGGAAGC      | qRT-PCR     | MUS     |
| <i>Cxcl10-R</i>                  | AGCCATCCACTGGGTAAAGG      | qRT-PCR     | MUS     |
| <i>Ox40-F</i>                    | TACCTACCCCAGTGGTCACAA     | qRT-PCR     | MUS     |
| <i>Ox40-R</i>                    | ACGGATGACATAGAGTATCCCTG   | qRT-PCR     | MUS     |
| <i>Icosl-F</i>                   | TAAAGTGTCCCTGTTTGTGTCC    | qRT-PCR     | MUS     |
| <i>Icosl-R</i>                   | ATTGCACCGACTTCAGTCTCT     | qRT-PCR     | MUS     |

|                  |                          |             |     |
|------------------|--------------------------|-------------|-----|
| <i>Cd40-F</i>    | TGTCATCTGTGAAAAGGTGGTC   | qRT-PCR     | MUS |
| <i>Cd40-R</i>    | ACTGGAGCAGCGGTGTTATG     | qRT-PCR     | MUS |
| <i>Icam1-F</i>   | GTGATGCTCAGGTATCCATCCA   | qRT-PCR     | MUS |
| <i>Icam1-R</i>   | CACAGTTCTCAAAGCACAGCG    | qRT-PCR     | MUS |
| <i>Ifna2-F</i>   | TACTCAGCAGACCTTGAACCT    | qRT-PCR     | MUS |
| <i>Ifna2-R</i>   | CAGTCTTGGCAGCAAGTTGAC    | qRT-PCR     | MUS |
| <i>Ifnb1-F</i>   | CAGCTCCAAGAAAGGACGAAC    | qRT-PCR     | MUS |
| <i>Ifnb1-R</i>   | GGCAGTGTAACCTTCTGTCAT    | qRT-PCR     | MUS |
| <i>Il27-F</i>    | CTGTTGCTGCTACCCTTGCTT    | qRT-PCR     | MUS |
| <i>Il27-R</i>    | CACTCCTGGCAATCGAGATTC    | qRT-PCR     | MUS |
| <i>Il23a-F</i>   | ATGCTGGATTGCAGAGCAGTA    | qRT-PCR     | MUS |
| <i>Il23a-R</i>   | ACGGGGCACATTATTTTGTAGTCT | qRT-PCR     | MUS |
| <i>Atf3-F</i>    | GAGGATTTTGCTAACCTGACACC  | qRT-PCR     | MUS |
| <i>Atf3-R</i>    | TTGACGGTAACTGACTCCAGC    | qRT-PCR     | MUS |
| <i>Atf4-F</i>    | ATGGCGCTCTTCACGAAATC     | qRT-PCR     | MUS |
| <i>Atf4-R</i>    | ACTGGTCGAAGGGGTCATCAA    | qRT-PCR     | MUS |
| <i>Bhlhe40-F</i> | ACGGAGACCTGTCAGGGATG     | qRT-PCR     | MUS |
| <i>Bhlhe40-R</i> | GGCAGTTTGTAAGTTTCCTTGC   | qRT-PCR     | MUS |
| <i>Cd274-F</i>   | GCTCCAAAGGACTTGACGTG     | qRT-PCR     | MUS |
| <i>Cd274-R</i>   | TGATCTGAAGGGCAGCATTTTC   | qRT-PCR     | MUS |
| <i>Hilpda -F</i> | TGCTGGGCATCATGTTGACC     | qRT-PCR     | MUS |
| <i>Hilpda -R</i> | TGACCCCTCGTGATCCAGG      | qRT-PCR     | MUS |
| <i>Clec4d-F</i>  | ACCCGACATCCCAACTGAT      | qRT-PCR     | MUS |
| <i>Clec4d-R</i>  | CTCTCGTCCAGCGTAAAAAGT    | qRT-PCR     | MUS |
| <i>Ero1l-F</i>   | TTCTGCCAGGTTAGTGTTACC    | qRT-PCR     | MUS |
| <i>Ero1l-R</i>   | GTTTGACGGCACAGTCTCTTC    | qRT-PCR     | MUS |
| <i>Hmox1-F</i>   | AAGCCGAGAATGCTGAGTTCA    | qRT-PCR     | MUS |
| <i>Hmox1-R</i>   | GCCGTGTAGATATGGTACAAGGA  | qRT-PCR     | MUS |
| <i>Sgk1 -F</i>   | CTGCTCGAAGCACCTTACC      | qRT-PCR     | MUS |
| <i>Sgk1 -R</i>   | TCCTGAGGATGGGACATTTTCA   | qRT-PCR     | MUS |
| <i>Spp1-F</i>    | AGCAAGAACTCTTCCAAGCAA    | qRT-PCR     | MUS |
| <i>Spp1-R</i>    | GTGAGATTCGTCAGATTCATCCG  | qRT-PCR     | MUS |
| <i>Vegfa-F</i>   | GCACATAGAGAGAATGAGCTTCC  | qRT-PCR     | MUS |
| <i>Vegfa-R</i>   | CTCCGCTCTGAACAAGGCT      | qRT-PCR     | MUS |
| <i>Mmp12 -F</i>  | GAGTCCAGCCACCAACATTAC    | qRT-PCR     | MUS |
| <i>Mmp12 -R</i>  | GCGAAGTGGGTCAAAGACAG     | qRT-PCR     | MUS |
| <i>Ccl2-F</i>    | TGGAACACCCGAGGGCTCT      | hMeDIP-qPCR | MUS |
| <i>Ccl2-R</i>    | CCTTCCTCCCGTCTGGCTCT     | hMeDIP-qPCR | MUS |
| <i>Ccl3-F</i>    | AGTCTCAGCTCTCAACTCGT     | hMeDIP-qPCR | MUS |
| <i>Ccl3-R</i>    | CACAGCTATTCTTCATGTGGT    | hMeDIP-qPCR | MUS |
| <i>Ccl4-F</i>    | GGTTCACAACCCCTTCTCT      | hMeDIP-qPCR | MUS |
| <i>Ccl4-R</i>    | GGTTGCAGGAAGGAAAACGGAAT  | hMeDIP-qPCR | MUS |
| <i>Ccl5-F</i>    | ACTTACATGGTGAGGCAGGT     | hMeDIP-qPCR | MUS |

|                                 |                           |             |      |
|---------------------------------|---------------------------|-------------|------|
| <i>Ccl5-R</i>                   | GTGGAAACTCCCAAGTCCT       | hMeDIP-qPCR | MUS  |
| <i>Il6-F</i>                    | CATCAAGACATGCTCAAGTGCT    | hMeDIP-qPCR | MUS  |
| <i>Il6-R</i>                    | ACTCATGGGAAAATCCACAT      | hMeDIP-qPCR | MUS  |
| <i>Il-1<math>\beta</math>-F</i> | CAGGGTTTGTGTCCAATTGT      | hMeDIP-qPCR | MUS  |
| <i>Il-1<math>\beta</math>-R</i> | CGATGACACACTTGCGAATGT     | hMeDIP-qPCR | MUS  |
| <i>Cxcl9-F</i>                  | GAGGAAAAGAACAGCGGACT      | hMeDIP-qPCR | MUS  |
| <i>Cxcl9-R</i>                  | CCAGGACGATCAATTTGTGGT     | hMeDIP-qPCR | MUS  |
| <i>Cxcl10-F</i>                 | CGGAAGGTTGGCTCGGGAT       | hMeDIP-qPCR | MUS  |
| <i>Cxcl10-R</i>                 | CACAATAAACACAAGCAATGCCCT  | hMeDIP-qPCR | MUS  |
| <i>Irg1-F</i>                   | AATGGGCTGTCTGTGAGA        | ChIP-qPCR   | MUS  |
| <i>Irg1-R</i>                   | CCAGGTCTGTCCCTTTCAC       | ChIP-qPCR   | MUS  |
| <i>ACOD1-F</i>                  | TGGGGCCTTTTATGCCAACT      | qRT-PCR     | HOMO |
| <i>ACOD1-R</i>                  | CTCACCTGTGGCCTGTTGAT      | qRT-PCR     | HOMO |
| <i>ACTIN-F</i>                  | GCCGACAGGATGCAGAAGGAGATCA | qRT-PCR     | HOMO |
| <i>ACTIN-R</i>                  | AAGCATTTGCGGTGGACGATGGA   | qRT-PCR     | HOMO |
| <i>CCL2-F</i>                   | CAGCCAGATGCAATCAATGCC     | qRT-PCR     | HOMO |
| <i>CCL2-R</i>                   | TGGAATCCTGAACCCACTTCT     | qRT-PCR     | HOMO |
| <i>CCL3-F</i>                   | AGTTCTCTGCATCACTTGCTG     | qRT-PCR     | HOMO |
| <i>CCL3-R</i>                   | CGGCTTCGCTTGTTAGGAA       | qRT-PCR     | HOMO |
| <i>CCL4-F</i>                   | CTGTGCTGATCCCAGTGAATC     | qRT-PCR     | HOMO |
| <i>CCL4-R</i>                   | TCAGTTCAGTTCAGGTCATACA    | qRT-PCR     | HOMO |
| <i>CCL5-F</i>                   | CCAGCAGTCGTCTTTGTAC       | qRT-PCR     | HOMO |
| <i>CCL5-R</i>                   | CTCTGGGTTGGCACACACTT      | qRT-PCR     | HOMO |
| <i>CXCL9-F</i>                  | CCAGTAGTGAGAAAGGGTCGC     | qRT-PCR     | HOMO |
| <i>CXCL9-R</i>                  | AGGGCTTGGGGCAAATTGTT      | qRT-PCR     | HOMO |
| <i>CXCL10-F</i>                 | GTGGCATTCAAGGAGTACCTC     | qRT-PCR     | HOMO |
| <i>CXCL10-R</i>                 | TGATGGCCTTCGATTCTGGATT    | qRT-PCR     | HOMO |

How the deposited data were processed for this re-analysis (not part of the article)

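The data are 2 single-cell RNA-seq libraries of Cd45+ cells from B16-F10 melanoma, labelled *Irg1*+/+ and *Irg1*-/-, each made from the pooled tumors of 3 mice. The counts are raw UMI counts per gene and cell as deposited by the authors, who made them from reads trimmed with fastp, barcodes listed with UMI-tools and alignment with STAR to the mouse genome of Ensembl release 100. Both files list the same 31253 genes. Positions were taken from GENCODE mouse release 21 (GRCm38), in which 31107 of the identifiers are found. Nothing about the genotype was read from the counts: the conditions are those of the labels. *Acod1* (*Irg1*) had UMIs in both libraries.

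Cells with over 200 genes and under 10% mitochondrial UMIs were kept, and mitochondrial genes were then left out. The genes with a UMI numbered 19050 and 18601 before these filters. The kept cells had medians of 4645.5 and 4703 UMIs with the mitochondrial genes, and of 4528 and 4594.5 without them. Clustering of all cells followed the methods, in Seurat 5.3.0 under R 4.3.3, where the study used an earlier release, with regression on the UMI count and the mitochondrial share, and the MΦ and monocyte-like cells were clustered again. In this second clustering 98 genes under comparison were kept out of the variable genes. The methods do not do so, and clustering with all variable genes, the setting nearest to the study's, is given as an alternative. Doublets were kept, since the paper names no step for them. Scrublet's own threshold called 0 cells in either library, so this caller did not work on these data, and the top 5% of its scores (287 and 274 cells) were left out as an alternative only.

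Marker genes of the cell types and subsets were written down before the data were examined, as were the comparisons, the alternatives, the lists of genes and the rule for naming genes. The rule that turns markers into names was set after the clusters had been seen. A cluster takes the class with the highest mean z score of its markers, at least 0.5, where scores within 0.05 are settled by the leading genes. It stays without a name if fewer than 3 markers are raised and detected in a share of 0.1 of its cells, if another class of the same level has more markers among its 10 genes with the largest fold, or if its depth is low and no marker of its own is among them. Markers of any class, tumor cells and lymphocytes included, count against the name of a subset. A first version of this rule had no settlement by leading genes and counted subset markers against the names of cell types, so that a monocyte cluster was left without a name because of its own monocyte markers. It was revised for this reason, after its names and shares had been seen, and its values are given as an added alternative. The shares of clusters without a name are given for each library. Names are written as "like", and the study's cells may have been named otherwise.

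UMIs were summed over the cells of each class and library and given as CPM with exact Poisson intervals, and shares of cells with Clopper-Pearson intervals. Log2 ratios and folds used a pseudocount of 0.5 UMIs. With 1 library per genotype there was no test, no p-value and no count of changed genes. Intervals cover counting error only. For lists, genes with at least 20 UMIs over both libraries were counted, the median log2 ratio was given with an interval from 1000 redrawn counts, and its percentile among 10000 random lists of the same size matched in 20 bins of expression. The lists were type I and type II interferon response, antigen presentation via MHC class I and class II, chemokine signaling, cytokine production, positive regulation of T cell migration, glycolysis, the genes of fig. S9F, the proinflammatory and anti-inflammatory panels of Fig. 3D, dissociation stress, ribosomal proteins, immunoglobulin, hemoglobin, B16-F10 melanocyte genes and Y-linked genes. A gene chosen as a marker of mouse strain is not listed in the files. Named genes are every gene the text names for these data or that is labelled in Figs. 2B, 2D, 3B, S6B and S7A, and the 3 highest and 3 lowest log2 ratios in MΦ and monocyte-like, Vcan+ monocyte-like and proinflammatory macrophage-like cells, among genes with at least 100 UMIs over both libraries and a UMI in at least 10% of the cells of either.

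The steps from counts to ratios and percentiles were tested on simulated counts with known changes. In Vcan+ monocyte-like cells 99.5% of 200 changed genes had the right sign and 95.5% of their intervals held the true value, and 3 of 40 unchanged lists fell outside the middle of the random lists. In proinflammatory macrophage-like cells these values were 100%, 94.5% and 3, and in MΦ and monocyte-like cells 99.0%, 97.0% and 2. Pseudotime was computed with scanpy 1.11.5 (Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1), with 10 diffusion components. TMM factors came from edgeR 4.0.16.

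Alternatives were a stricter filter on cells, doublet scores, resolution, principal components, the genes used for clustering, thinning of cells to 2000 UMIs, TMM scaling, the mean of each cell's CPM, other minimum counts and pseudocounts, equal weight for subsets, and the root and components of the pseudotime. The leading-gene test statistics of the study, its ssGSEA scores and its KEGG analysis were not repeated, because cells are not replicates and the sets are not in the files. Experiments of the paper other than these libraries were left out, since they have no file here.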

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

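The tests reported in this part were chosen after the results had been seen, and the comparison between subsets was not tested, since each genotype has 1 library.

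*Acod1* UMIs in the library labelled *Irg1*-/-. The gene that the knockout targets had 3805 UMIs in that library, where the design calls for few or none. A swap of the 2 labels would leave the library labelled *Irg1*+/+ without the transcript if the targeted allele gave none, and it had 3696 UMIs, but with an allele whose transcript remains a swap cannot be told apart from correct labels. Free RNA from other cells would spread over all types alike, but in the library labelled *Irg1*-/- neutrophil-like cells had 73.8 times the CPM of T, NK and B cell-like cells. No other gene of the annotation overlaps *Acod1* (0 genes), so reads of such a gene are not the source. A candidate explanation is a targeted allele whose transcript keeps the 3′ end that these libraries read, in which case UMIs remain although no protein is made. The log2 ratio over all cells, 0.30, cannot be told apart from that of an unchanged allele, because counts per gene hold no exons. Tissue from *Irg1*+/+ mice in both pools stays open too, as the ratio of −0.68 in neutrophil-like cells has no replicate to be measured against. The label of the genotype is the design's own explanation and was not tested by these counts. Outside these counts, the paper describes genotyping of the *Irg1*-/- mice by PCR. It also measured itaconic acid in cells of B16-F10 tumors from both genotypes. It gives neither for these pools by name.

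*Acod1* in eosinophil-like cells. The paper reports the gene in macrophages and neutrophils, and in the *Irg1*+/+ library the eosinophil-like cells had 635.6 CPM in 79 UMIs. Free RNA would bring them near the level of T, NK and B cell-like cells, but they had 26.5 times that level. The cells are shallow, with a median of 703 UMIs, and *Retnlg*, which the paper names for neutrophils, is high in them, so that their identity rests on markers such as *Ccr3* and *Siglecf*. No biological explanation was tested.

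Opposite directions of *Acod1* in subsets. In proinflammatory macrophage-like cells the log2 ratio of *Irg1*-/- over *Irg1*+/+ was 1.07, and in Vegfa+ macrophage-like cells it was −0.38, which flags a difference between groups of cells that the paper does not report. This difference was not tested. Doublets with neutrophil-like cells would need 7.31% of the UMIs to come from them, which would bring *S100a9* to 580 CPM in proinflammatory macrophage-like cells of the library labelled *Irg1*-/-, and it was 25.2 (20.1 to 31.3). Doublets with eosinophil-like cells would need 29.3% and bring *Retnlg* to 1338 CPM, and it was 15.4 (11.4 to 20.3). Free RNA, of which more could come from the larger number of neutrophil-like cells in the library labelled *Irg1*-/-, would raise T, NK and B cell-like cells alike, and their ratio was 0.10. With the mean of each cell's CPM the ratio in Vegfa+ macrophage-like cells was −0.078, and with at least 500 genes −0.68. With the first version of the rule for names it was −0.49 and without the top doublet scores −0.29. The direction of the CPM ratio thus stayed and its size depends on the choice. The share of these cells with a UMI of *Acod1* was within counting error, at 44.0% (39.2 to 48.8) in the *Irg1*+/+ library and 45.4% (38.8 to 52.1) in the other. After thinning it was 29.4% (24.9 to 34.3) and 28.8% (22.8 to 35.4). A different mix of cells under the rebuilt names and a difference in the response of macrophages by genotype stay open.

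*Tpm3-rs7* and other genes far apart between the libraries. *Tpm3-rs7* (chromosome 14 of GRCm38, from 113314608 to 113316754), which the paper does not discuss, had the highest log2 ratio in MΦ and monocyte-like cells, 3.40 (3.20 to 3.60), and 3.56 in T, NK and B cell-like cells. *Gm47283* (annotated on chromosome Y, from 90784738 to 90816464) had −6.18 and −6.98. Free RNA would bring *Tpm3-rs7* to melanocyte-like cells of the library labelled *Irg1*-/- at the CPM of other types, as with *Igha* of B cells (97.3 CPM there and 93.3 in MΦ and monocyte-like cells), but *Tpm3-rs7* had 22.7 CPM (9.13 to 46.8) against 129 (124 to 135). For *Gm47283* free RNA stays open: in the *Irg1*+/+ library the highest type had 1.74 times the median of the others, so that none stands out as a source, but cells that were not captured cannot be seen. A strain or donor variant of the host mice predicts that the injected B16-F10 cells, which are the same line in both libraries, differ far less than the immune cells. In melanocyte-like cells the ratio of *Gm47283* was −0.68 (−2.50 to 0.55), from 38 UMIs in 74 cells and 5 UMIs in 19 cells, and *Tpm3-rs7* had a ratio of 1.64 (−0.015 to 3.16) there, from 10 and 7 UMIs, so the values are consistent with such a variant but rest on few UMIs. Whether it lies in a segment of another strain around *Acod1* cannot be told apart from other differences between the mice: the median absolute log2 ratio of the 21 genes within 10 Mb was 0.25 against 0.16 for other genes, at percentile 97.6, none of the 21 differed 2-fold or more, and *Tpm3-rs7* lies 10.3 Mb from *Acod1*. Of the 42 genes that differed at least 2-fold the same way in MΦ and monocyte-like, dendritic cell-like and T, NK and B cell-like cells, 6 are on the chromosome of *Acod1*, which is 14.3% (5.43 to 28.5) against 3.56% of the compared genes. They are *Tpm3-rs7*, *Cma1*, *Gzmd*, *Gzmf*, *Gzmg* and the melanocyte gene *Dct*, so that free RNA of *Gzmg* and of tumor cells may have a part in this number. The interval treats the genes as independent, but *Gzmd*, *Gzmf* and *Gzmg* belong to the same gene family. *Gzmg* starts at 56156582 on this chromosome, far from *Acod1*. The genotype itself, by design, is not excluded as the cause.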

How the results depend on the processing

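One alternative, the first version of the rule for names, was chosen after the results had been seen, and all others were planned. With 1 library per genotype no replicate could be left out, so "kept" means within the counting interval of the value as reported. The number of clusters of all cells stayed within a factor of 1.5 under all 5 alternatives, and the difference in the share of neutrophil-like cells stayed within its interval under every alternative. Of the share differences of the 9 cell types, 49 of 51 values stayed within their intervals, and 2 moved, both of MΦ and monocyte-like cells, where the difference of −0.053 points became −1.81 with 20 principal components and −7.87 with the first version of the rule for names. No eosinophil-like class was named with at least 500 genes per cell or with 20 principal components, and no melanocyte-like, Itgal+ monocyte-like or proinflammatory macrophage-like class with the first version of the rule, so these have no value. Where a result moved, the cause was not tested, except where the alternative's own construction gives it.

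Shares of MΦ and monocyte-like cells in subsets kept their direction for Vcan+ monocyte-like, proinflammatory macrophage-like, Vegfa+ macrophage-like and Mrc1+ macrophage-like cells under the 9 alternatives that were planned, but many moved in size. With the first version of the rule for names the difference was 1.26 points for Vcan+ monocyte-like and −3.62 for Vegfa+ macrophage-like cells, and it reversed for Mrc1+ macrophage-like cells, to 0.15. That version left out a monocyte cluster by construction, and named 280 and 195 cells Vcan+ monocyte-like cells, of which 93 in total have that name here. The difference for Vcan+ monocyte-like cells was 7.73 points at resolution 0.4, 9.25 at resolution 1.2, 17.0 with 20 principal components, 1.89 with all variable genes, as in the methods, 6.08 without genes that differ at least 1.5-fold between the libraries, 3.61 with each cell thinned to 2000 UMIs and 4.33 as a share of all cells. For proinflammatory macrophage-like cells it was 16.8 after thinning and 2.22 as a share of all cells, and for Vegfa+ macrophage-like cells −12.9 at resolution 1.2, −10.1 with all variable genes and −2.92 as a share of all cells. For Mrc1+ macrophage-like cells it was −5.20 with at least 500 genes, −1.36 at resolution 1.2, −4.04 with 20 principal components, −4.08 with all variable genes, −5.83 without the genes that differ and −3.20 of all cells. A share of all cells has a larger denominator, which by construction makes each difference smaller. With all variable genes, 41.5% and 47.5% of the MΦ and monocyte-like cells had no name, so that the direction for Vcan+ monocyte-like cells, at 15.9% and 17.8%, rests on a smaller part of the cells.

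*Acod1* CPM in the *Irg1*+/+ library moved with the mean of each cell's CPM to 161 in MΦ and monocyte-like, 215 in Vcan+ monocyte-like, 136 in proinflammatory macrophage-like and 73.9 in Mrc1+ macrophage-like cells. The same mean gave 2066 in neutrophil-like and 290 in Vegfa+ macrophage-like cells of the library labelled *Irg1*-/-. It moved with at least 500 genes to 211 in Vcan+ monocyte-like and 74.2 in Mrc1+ macrophage-like cells, and without the top 5% of doublet scores to 204 in Vcan+ monocyte-like, 289 in Vegfa+ macrophage-like and 7.61 in Itgal+ monocyte-like cells, of which 37 were left. In the library labelled *Irg1*-/- it was 170 in Vcan+ monocyte-like and 205 in Vegfa+ macrophage-like cells with at least 500 genes, and 45.9 in Itgal+ monocyte-like cells without the top doublet scores. The first version of the rule gave 241 and 184 in Vcan+ monocyte-like and 232 and 165 in Vegfa+ macrophage-like cells of the libraries labelled *Irg1*+/+ and *Irg1*-/-. Among the log2 ratios of *Acod1*, that in MΦ and monocyte-like cells reversed to −0.061 with the mean of each cell's CPM. With the same mean it moved to −0.48 in neutrophil-like, −0.53 in Vcan+ monocyte-like, −0.078 in Vegfa+ macrophage-like and 0.018 in Mrc1+ macrophage-like cells. It became −0.68 in Vegfa+ macrophage-like and −0.042 in Itgal+ monocyte-like cells with at least 500 genes, and 2.15 in Itgal+ monocyte-like cells without the top doublet scores.

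Medians of lists in MΦ and monocyte-like cells moved with TMM scaling to 0.33 for MHC class I, 0.21 for MHC class II, 0.093 for chemokine signaling and 0.15 for T cell migration. This scaling adds one constant to all genes of a comparison. With the mean of each cell's CPM they were 0.25, 0.072 and 0.023 for MHC class I, MHC class II and T cell migration, and −0.24 for cytokine production. At equal weight of the subsets (planned for 6 subsets, of which 5 were named) they were 0.18, 0.028, −0.015 for chemokine signaling and 0.0013 for T cell migration, and the median of cytokine production reversed to 0.015. Within subsets the class II median was 0.25 in Vcan+ monocyte-like, 0.26 in Vegfa+ macrophage-like and 0.20 in Mrc1+ macrophage-like cells, and −0.36 in Itgal+ monocyte-like cells. The type I interferon list in Vcan+ monocyte-like cells moved to 0.67 with TMM scaling, 0.52 without the top doublet scores, 0.46 with all variable genes and 0.094 with the first version of the rule, in the same direction but far smaller in the last. Both antigen presentation lists in proinflammatory macrophage-like cells stayed within their intervals wherever the subset was named.

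With all variable genes, 3 further values reversed: *Retnla* in Mrc1+ macrophage-like cells of the *Irg1*+/+ library (−0.12), *Gpnmb* in Vcan+ monocyte-like cells (0.46) and the MHC class II list in Vcan+ monocyte-like cells (−0.088). Median pseudotime ranks moved with the root in Itgal+ monocyte-like cells to 17.7%, 4.59% and 85.2% for Vcan+ monocyte-like, Itgal+ monocyte-like and Mrc1+ macrophage-like cells. With 20 principal components they were 16.4%, 80.1%, 47.6%, 69.8% and 80.3% for Vcan+ monocyte-like, Itgal+ monocyte-like, proinflammatory macrophage-like, Vegfa+ macrophage-like and Mrc1+ macrophage-like cells, so the place of the Itgal+ monocyte-like cells depends on this choice. Over all values of each kind 81 of 104 folds of subset genes, 27 of 89 ratios of named genes, 35 of 133 medians of lists, 21 of 64 *Acod1* CPM values, 9 of 32 *Acod1* ratios and 8 of 10 pseudotime ranks moved out of their intervals, and 1 fold, 1 named gene, 2 medians and 1 *Acod1* ratio reversed besides. Some that moved also changed their sign. Besides the ratio in Itgal+ monocyte-like cells and the chemokine list in MΦ and monocyte-like cells, the *Acod1* ratio of T, NK and B cell-like cells, 0.10, changed its sign to −0.26 with the mean of each cell's CPM. Other medians of lists that did so were, with TMM scaling, chemokine signaling (0.046) and T cell migration (0.050) in Vcan+ monocyte-like cells and chemokine signaling in proinflammatory macrophage-like cells (0.041), and with the first version of the rule, cytokine production in Vcan+ monocyte-like cells (−0.20). The number of cells limits the Itgal+ monocyte-like cells (141 and 133), and depth limits the thinned eosinophil-like cells, of which 3 and 1 were left.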

Differences from the paper's values

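The names of subsets were rebuilt from markers, and differences in cell numbers may come from that. Among the alternatives, the first version of the rule for names was chosen after the results had been seen. The cell numbers of the Vcan+ monocyte-like, Vegfa+ macrophage-like and Mrc1+ macrophage-like subsets as reported were within a factor of 1.5 of those in Fig. 2C, read by eye, but left it under several alternatives. Vcan+ monocyte-like cells (461 and 676, the paper's about 360 and about 700) numbered 295 in the library labelled *Irg1*-/- at resolution 1.2, 377 with all variable genes, 284 without the genes that differ between the libraries, 219 with thinning and 195 with the first version of the rule, and in the *Irg1*+/+ library 760 at resolution 0.4, 112 at resolution 1.2, 169 without the genes that differ and 157 with thinning. Vegfa+ macrophage-like cells (430 and 227, the paper's about 540 and about 260) left it with thinning (317 and 168), with the first version (315 and 165) and in the library labelled *Irg1*-/- with all variable genes (166). Mrc1+ macrophage-like cells (403 and 186, the paper's about 270 and about 210) left it at resolution 0.4 (610 and 366), in the *Irg1*+/+ library without the top doublet scores (428), without the genes that differ (426), with thinning and with the first version (439 each), and in the library labelled *Irg1*-/- at resolution 1.2 (337) and with 20 principal components (84). In proinflammatory macrophage-like cells, 236 cells of the *Irg1*+/+ library stand against the paper's about 480 in Fig. 2C, read by eye, and 346 cells of the library labelled *Irg1*-/- against the paper's about 540. At resolution 0.4 both numbers fell within a factor of 1.5 of the paper's (358 and 493 cells). The number of the library labelled *Irg1*-/- did so also with at least 500 genes per cell, 20 principal components, all variable genes and thinning (364, 450, 379 and 537), while the number of the *Irg1*+/+ library did so under no other alternative set before the data were examined. For Itgal+ monocyte-like cells, 141 and 133 cells stand against the paper's about 290 and about 240 in Fig. 2C, read by eye. At resolution 0.4 they were 337 and 339, and with thinning to 2000 UMIs 255 and 256, all within the factor. With 20 principal components the number of the library labelled *Irg1*-/-, 168, fell within it and that of the *Irg1*+/+ library, 172, did not, and none of the other alternatives brought either number there.

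The paper reports higher cytokine production scores in monocytes and macrophages of *Irg1*-/- mice. Here the median log2 ratio of a list for this process was −0.15, with 10 of 28 genes higher in the library labelled *Irg1*-/-. The list was written here and is not the study's set. At equal weight of the subsets the median was 0.015. By qRT-PCR of isolated TAMs the paper reports higher proinflammatory and lower anti-inflammatory genes in *Irg1*-/- mice. In MΦ and monocyte-like cells the proinflammatory panel of Fig. 3D had a median of −0.076, with 6 of 14 genes higher, near the median of all genes (−0.058). Its anti-inflammatory panel had −0.40, the paper's direction. The cells and the method are not the same. The paper lists *Spp1* among the genes high in Vegfa+ macrophages, as it was here against the other subsets together. Mrc1+ macrophage-like cells had 922 against 805 CPM in the library labelled *Irg1*-/-. In the *Irg1*+/+ library they had 1354 against 1329 CPM, which is within the counting interval of the latter (1287 to 1372). These values are without TMM scaling. The paper names *Retnla* and *Gatm* for Mrc1+ macrophages. In the *Irg1*+/+ library proinflammatory macrophage-like cells had more of both, 108 against 60.7 and 274 against 254 CPM. The paper places the macrophages after both Vcan+ and Itgal+ monocytes. The median pseudotime rank of Itgal+ monocyte-like cells was 51.7%, with overlap with that of proinflammatory macrophage-like cells. With the root in Itgal+ monocyte-like cells it was 4.59%. By flow cytometry the paper reports more T cells in tumors of *Irg1*-/- mice. T cell-like cells here were 22.3% of the *Irg1*+/+ library and 14.5% of the library labelled *Irg1*-/-, the opposite direction. The flow cytometry was done at a later day and on several mice per group, against 1 library per genotype here.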

Other observations

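Planned before the results were seen were the tests of free RNA, of depth and of doublets for the type I interferon list and of the genes used for clustering. The other tests in this part were chosen after the result had been seen.

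Type I interferon list in Vcan+ monocyte-like cells. Its median log2 ratio between the libraries was 0.58. Free RNA would raise T, NK and B cell-like cells as much, and their median was 0.24 (0.20 to 0.29). A lower depth of the *Irg1*+/+ cells would take the difference away after thinning, and it was 0.44. Doublets stay open: the median was 0.52 without the top 5% of doublet scores, but the caller did not work on these data. A larger part of cells from the interferon-led subcluster would leave no difference within the subclusters, but it was 0.59 (0.52 to 0.64) within the other Vcan+ monocyte-like subcluster and 0.53 within the interferon-led one. All these tests hold the present names. With the first version of the rule for names, chosen as an alternative after the result had been seen, the median was 0.094, so the size of the difference is not settled by them. A difference in tissue handling between the pools stays open, because the list of dissociation stress genes was higher too, at 0.37 in Vcan+ monocyte-like cells and 0.21 in T, NK and B cell-like cells, and with 1 library each it cannot be told apart from the genotype. The interferon list was also higher in the library labelled *Irg1*-/- in dendritic cell-like (0.76), neutrophil-like (0.58), T cell-like (0.26) and NK cell-like cells (0.30), but not in Vegfa+ macrophage-like cells, at −0.049 (−0.12 to −0.0069). The genotype remains an untested explanation.

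Subset shares. A clustering on genes that differ between the libraries could by itself split cells by library. When these 1332 genes were left out, the difference for proinflammatory macrophage-like cells was 5.92 points and that for Vegfa+ macrophage-like cells −8.60 points, within counting error of the values with them. For Vcan+ monocyte-like cells it shrank to 6.08 and for Mrc1+ macrophage-like cells to −5.83 points. For these subsets the effect of the genes cannot be told apart from that of the names. The cells without a name rose from 25.8% to 37.1% in the library labelled *Irg1*-/- at the same time, but not in the *Irg1*+/+ library (27.2% and 27.1%). The *Lyve1* subcluster (54 and 268 cells) is mostly of 1 library and may be a property of that library's pool of tissue. No test addressed it.

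Genes of free RNA. *Gzmg* and *Ighg2b* had lower CPM in every cell type of the library labelled *Irg1*-/-, with log2 ratios of −6.62 and −5.98 in MΦ and monocyte-like cells. For *Gzmg* the interval of the ratio included 0 in B cell-like (3 and 0 UMIs), eosinophil-like (2 and 0) and neutrophil-like cells (1 and 0). In the *Irg1*+/+ library NK cell-like cells had 1441 CPM of *Gzmg*, 91.7 times the median of the other types, and B cell-like cells had 10578 CPM of *Ighg2b* against 221 in the library labelled *Irg1*-/-. This suggests that their UMIs in the other types come from free RNA of these cells. The difference within NK and B cell-like cells is not explained by that and was not tested. B16-F10 melanocyte genes had a median ratio of −1.38 in MΦ and monocyte-like cells and of −2.13 in T, NK and B cell-like cells, which do not express them. As melanocyte-like cells were fewer in the library labelled *Irg1*-/-, this is consistent with less free RNA from tumor cells.

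*Timd4*. Its ratio in proinflammatory macrophage-like cells may hold some free RNA, since *Timd4* was highest in dendritic cell-like cells (43.1 and 188 CPM) and rose in T cell-like cells too. Free RNA alone would leave proinflammatory macrophage-like cells no higher than T, NK and B cell-like cells, and in the library labelled *Irg1*-/- they were higher by 1.05 on the log2 scale (0.58 to 1.51). What raises *Timd4* in most types of that library was not tested.

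Other values. In MΦ and monocyte-like cells the median log2 ratio was −0.37 for glycolysis genes, −0.43 for the genes of fig. S9F, −0.076 for the proinflammatory and −0.40 for the anti-inflammatory panel of Fig. 3D, 0.26 for dissociation stress, −0.12 for ribosomal protein genes and 0.64 for immunoglobulin genes. No hemoglobin and no Y-linked gene of the lists had enough UMIs to be counted. *Tnf*, *Il6*, *Il1b* and *Nos2* had ratios of −0.57, −0.50, −0.031 and −0.79, and *Arg1*, *Mrc1* and *Il10* of −0.48, −0.59 and −0.31. In TAMs of *Irg1*-/- mice the paper reports higher *Tnf*, *Il6* and *Il1b* by qRT-PCR and more iNOS+ cells by flow cytometry. None of the genes behind these was higher here. Lower *Arg1*, *Mrc1* and *Il10*, which the paper reports too, had the same direction here. *Xist* had 0.025 over all cells. Among the genes with the largest ratios, *Gm47015* had 3.12 and *Tgtp1* 2.44 in MΦ and monocyte-like cells, *Adgrg5* 3.20, *Ccl8* −2.70 and *Gzmf* −2.37 in Vcan+ monocyte-like cells, and *Igha* 2.35, *Cadm1* −1.55, *Retnla* −1.37 and *Gcsh* −1.27 in proinflammatory macrophage-like cells. T cell-like cells differed by −7.86 and NK cell-like cells by 5.85 points between the libraries. The median of the genes of fig. S9F was −0.36 in Vcan+ monocyte-like, 0.32 in Itgal+ monocyte-like and −0.25 in proinflammatory macrophage-like cells. It was 0.027 in Vegfa+ macrophage-like and −0.18 in Mrc1+ macrophage-like cells. For glycolysis genes the medians were −0.16, −0.13, −0.013, −0.037 and −0.28 in this order. The pooled medians also hold the different shares of the subsets.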
